# Epithelial-Cell-Derived Phospholipase A_2_ Group 1B Is an Endogenous Anthelmintic

**DOI:** 10.1016/j.chom.2017.09.006

**Published:** 2017-10-11

**Authors:** Lewis J. Entwistle, Victoria S. Pelly, Stephanie M. Coomes, Yashaswini Kannan, Jimena Perez-Lloret, Stephanie Czieso, Mariana Silva dos Santos, James I. MacRae, Lucy Collinson, Abdul Sesay, Nikolay Nikolov, Amina Metidji, Helena Helmby, David Y. Hui, Mark S. Wilson

**Keywords:** helminth, phospholipase, anthelmintic, *Heligmosomoides polygyrus*, PLA_2_g1B, RNA-seq, epithelial cell, intestine, Phosphatidylethanolamine, *Nippostrongylus brasiliensis*

## Abstract

Immunity to intestinal helminth infections has been well studied, but the mechanism of helminth killing prior to expulsion remains unclear. Here we identify epithelial-cell-derived phospholipase A_2_ group 1B (PLA_2_g1B) as a host-derived endogenous anthelmintic. PLA_2_g1B is elevated in resistant mice and is responsible for killing tissue-embedded larvae. Despite comparable activities of other essential type-2-dependent immune mechanisms, *Pla2g1b*^*−*/−^ mice failed to expel the intestinal helminths *Heligmosomoides polygyrus* or *Nippostrongylus brasiliensis*. Expression of *Pla2g1b* by epithelial cells was dependent upon intestinal microbiota, adaptive immunity, and common-gamma chain-dependent signaling. Notably, *Pla2g1b* was downregulated in susceptible mice and inhibited by IL-4R-signaling in vitro, uncoupling parasite killing from expulsion mechanisms. Resistance was restored in *Pla2g1b*^*−*/−^ mice by treating infective *H. polygyrus* L3 larvae with PLA_2_g1B, which reduced larval phospholipid abundance. These findings uncover epithelial-cell-derived *Pla2g1b* as an essential mediator of helminth killing, highlighting a previously overlooked mechanism of anti-helminth immunity.

## Highlights

• *Pla2g1b* expression correlated with resistance to intestinal helminth infection
• PLA_2_g1B is essential for resistance to intestinal helminth infection in mice
• PLA_2_g1B directly reduces phospholipid abundance in infective larvae
• *Pla2g1b* is expressed by epithelial cells and is negatively regulated by IL-4Rα

## Introduction

Intestinal helminth infections are highly prevalent in developing countries, with chronic infections causing significant host morbidity (Hotez et al., 2008). With the emergence of drug-resistant helminths, a limited number of effective anthelmintics, and stalling vaccine efforts, new therapeutic avenues require a better understanding of anti-helminth immunity and killing. Expulsion mechanisms of intestinal helminths have been widely studied and reported; however, the mechanism of helminth killing in the tissue prior to expulsion remain unclear. Upon infection, activated epithelial cells secrete a suite of alarmins, including interleukin (IL)-25, thymic stromal lymphopoietin (TSLP), and IL-33, which promote activation and differentiation of innate and adaptive immune cells, leading to type 2 inflammation (Anthony et al., 2006, Katona et al., 1991, McCoy et al., 2008, Urban et al., 1991a). IL-4-driven CD4^+^ T helper (Th)-2 cell differentiation, in combination with group 2 innate lymphoid cell (ILC2) activation, leads to the secretion of a suite of cytokines including IL-4, IL-5, IL-9, and IL-13, which propagate type 2 inflammation and activate the local stroma (Grencis et al., 1991, Hashimoto et al., 2009). The resulting reorganization of intestinal tissue—with goblet cell hyperplasia, mucus hyper-secretion, and smooth muscle contraction (Gerbe et al., 2016, Hashimoto et al., 2009, Hasnain et al., 2010, Hasnain et al., 2011, Howitt et al., 2016, Murakami et al., 2016)—alongside type 2 cytokine-driven immunological changes such as B cell class switching (McCoy et al., 2008) and alternate activation of macrophages (Anthony et al., 2006) contributes to parasite expulsion. However, the precise mechanism of parasite damage and killing, whether in tissue or lumen, has remained unclear.

## Results and Discussion

To identify local tissue responses and novel mechanisms of intestinal helminth killing during anti-helminth immunity, we used the natural mouse intestinal helminth *H. polygyrus* (*H.p.*). Following oral infection, stage 3 larvae (L3) migrate to the duodenum and proximal jejunum, where they penetrate the mucosae and embed into the *muscularis externa*, undergoing developmental moults before emerging into the lumen as adult worms (Camberis et al., 2003, Valanparambil et al., 2014). C57BL/6 mice are naturally susceptible to a primary (1°) *H.p.* infection, establishing a chronic infection (Reynolds et al., 2012). Following drug cure of a 1° infection (Rx), C57BL/6 mice are resistant to a secondary (2°) *H.p.* challenge infection (Finkelman et al., 1997; model, Figure 1A). 

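Duodenal RNA from 48 C57BL/6 mice was sequenced, 8 mice in each of 6 groups. Naive mice were never infected. *H.p.* 1° mice were harvested 7 days after infection with larvae of *Heligmosomoides polygyrus*, a nematode that develops in the wall of the duodenum. Mice of the other 4 groups were infected on day 0 and drug treated from day 14 to clear the worms. Of these, *H.p.* 2° (D42) mice were challenged on day 35 and harvested on day 42. The authors trimmed the reads with Trimmomatic, aligned them to mm10 with TopHat2, counted reads per gene with htseq_count, and normalized and tested the counts with edgeR against the naive group. Each of the 5 deposited tables lists only genes at the authors' FDR under 0.05 in its comparison, 7924 genes in all. Each value is the reads of a gene divided by the effective library size of edgeR (CPM as edgeR writes it), termed signal. All values returned whole reads (100%, tolerance 0.01 of a read). The effective library size recovered this way was 11798608 to 20722569 reads in naive mice (median 14413280) and 11947081 to 20111002 in *H.p.* 1° mice (median 15696226). In *H.p.* 2° (D42) mice it was 12785057 to 20353051 (median 16122958). Each comparison was fitted with limma on log2(signal + 0.5) over its own 16 libraries, for genes at a signal of at least 1 in at least 8 of them. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Adjusted p-values cover the listed genes alone, a set already selected on these libraries, and the log2 scale with 0.5 added understates the change of genes with low signal. The tables name the groups by letter. Only the naive group's letter is given in the text of the study. The letters of *H.p.* 1° and *H.p.* 2° (D42) mice were read from the deposited fold changes, which equal those printed in Tables S1 and S2 for 28 of 28 and 126 of 126 genes and those of Table S3 for 0 of 4 (tolerance 0.001). Some printed names are human or merged and were translated to mouse genes. No key ties a letter to the other 3 groups, drug-cured mice without challenge at days 42 and 63 and challenged mice at day 63, and these are not analysed here. Genes absent from the tables were not analysed.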

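After challenge of drug-cured mice, more duodenal genes were changed than in the first infection, and at 2-fold most of its changes were increases. In *H.p.* 2° (D42) mice 579 genes were higher and 142 lower than in naive mice, of 7867 tested with limma. In *H.p.* 1° mice 61 genes were higher and 111 lower, of 7691 tested. The balance depended on the settings. After quantile normalization 444 were higher and 307 lower in *H.p.* 2° (D42) mice, and 70 and 84 in *H.p.* 1° mice. Without the fold limit 2264 were higher and 2116 lower in *H.p.* 2° (D42) mice, and 786 and 665 in *H.p.* 1° mice. The 10 named genes with the largest increases in *H.p.* 1° mice were *Pla2g4c*, a cytosolic phospholipase A2, *Retnla* and *Arg1*, made by alternatively activated macrophages, the chemokines *Ccl8* and *Ccl24*, the goblet cell product *Retnlb*, the gasdermins *Gsdmc2* and *Gsdmc4*, the protease inhibitor *Serpina3n* and the fatty acid desaturase *Scd2*, with log2 fold changes of 2.55 to 4.92. Among those with the largest decreases were the globins *Hbb-b1* and *Hbb-b2*, the antibacterial lectins *Reg3b* and *Reg3g*, the Paneth cell defensins *Defa3*, *Defa20*, *Defa23* and *Defa24*, and *AY761184*, at -2.77 to -1.80. After challenge the largest increases of named genes were in the chitinase-like genes *Chi3l3* and *Chi3l4*, *Pla2g4c*, *Retnla*, *Gsdmc2*, *Gsdmc4*, the lectin *Reg2*, *Retnlb*, *Arg1* and *Ccl8*, at 6.08 to 9.63. The largest decreases were in the transporters *Slc13a2* and *Slc37a2*, the clock-controlled genes *Dbp*, *Per3*, *Nr1d1* and *Tef*, *Gm11194*, the neutrophil antigen gene *Cd177*, the mucin *Muc19* and the receptor kinase *Ros1*, at -3.40 to -1.78. Reads may be shared within the Chi3l, Gsdmc, Reg, Defa and Hbb families. These rankings cover tested genes, without immunoglobulin and T cell receptor segments and gene models the paper does not name. In *H.p.* 1° mice *Ear11* and *Chi3l3* had too little signal to be tested. The authors' edgeR log2 fold changes there are 8.546 and 6.984, against 5.627 for *Pla2g4c*. The snoRNA gene *Gm25788* is left out as unnamed, at a mean signal of 101 in *H.p.* 2° (D42) and 0.407 in naive mice. Counted by gene, 101 were called in *H.p.* 1° mice alone, 71 in both and 650 in *H.p.* 2° (D42) mice alone. A gene with too little signal to be tested in 1 comparison counts here as called in the other alone. Among genes tested in both, 98 were called in *H.p.* 1° mice alone and 514 in *H.p.* 2° (D42) mice alone. Of 7679 genes tested in both comparisons, 67 were called in the same direction, 41 higher and 26 lower, and 4 in opposite directions. Both comparisons used the same naive mice. Independent lists would share 5.4 genes in the same direction (3.3 higher and 2.1 lower), and with a separate group of 4 naive mice for each comparison 57 and 49 were shared. Over all genes the r of the 2 sets of log2 fold changes was 0.342 with a covariance of 0.103, against 0.497 and 0.0225 in simulated groups without change.

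**Figure D1:**
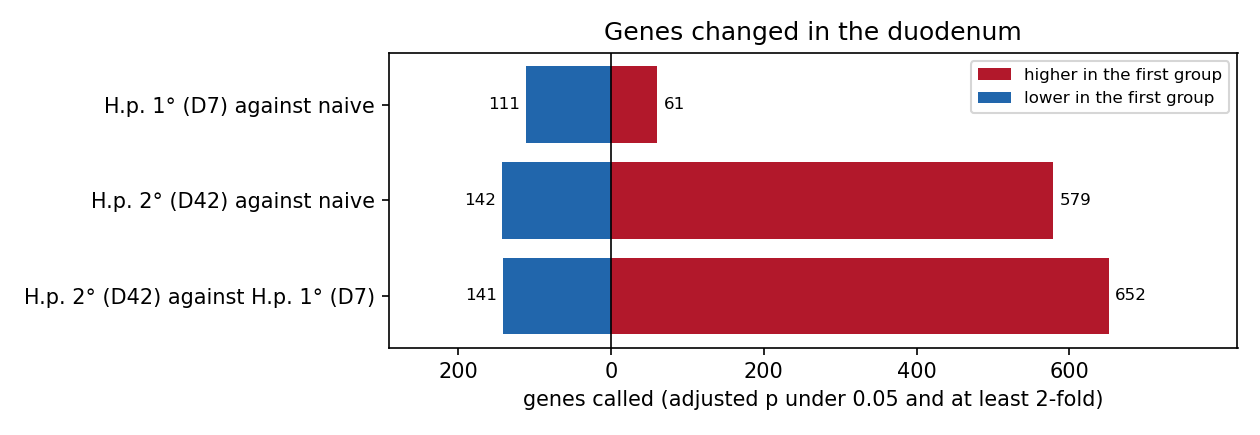
Number of genes called (x axis) in each of the 3 comparisons (y axis), with genes higher in the first group to the right in red and lower to the left in blue. *H.p.* 2° (D42) mice had 579 higher and 142 lower genes against naive mice, and *H.p.* 1° mice 61 and 111.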

Resistance to *H.p.* 2° infection correlated with substantial inflammation and tissue remodeling (Figure 1B), and significantly more transcriptional activity in duodenal tissue than in 1° infection (*H.p.* 1°), with 665 genes differentially expressed in 2° infection compared to 145 genes in 1° infection and 116 common genes (relative to naive, 2-fold filter, p < 0.05) (Figure S1A). 

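The second infection was set directly against the first. Drug treatment and harvest day (42 against 7) changed with the challenge, so the differences below cannot be given to the second infection alone. In *H.p.* 2° (D42) mice 652 genes were higher and 141 lower than in *H.p.* 1° mice, of 7840 tested with limma. After quantile normalization 438 were higher and 312 lower, and without the fold limit 2616 and 2445. Tuft cell markers were higher for 15 of 17 tested (15 adjusted over the list alone; limma camera adjusted p = 1.95e-10, and adjusted p = 0.117 with an estimated correlation). Type 2 cytokine and alternatively activated macrophage genes were higher for 12 of 17 (12 adjusted over the list alone; limma camera adjusted p = 3.93e-06, and adjusted p = 0.253 with an estimated correlation). Extracellular matrix and fibroblast genes were higher for 11 of 16 (11 adjusted over the list alone; limma camera adjusted p = 1.76e-08, and adjusted p = 0.253 with an estimated correlation). Pancreatic acinar genes, which encode digestive enzymes, were higher for 40 of 41 (41 adjusted over the list alone; limma camera adjusted p = 4.57e-06, and adjusted p = 0.571 with an estimated correlation). On the recovered reads edgeR called 27 of these 41 acinar genes and DESeq2 32. Cholesterol synthesis genes were lower for 3 of 22 (3 adjusted over the list alone; limma camera adjusted p = 2.38e-06, and adjusted p = 0.253 with an estimated correlation). Of 514 genes called in *H.p.* 2° (D42) mice and not in *H.p.* 1° mice among those tested in both, 509 could be tested between the infected groups. Of these, 355 differed in the same direction at 2-fold or more, and 475 without the fold limit.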

Using a ratio-of-ratios analysis to specifically identify genes expressed in resistant mice (*H.p.* 2°), we identified three transcriptional clusters based on their expression relative to uninfected mice and relative to susceptible mice (*H.p.* 1°) (Figure 1C, C1-C3; Tables S1–S3). Cluster 1 (C1) identified common and quantitative differences between 1° and 2° infection, including several genes previously described in immunity to *H.p.* (Anthony et al., 2006, Herbert et al., 2009). 

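Cluster 1 held genes of alternatively activated macrophages and the goblet cell gene *Retnlb*, and the RNA of the 4 described here was higher in the second infection than in the first. The signal of *Arg1*, the arginase of alternatively activated macrophages, was 0.987 ± 0.509 in naive mice (SD, n = 8), 24.0 ± 11.8 in *H.p.* 1° mice and 132 ± 52.9 in *H.p.* 2° (D42) mice. *Retnla*, a secreted product of the same macrophages, rose from 0.198 ± 0.276 to 15.1 ± 15.3 and 112 ± 49.9. *Retnlb*, the goblet cell protein Relmβ, rose from 0.0824 ± 0.152 to 6.56 ± 6.35 and 51.6 ± 9.42. *Chi3l3*, a chitinase-like protein that may share reads with *Chi3l4*, was at 0.128 ± 0.128, 16.7 ± 25.8 and 528 ± 232, and was not tested in *H.p.* 1° mice against naive mice, since fewer than 8 of these 16 libraries had a signal of at least 1. Between the infections, the log2 fold change was 2.51 (standard error 0.294, limma adjusted p = 1.83e-06) for *Arg1* and 3.27 (standard error 0.444, limma adjusted p = 8.13e-06) for *Retnla*. It was 3.29 (standard error 0.368, limma adjusted p = 1.09e-06) for *Retnlb* and 5.84 (standard error 0.581, limma adjusted p = 3.29e-07) for *Chi3l3*. Of the 28 genes of cluster 1, 15 were tested in *H.p.* 1° mice and all 15 were higher than in naive mice. In *H.p.* 2° (D42) mice 24 of 24 tested were higher than in naive mice, and 21 of 27 were higher than in *H.p.* 1° mice. The study chose these genes on the same libraries, so the counts are not independent evidence of the direction.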

Cluster 2 (C2) identified qualitative differences between susceptible and resistant mice highlighting genes upregulated in *H.p.* 2° infection only. Many of these genes have not previously been described in immunity to *H.p.* Cluster 3 (C3) identified qualitative differences downregulated in *H.p.* 2° infection only. 

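Cluster 2 held genes of several cell types. The mast cell protease *Mcpt1* was at 0.914 ± 0.66 in naive mice (SD, n = 8), 0.468 ± 0.681 in *H.p.* 1° mice and 68.7 ± 113 in *H.p.* 2° (D42) mice, a log2 fold change of 3.38 (standard error 0.929, limma adjusted p = 0.00587) between *H.p.* 2° (D42) and naive mice. The lectin *Reg2*, which may share reads with other Reg genes, was at 24.3 ± 45.8, 92.6 ± 137 and 1110 ± 699 in the same groups (log2 fold change of 6.58, standard error 1.26, limma adjusted p = 4.20e-04). *Sh2d6*, a tuft cell marker, was at 4.29 ± 0.683, 3.49 ± 0.752 and 31.4 ± 5.69 (log2 fold change of 2.73, standard error 0.122, limma adjusted p = 6.77e-12). *Alox15*, a lipoxygenase of eicosanoid synthesis, was at 0.540 ± 0.467, 0.693 ± 0.548 and 4.39 ± 1.46 (log2 fold change of 2.31, standard error 0.265, limma adjusted p = 2.83e-06). *Cel*, the bile salt-activated lipase of pancreatic acinar cells, was at 578 ± 1018, 798 ± 1287 and 6439 ± 3589 (log2 fold change of 5.29, standard error 1.56, limma adjusted p = 0.00895). The call of *Cel* was lost when adjusted over all genes of the reference (limma adjusted p = 0.0631). Its edgeR FDR from the authors, adjusted over the genes they tested, was 0.00208. When the acinar list mean was a covariate, *Mcpt1* was at 2.75 with a wider standard error of 1.17, and was not called (limma adjusted p = 0.0754). Of the 126 genes, 115 were tested in *H.p.* 2° (D42) mice and all 115 were higher than in naive mice. In *H.p.* 1° mice 71 were tested and none was called by limma, edgeR or DESeq2, with 7 at an unadjusted p under 0.05. In direct comparison 117 of 119 were higher in *H.p.* 2° (D42) than in *H.p.* 1° mice. The study chose the cluster on these libraries, so the counts are not independent evidence. Of the 126 genes, 32 are on the lists of pancreatic acinar and islet genes. Without them 84 of 84 were higher in *H.p.* 2° (D42) mice. With the acinar list mean as a covariate 53 of the 84 were higher.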

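The 3 genes of cluster 3 with enough signal to be tested were all lower in *H.p.* 2° (D42) mice than in naive mice, and 2 of 2 tested were lower than in *H.p.* 1° mice. *Slc13a2*, a citrate and succinate transporter, was at 10.9 ± 4.05 in naive mice (SD, n = 8), 7.49 ± 2.60 in *H.p.* 1° mice and 0.530 ± 0.212 in *H.p.* 2° (D42) mice, a log2 fold change of -3.40 (standard error 0.216, limma adjusted p = 1.24e-09) between *H.p.* 2° (D42) and naive mice. *Dbp*, a transcription factor driven by the circadian clock, was at 22.3 ± 10.0, 15.6 ± 4.43 and 2.02 ± 0.661 (log2 fold change of -3.08, standard error 0.271, limma adjusted p = 1.02e-07). The noncoding gene *Gm11194* was at 2.39 ± 1.10, 1.35 ± 0.487 and 0.0720 ± 0.107 (log2 fold change of -2.27, standard error 0.225, limma adjusted p = 4.44e-07). *Cyp2a12*, at 0.571 ± 0.669 in naive and 0.0751 ± 0.130 in *H.p.* 2° (D42) mice, had too low a signal to be tested. In *H.p.* 1° mice none of the 3 was called by limma, edgeR or DESeq2, and 1 had an unadjusted p under 0.05. Of 18 circadian clock genes tested in *H.p.* 2° (D42) mice, 8 were lower, *Dbp* itself, *Per3*, *Nr1d1* and *Tef* among them, and 3 were higher, *Arntl*, *Npas2* and *Nfil3* (8 and 3 adjusted over the list alone; limma camera adjusted p = 0.0614, and adjusted p = 0.518 with an estimated correlation).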

Pathway analysis reflected quantitative and qualitative transcriptional differences with a greater increase in immune-activated pathways in resistant mice, as previously described (Allen and Maizels, 2011, Anthony et al., 2007, Maizels et al., 2012), in addition to an increase in lipid metabolism pathways in *H.p.* 2° that was not previously described during anti-helminth immunity (Figures 1D and S1B). 

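Most of the type 2, macrophage, tuft cell and matrix genes tested were higher in the second infection, and most Paneth cell markers tested were lower in the first. In *H.p.* 2° (D42) mice 13 of 17 type 2 cytokine and alternatively activated macrophage genes were higher than in naive mice (13 adjusted over the list alone; limma camera adjusted p = 4.45e-11, and adjusted p = 0.0434 with an estimated correlation). Extracellular matrix and fibroblast genes were higher for 10 of 16 (10 adjusted over the list alone; limma camera adjusted p = 4.45e-11, and adjusted p = 0.143 with an estimated correlation), among them fibronectin *Fn1* at a log2 fold change of 2.33 (standard error 0.174, limma adjusted p = 1.20e-08) and osteopontin *Spp1* at 5.88 (standard error 0.331, limma adjusted p = 2.19e-10). Macrophage and monocyte markers were higher for 7 of 13 (7 adjusted over the list alone; limma camera adjusted p = 7.24e-07, and adjusted p = 0.229 with an estimated correlation). Epithelial antimicrobial genes were higher for 11 of 15 (11 adjusted over the list alone; limma camera adjusted p = 4.02e-05, and adjusted p = 0.229 with an estimated correlation). Enteroendocrine markers were lower for 1 of 9, *Ghrl*, which encodes ghrelin (1 adjusted over the list alone; limma camera adjusted p = 0.00154, and adjusted p = 0.297 with an estimated correlation). They were lower for 2 of 9 in *H.p.* 1° mice, *Gip* and *Ghrl* (2 adjusted over the list alone; limma camera adjusted p = 7.23e-06, and adjusted p = 0.116 with an estimated correlation). In *H.p.* 1° mice 5 of 13 type 2 and macrophage activation genes were higher (5 adjusted over the list alone; limma camera adjusted p = 3.31e-04, and adjusted p = 0.218 with an estimated correlation). Paneth cell markers were lower for 7 of 8 (7 adjusted over the list alone; limma camera adjusted p = 4.14e-10, and adjusted p = 0.107 with an estimated correlation), with the lysozyme *Lyz1* at 695 ± 200.5 in naive and 219 ± 39.2 in *H.p.* 1° mice (SD, n = 8). The same markers were lower for 3 of 8 in *H.p.* 2° (D42) mice, *Lyz1* among them, and higher for 1, *Ang4* (3 and 1 adjusted over the list alone; limma camera adjusted p = 0.408, and adjusted p = 0.866 with an estimated correlation). Interferon response genes in *H.p.* 1° mice were higher for 3 of 14 (3 adjusted over the list alone; limma camera adjusted p = 2.07e-05, and adjusted p = 0.218 with an estimated correlation).

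**Figure D2:**
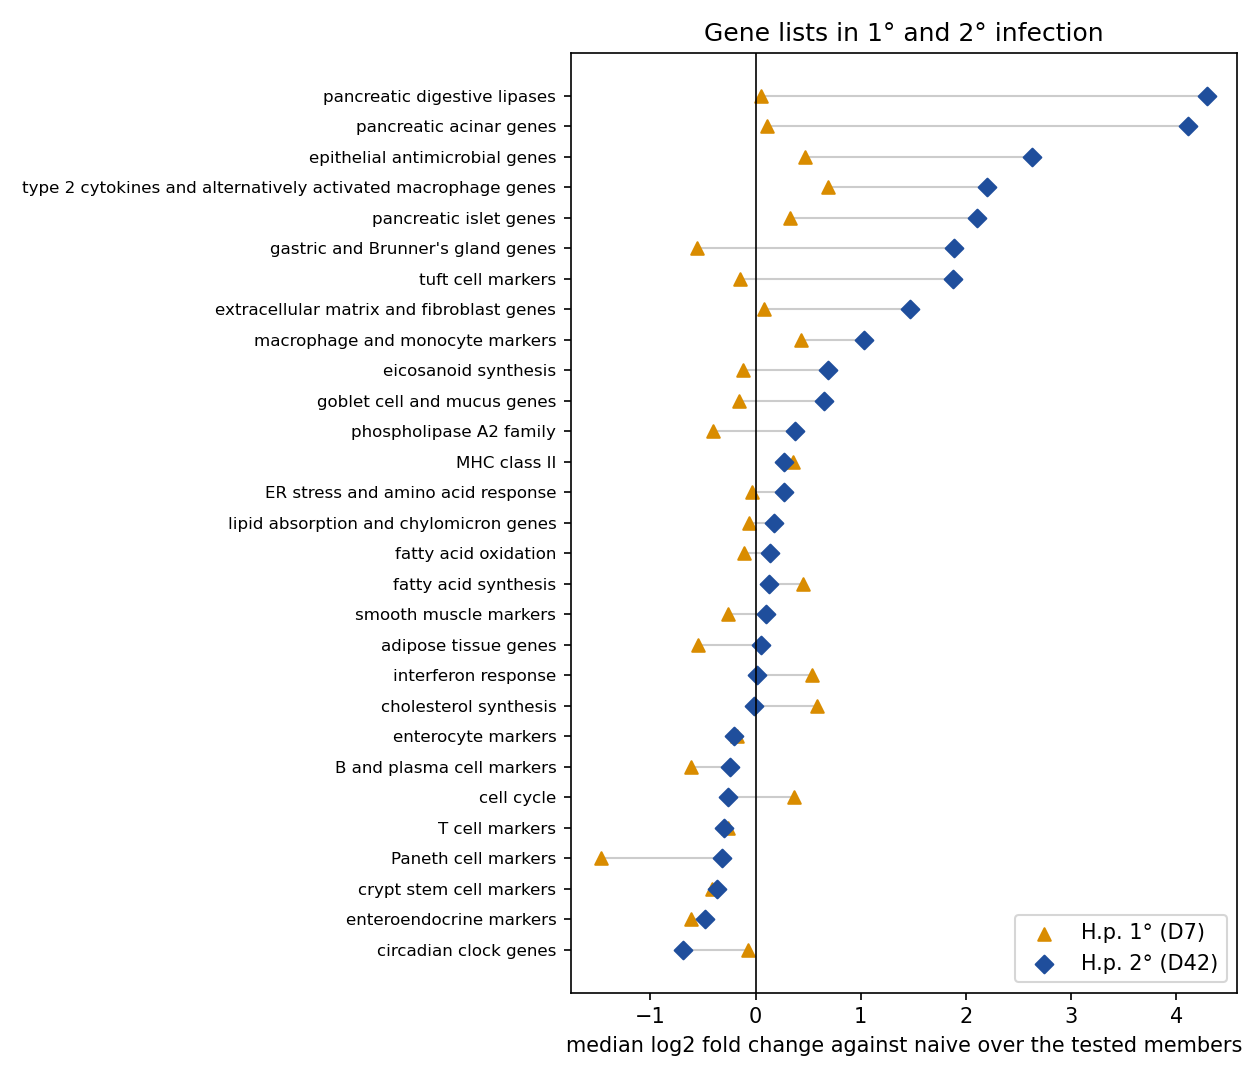
Median log2 fold change against naive mice (x axis) over the tested members of each gene list tested in both comparisons (y axis), for *H.p.* 1° mice as triangles and *H.p.* 2° (D42) mice as diamonds. The pancreatic acinar and digestive lipase lists lie farthest to the right in *H.p.* 2° (D42) mice, and the Paneth cell markers farthest to the left in *H.p.* 1° mice, at a median of -1.47.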

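Among lipid genes, those of pancreatic fat digestion and 3 of 9 of eicosanoid synthesis were higher in the second infection. In the first, cholesterol synthesis genes were higher as a list at a preset correlation (limma camera), a call lost with an estimated one. All 6 pancreatic digestive lipase genes were higher in *H.p.* 2° (D42) than in naive mice (6 adjusted over the list alone; limma camera adjusted p = 0.0301, and adjusted p = 0.518 with an estimated correlation), among them the colipase *Clps* at a log2 fold change of 4.22 (standard error 0.939, limma adjusted p = 0.00138) and *Pnliprp2* at 4.01 (standard error 0.683, limma adjusted p = 1.55e-04). Pancreatic acinar genes as a whole rose with them, 39 of 40 tested (40 adjusted over the list alone; limma camera adjusted p = 4.87e-08, and adjusted p = 0.518 with an estimated correlation). On the recovered reads edgeR called 4 and DESeq2 all 6 of the lipase genes, and 30 and 38 of the 40 acinar genes. Eicosanoid synthesis genes were higher for 3 of 9, *Alox5*, *Alox5ap* and *Alox15* (3 adjusted over the list alone; limma camera adjusted p = 2.48e-04, and adjusted p = 0.0773 with an estimated correlation). Fatty acid synthesis genes were higher for 2 of 14, the malic enzyme *Me1* at 2.34 (standard error 0.155, limma adjusted p = 2.28e-09) and the desaturase *Scd2* at 2.11 (standard error 0.25, limma adjusted p = 4.01e-06) (2 adjusted over the list alone; limma camera adjusted p = 0.338). Of the same genes 1 of 14 was higher in *H.p.* 1° mice, *Scd2* at 2.55 (standard error 0.215, limma adjusted p = 5.93e-07) (1 adjusted over the list alone; limma camera adjusted p = 3.66e-04, and adjusted p = 0.107 with an estimated correlation). Of 14 fatty acid oxidation genes none was called in *H.p.* 2° (D42) mice (limma camera adjusted p = 0.716; 5 had an unadjusted p under 0.05, and edgeR and DESeq2 called none). Of 22 cholesterol synthesis genes none was called in *H.p.* 1° mice at 2-fold by limma, edgeR or DESeq2, although 18 were higher at an adjusted p under 0.05 without the fold limit, with a median log2 fold change of 0.58 (limma camera adjusted p = 3.44e-12, and adjusted p = 0.155 with an estimated correlation). Ingenuity Pathway Analysis was not repeated.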

Increased activation of lipid metabolism pathways was also evident in resistant mice with or without a 2° challenge infection and was maintained for up to 48 days after drug treatment (Figure 1E), correlating with long-term resistance to reinfection following drug treatment (Urban et al., 1991b). 

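*Pla2g1b* (ENSMUSG00000029522) is a protein-coding gene on the forward strand of chromosome 5 of mm10, from 115466262 to 115474722. Its product is secreted by pancreatic acinar cells as a digestive enzyme, and the gene was kept out of the list of 41 acinar genes used beside it. The ratio of its mean signal to that of naive mice was 7.29 in *H.p.* 2° (D42) mice and 1.04 in *H.p.* 1° mice. Of the acinar genes, *Cpa1*, a carboxypeptidase, rose between the same groups by a log2 fold change of 5.01 (standard error 1.54, limma adjusted p = 0.0115) and *Prss2*, a trypsin, by 5.35 (standard error 1.55, limma adjusted p = 0.00822). Neither was called when adjusted over all genes of the reference. The authors' edgeR FDR, adjusted over the genes they tested, was 0.00378 for *Cpa1* and 0.00121 for *Prss2*.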

Within C2 genes, which were upregulated in *H.p.* 2° infection only, we identified group 1B phospholipase A_2_, *Pla2g1b*, a member of a large family of secreted (sPLA_2_) enzymes that regulate lipid metabolism through hydrolysis of phospholipids (Labonté et al., 2006, Labonté et al., 2010). 

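RNA of *Pla2g1b* was higher in *H.p.* 2° (D42) mice, which were drug treated and challenged, than in naive mice, and not in *H.p.* 1° mice. Its signal was 83.1 ± 142 in naive mice (SD, n = 8), 86.6 ± 132 in *H.p.* 1° mice and 606 ± 274 in *H.p.* 2° (D42) mice. The log2 fold change against naive mice was 4.37 (standard error 1.38, limma adjusted p = 0.0133) in *H.p.* 2° (D42) mice and 0.08 (standard error 1.46, limma adjusted p = 0.977) in *H.p.* 1° mice. Between *H.p.* 2° (D42) and *H.p.* 1° mice it was 4.29 (standard error 1.41, limma adjusted p = 0.0132). On the recovered reads, the log2 fold change in *H.p.* 2° (D42) against naive mice was 2.89 with edgeR and 3.12 with DESeq2. Adjusted over all 55450 genes of the reference instead of the listed genes, the calls of *H.p.* 2° (D42) against naive mice (limma adjusted p = 0.0939) and against *H.p.* 1° mice (limma adjusted p = 0.0934) were lost. The authors' edgeR FDR against naive mice, adjusted over the genes they tested, was 0.0105. Other genes of the pancreatic acinar cell, such as *Cel* and *Cpa1*, moved with *Pla2g1b* from mouse to mouse. Pearson's r between *Pla2g1b* and the mean of 41 acinar genes on the log2 scale was 0.992 within naive mice (exact permutation p = 2.48e-05), 0.992 within *H.p.* 1° mice (exact permutation p = 2.48e-05) and 0.998 within *H.p.* 2° (D42) mice (exact permutation p = 0.000918). With group means removed r was 0.993 over the 24 mice (permutation p = 1e-05, the smallest that 100000 permutations give, adjusted p = 0.00014 over 28 relations). Spearman's rho was 0.96 (permutation p = 1e-05, adjusted p = 0.00028), and r was 0.99 without the 2 mice farthest from the median. Within *H.p.* 2° (D42) mice r was 0.734 without the 2 farthest, of which 1 had a *Pla2g1b* signal of 1.62. With the acinar mean as a covariate, the log2 fold change of *Pla2g1b* in *H.p.* 2° (D42) against naive mice was -0.51 (standard error 0.209, limma adjusted p = 0.0647). Drug-treated mice without challenge are not analysed here.

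**Figure D3:**
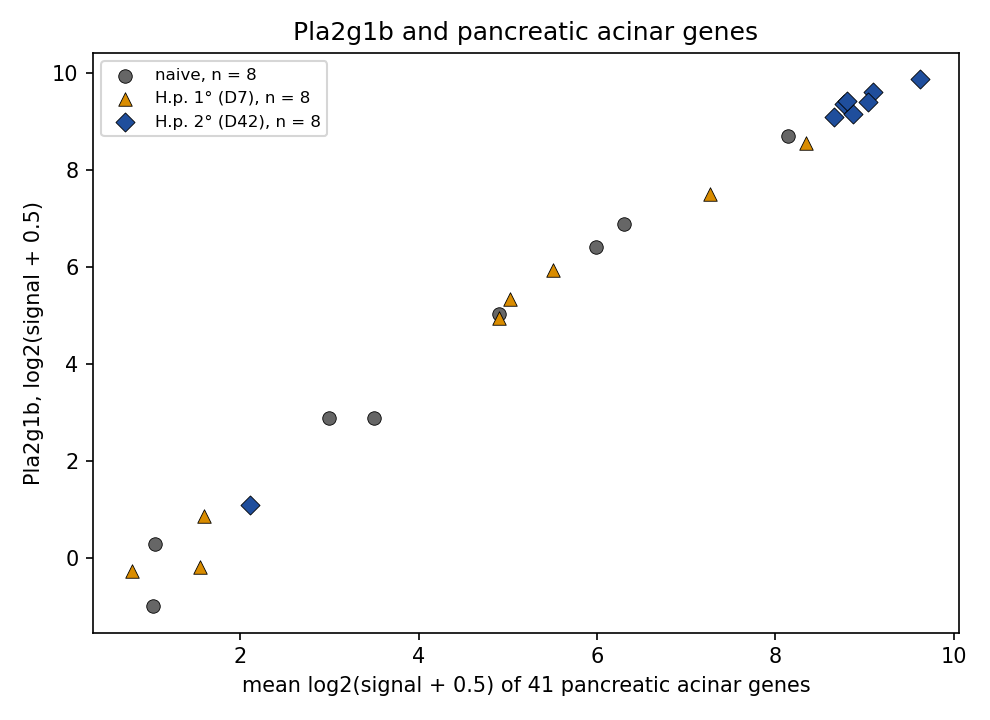
Signal of *Pla2g1b* (y axis) against the mean of 41 pancreatic acinar genes (x axis), both as log2(signal + 0.5), with 1 point per mouse and a symbol for each group of 8. The 24 mice lie along 1 line, and the lowest *H.p.* 2° (D42) mouse has a *Pla2g1b* signal of 1.62.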

*Pla2g1b* was significantly increased in drug-treated mice with or without challenge infection, correlating with lipid metabolism pathways and resistance to *H.p.* (Figure 1F). The enzymatic activity of PLA_2_ in the small intestine was marginally increased in susceptible mice but dramatically increased in resistant mice (Figure S1C), reflecting a broad increase in several PLA_2_ enzymes in resistant mice (Figure S1D).

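Of the phospholipase A2 genes, the cytosolic enzyme *Pla2g4c* rose most. Its signal was 1.04 ± 0.583 in naive mice (SD, n = 8), 51.5 ± 37.9 in *H.p.* 1° mice and 400.4 ± 118 in *H.p.* 2° (D42) mice, with log2 fold changes against naive mice of 4.92 (standard error 0.325, limma adjusted p = 2.77e-08) and 8.07 (standard error 0.230, limma adjusted p = 5.45e-15). *Pla2g15*, the lysosomal phospholipase A2, was at 0.835 ± 0.429 in naive and 2.87 ± 0.955 in *H.p.* 2° (D42) mice (log2 fold change of 1.38, standard error 0.251, limma adjusted p = 2.82e-04). *Pla2g15* missed 2-fold with a pseudocount of 2 (0.77, limma adjusted p = 1.23e-04) and after quantile normalization (0.96, limma adjusted p = 0.00330). The secreted enzyme *Pla2g5* fell from 7.16 ± 2.36 to 2.32 ± 0.611 (log2 fold change of -1.42, standard error 0.181, limma adjusted p = 8.63e-06). RNA of *Pla2g2a*, which is on the list of Paneth cell markers, fell from 21.9 ± 6.89 to 8.10 ± 4.60 in *H.p.* 1° mice (log2 fold change of -1.46, standard error 0.247, limma adjusted p = 9.53e-04). Of 11 phospholipase A2 genes tested in *H.p.* 2° (D42) mice, 3 were higher than in naive mice, *Pla2g1b*, *Pla2g4c* and *Pla2g15*, and 1 was lower (3 and 1 adjusted over the list alone; limma camera adjusted p = 0.196). In *H.p.* 1° mice 1 of 10 was higher and 1 lower (1 and 1 adjusted over the list alone; limma camera adjusted p = 0.134, with a median log2 fold change of -0.41 and a mean of 0.04). Between the infections 4 of 11 were higher in *H.p.* 2° (D42) mice (4 adjusted over the list alone; limma camera adjusted p = 0.0348, and adjusted p = 0.253 with an estimated correlation). Enzyme activity is not analysed here.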

**Figure 1:**
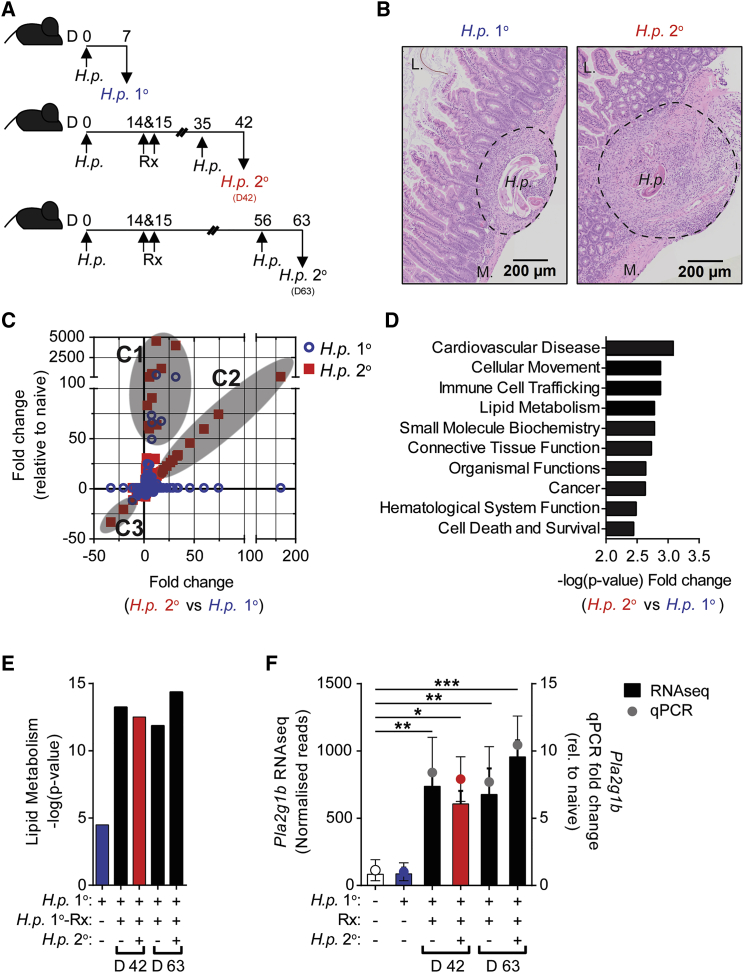
*Pla2g1b* and Lipid Metabolism Correlate with Resistance to Intestinal Helminth Infection (A) C57BL/6 mice were orally infected with 200 L3 *H. polygyrus* (*H.p.*) larvae on day 0. A cohort of mice were sacrificed 7 days after 1° *H.p.* infection (*H.p.* 1°). Remaining mice were drug treated (Rx) on days 14 and 15. Mice were then reinfected with *H.p.* on day 35 or day 56 and harvested 7 days after infection (*H.p.* 2°). (B) H&E staining of the small intestine from *H.p.* 1° and *H.p.* 2° (D42). (C) Ratio-of-ratios analysis of differentially expressed genes in *H.p.* 1° and *H.p.* 2° (D42) identified distinct gene clusters (C1-3). (D) Top 10 pathways predicted to be activated more highly in and *H.p.* 2° than *H.p.* 1° (both relative to naive, 2-fold filter, p < 0.05). (E) Lipid metabolism pathway predicted activation score (relative to naive, 2-fold filter, p < 0.05). (F) *Pla2g1b* expression in small intestine from RNA sequencing data, confirmed by qPCR. Data are represented as mean ± SEM; n = 8, *^∗^ = p <* 0.05, ^∗∗^ = p < 0.01 determined using a one-way ANOVA with Dunnett’s multiple comparison analysis. See also Figure S1 and Tables S1–S3.

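The level of *Pla2g1b* varied widely between mice of a group, from a signal of 0 to 417 in naive mice (median 19.5), from 0.329 to 378 in *H.p.* 1° mice (median 35.3) and from 1.62 to 937 in *H.p.* 2° (D42) mice (median 665). Of the *H.p.* 2° (D42) mice 7 of 8 lay above the highest naive mouse (two-sided exact permutation test on log2 values, p = 0.019, adjusted p = 0.0336 over 3 comparisons). The same 7 of 8 lay above the highest *H.p.* 1° mouse (exact permutation p = 0.0224, adjusted p = 0.0336). Of the *H.p.* 1° mice 5 of 8 lay above the naive median and none above the highest naive mouse (exact permutation p = 0.964). The qPCR values are not analysed here.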

To formally test whether elevated PLA_2_g1B contributed to resistance to intestinal helminth infections, we infected *Pla2g1b*^*−*/−^ mice with a variety of small- or large-intestinal helminths. Strikingly, *Pla2g1b* was essential for resistance to *H.p.*, with *Pla2g1b*^*−*/−^ mice failing to expel a 2° *H.p.* infection and retaining a patent infection (Figures 2A and 2B). The absence of PLA_2_g1B did not affect the expression of other detectable PLA_2_ family members (Figure S1E). PLA_2_g1b was also required for expulsion of *N. brasiliensis*, which also infects the small intestine (Figure S2A); however, *Pla2g1b* was not required for expulsion of the cecum-dwelling whipworm *Trichuris muris* (Figure S2B).

**Figure 2:**
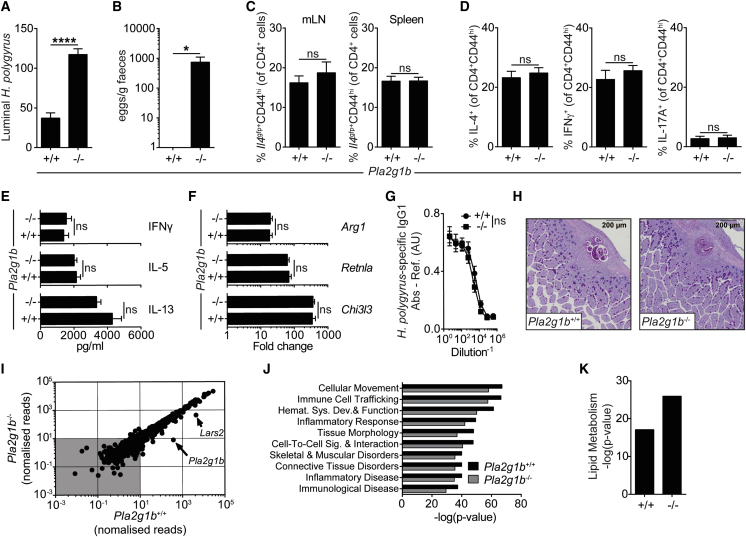
Type 2 Immunity Is Insufficient for Resistance to Intestinal Helminth Infection in the Absence of *Pla2g1b* (A) Luminal *H.p.* worms in the small intestine 14 days after 2° infection. (B) Fecal egg counts 14 days after 2° *H.p.* infection. (C) Frequency of *Il4*^gfp+^CD44^hi^ CD4^+^ cells in the mesenteric lymph node (mLN) and the spleen of mice 7 days after 2° infection. (D) Frequency of cytokine^+^ CD4^+^CD44^hi^ cells in the mLN of mice 7 days after 2° infection. (E) *ex vivo H.p.* antigen-specific cytokine production from the mLN of mice 7 days after 2° infection. (F) Gene expression in the small intestine of mice 7 days after 2° *H.p.* infection. (G) *H.p.* antigen-specific IgG1 in the serum from mice 7 days after 2° *H.p.* infection. (H) Mucus staining (Alcian blue-periodic acid-Schiff) of the small intestine from mice 7 days after 2° *H.p.* infection. (I) RNA-sequencing-generated transcriptional landscape of the small intestine of WT and *Pla2g1b*^*−*/−^ mice 7 days after 2° *H.p.* infection. (J) Top 10 pathways predicted to be activated 7 days after 2° *H.p.* infection (relative to strain-naive, 2-fold filter, p < 0.05). (K) Lipid metabolism pathway predicted activation score 7 days after 2° *H.p.* infection (relative to strain-naive, 2-fold filter, p < 0.05). Data are represented as mean ± SEM, n = 5–6, representative of at least three independent experiments; ns = not significant, ^∗^ = p < 0.05, ^∗∗∗∗^ = p < 0.0001 determined using a two-way ANOVA with Sidak’s multiple comparison analysis or an unpaired two-tailed t test. See also Figures S2–S4.

IL-4 and type 2 immune responses orchestrate many of the known anti-helminth, immune-driven expulsion pathways (Hashimoto et al., 2009). We therefore assessed innate and adaptive type 2 immune responses in *Pla2g1b*^*−*/−^ mice and, to our surprise, found that all measured type 2 immune responses were intact. Specifically, by crossing *Pla2g1b*^*−*/−^ mice onto an *Il4*^gfp^ reporter background or by measuring IL-4 protein by intra-cellular staining, we found that Th2 cell commitment and differentiation were equivalent between genotypes (Figures 2C and 2D). Parasite-specific, Th2-derived cytokines IL-5 and IL-13 were also comparable (Figure 2E), with no measurable difference in IFNγ^+^ or IL-17A^+^ T cells (Figure 2D). Lymphocyte populations in *Pla2g1b*^*−*/−^ mice, both at baseline and following 2° *H.p.* infection, were comparable to WT mice, including both CD4^+^ and CD8^+^ T cells, ILC2s, which support early Th2 differentiation (Pelly et al., 2016) and regulatory T cells, which inhibit type 2 immune responses (Wilson et al., 2005; Figures S2C–S2J and S3A). Alternatively activated macrophage-associated genes, which are also essential for immunity to *H.p.* (Anthony et al., 2006), were similar between genotypes in vivo (Figure 2F) and following polarization in vitro (Figure S3B). Finally, B cell frequencies and serum antibodies, including *H.p.*-specific IgG1 and IgE, which are important for preventing adult worm development (McCoy et al., 2008), were comparable between WT and *Pla2g1b*^*−*/−^ mice (Figures 2G, S3C, and S3D). Physiological responses—including goblet cell hyperplasia and mucus hypersecretion, which correlate with expulsion—were also comparable between WT and *Pla2g1b*^*−*/−^ mice (Figures 2H and S3E). RNA sequencing and pathway analysis of the transcriptome of duodenal tissue from naive and infected *Pla2g1b*^*−*/−^ mice 7 days after 2° *H.p.* infection identified that the transcriptional responses and associated pathways were very similar to WT mice with the exception of 2 genes, *Pla2g1b* and *Lars2* (Figures 2I, 2J, and S3F). To our surprise, predicted activation of lipid metabolism pathways and synthesis of bioactive lipids, including cysteine leukotrienes and prostaglandin E 2 (PGE_2_), serum fatty acid metabolites, and serum Lysophosphatidylcholines (LPC), were unaffected in *Pla2g1b*^*−*/−^ mice (Figures 2K and S3G–S3I), most likely due to unaltered expression of other phospholipase A_2_ enzymes (Figure S1E). These data suggest that the failure to expel *H.p.* in *Pla2g1b*^*−*/−^ mice was not due to altered lipid metabolism or known immune-mediated or stromal-associated expulsion mechanisms.

To determine the source of PLA_2_g1B and its regulation, we monitored *Pla2g1b* expression in duodenal tissue following 1° infection, 1° infection and drug cure, and 2° infection. *Pla2g1b* was significantly upregulated 14 days after drug cure of a 1° infection (day 28) and was maintained with or without a 2° infection (Figures 3A and 1F). This correlated with the development and maintenance of resistance to 2° infection. Despite a strong type 2 immune response, *Pla2g1b* expression was not upregulated in mice given a 1° infection (Figure 3B) or following drug treatment alone (Figure 3C), but had a trend to be reduced. We hypothesize that a 1° *H.p.* infection may actively inhibit PLA_2_g1B through secretion of immunomodulatory proteins. However, this remains to be tested. IL-4 is essential for resistance to a 2° *H.p.* infection (Urban et al., 1991b). We therefore investigated whether IL-4 was required for upregulation of *Pla2g1b* in resistant mice. Anti-IL-4 antibody treatment prior to and during drug-treatment did not prevent *Pla2g1b* upregulation in resistant mice (Figure 3D), suggesting that *Pla2g1b* is not regulated in an IL-4 or type-2 immune dependent manner. To test whether Rag-dependent, adaptive immune cells and common gamma chain (cg)-dependent innate immune cells and signaling were required for *Pla2g1b* expression, we infected and drug-treated WT and *Rag2*^*−*/−^*cg*^*−*/−^ mice. Following drug treatment, WT, but not *Rag2*^*−*/−^*cg*^*−*/−^, mice upregulated *Pla2g1b*, indicating that at this time prior to immune-mediated active expulsion, adaptive and cg-dependent signaling was required for the upregulation of *Pla2g1b in vivo* (Figure 3E).

**Figure 3:**
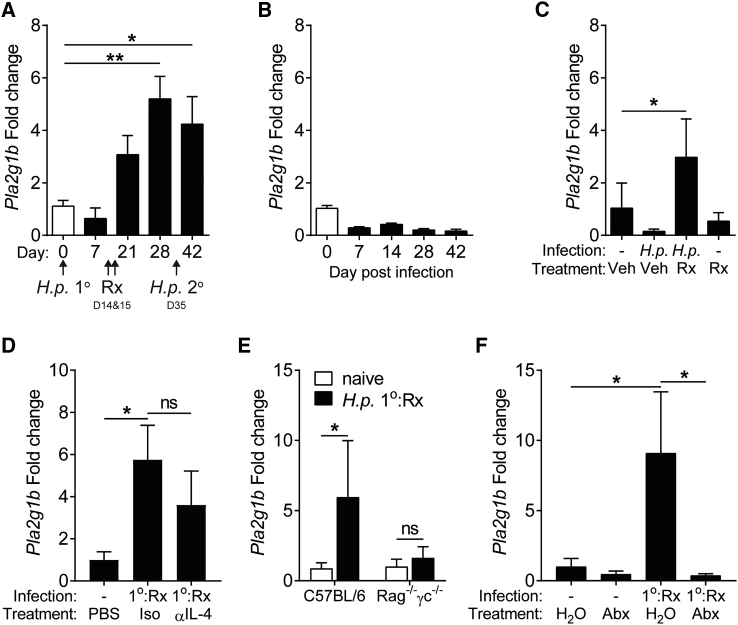
Intestinal *Pla2g1b* Is Regulated by the Microbiota and Rag- and Common Gamma Chain-Dependent Cells in Resistant Mice (A) Kinetics of *Pla2g1b* expression in the small intestine during *H.p.* 2° infection model. (B) Kinetics of *Pla2g1b* expression in the small intestine during *H.p.* 1° infection, n = 6. (C) *Pla2g1b* expression at day 28 (14 days post-Rx) in the small intestine, n = 5. (D) *Pla2g1b* expression at day 28 (14 days post-Rx, 1°-Rx) in the small intestine following anti-IL-4 (αIL-4) or Isotype (Iso) treatment, n = 9–10 (data pooled from two independent experiments). (E) *Pla2g1b* expression at day 28 (14 days post-Rx, 1° Rx) in the small intestine, n = 7–10 (data pooled from two independent experiments). (F) *Pla2g1b* expression at day 28 (14 days post-Rx, 1° Rx) in the small intestine following antibiotic treatment, n = 9–10 (data pooled from two independent experiments). Data are represented as mean ± SEM, n = 3. All data are representative of at least two independent experiments; ^∗^ = p < 0.05, ^∗∗^ = p < 0.01, determined using a one-way ANOVA with Dunnett’s multiple comparison analysis, unpaired t test, or a Mann-Whitney test.

To identify additional type 2 independent mechanisms of *Pla2g1b* upregulation, we tested whether the host microbiota contributed to *Pla2g1b* regulation. Antibiotic-treated mice completely failed to upregulate *Pla2g1b* (Figure 3F), indicating that intestinal microbiota are essential for elevated *Pla2g1b* expression. Intestinal microbiota changes following helminth infection (Giacomin et al., 2016, Rausch et al., 2013, Reynolds et al., 2014, Zaiss et al., 2015) have previously been reported. However, whether a microbiota-driven *Pla2g1b* axis has evolved to restore intestinal homeostasis and protect from small-intestine dwelling helminths is unclear.

*In situ* hybridization localized *Pla2g1b* expression to the epithelial layer following *H.p.* 2° infection (Figures 4A and S4A) rather than in the granuloma where larvae embed (Figure S4B). We confirmed that *Pla2g1b* was elevated in FACS-purified CD45^–^EpCam^+^ epithelial cells rather than CD45^+^EpCam^–^ cells isolated from drug-cured mice compared to naive (Figure 4B). With the recent identification of tuft cells as important in anti-helminth immunity (Gerbe et al., 2016, Howitt et al., 2016, von Moltke et al., 2016), we analyzed the expression of tuft-cell-specific markers in our RNA sequencing data from the *H.p.* challenge infection model (Figure 1A). 

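Tuft cells, chemosensory cells of the epithelium that respond to helminths, were followed through 21 marker genes fixed as a list, of which 17 are in the tables. Of these, 12 of 17 tested were higher in *H.p.* 2° (D42) than in naive mice (12 adjusted over the list alone; limma camera adjusted p = 7.38e-12, and adjusted p = 0.0354 with an estimated correlation), at a median log2 fold change of 1.88. None of 16 was called in *H.p.* 1° mice by limma, edgeR or DESeq2 (3 had an unadjusted p under 0.05), at a median of -0.15. Besides the genes the paper names, *Avil*, an actin-binding protein, rose by 1.93 (standard error 0.122, limma adjusted p = 1.23e-09) on the log2 scale in *H.p.* 2° (D42) mice.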

We identified significant upregulation of the tuft cell markers *Dclk*, *Trpm5*, *Siglec5* and *Pou2f3* in resistant *H.p.* 2° infected, but not in *H.p.* 1° infected mice (Figure S4C). 

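Each of the 4 markers rose in the second infection, and the 3 that could be tested in the first were not called there. *Dclk1*, a kinase, had a signal of 9.71 ± 1.67 in naive mice (SD, n = 8), 10.3 ± 3.06 in *H.p.* 1° mice and 39.6 ± 5.32 in *H.p.* 2° (D42) mice, with log2 fold changes against naive mice of 0.06 (standard error 0.153, limma adjusted p = 0.844) and 1.98 (standard error 0.110, limma adjusted p = 1.84e-10). *Trpm5*, an ion channel of taste signalling, was at 6.10 ± 3.42, 4.54 ± 2.11 and 18.0 ± 3.18 (log2 fold changes of -0.36, standard error 0.273, limma adjusted p = 0.375, and of 1.60, standard error 0.215, limma adjusted p = 1.47e-05). *Siglec5*, a lectin that eosinophils also carry, was at 2.25 ± 0.848, 1.39 ± 0.849 and 17.4 ± 3.59 (log2 fold changes of -0.61, standard error 0.282, limma adjusted p = 0.131, and of 2.74, standard error 0.190, limma adjusted p = 4.76e-09). *Pou2f3*, the transcription factor of tuft cells, was at 0.877 ± 0.628, 0.685 ± 0.506 and 2.74 ± 0.863, with 1.33 (standard error 0.290, limma adjusted p = 0.00120) in *H.p.* 2° (D42) mice, and had too low a signal to be tested in *H.p.* 1° mice. Against naive mice *Pou2f3* missed 2-fold with a pseudocount of 2 (0.73, limma adjusted p = 6.35e-04) and after quantile normalization (0.88, limma adjusted p = 0.0102). Directly between *H.p.* 2° (D42) and *H.p.* 1° mice the log2 fold change was 1.92 (standard error 0.139, limma adjusted p = 9.26e-09) for *Dclk1* and 1.5 (standard error 0.254, limma adjusted p = 7.77e-05) for *Pou2f3*, which missed 2-fold there under the same settings (0.82 and 0.99).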

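Tuft cell markers were higher in *H.p.* 2° (D42) mice, and with group means removed no relation of *Pla2g1b* RNA to their mean passed. Removing group means takes out the differences between groups, and both were highest in *H.p.* 2° (D42) mice. The paper's statement concerns groups, drug-cured mice without challenge included, so these correlations do not test it. Within groups the tuft mean varied little, which limits what r can show. The mean of the tuft list on the log2 scale was 1.99 ± 0.16 in naive mice (SD, n = 8), 1.89 ± 0.21 in *H.p.* 1° mice and 3.64 ± 0.17 in *H.p.* 2° (D42) mice. With group means removed, Pearson's r between this mean and *Pla2g1b* was 0.003 over the 24 mice (permutation p = 0.991, adjusted p = 0.991 over 28 relations) and Spearman's rho was 0.111 (permutation p = 0.631, adjusted p = 0.842), with r at -0.048 without the 2 mice farthest from the median. Within the groups r was 0.014 in naive mice, 0.297 in *H.p.* 1° mice and -0.435 in *H.p.* 2° (D42) mice (exact permutation p of 0.97, 0.492 and 0.34). Without the 2 mice farthest from the median these were 0.33, 0.704 and -0.512, on 6 mice each and not tested. For *Dclk1* alone r was 0.274 over the 24 mice (permutation p = 0.237) and for *Trpm5* 0.159 (permutation p = 0.497). For *Siglec5* it was -0.188 (permutation p = 0.42), and for *Pou2f3* it was 0.231 (permutation p = 0.31). Within *H.p.* 1° mice r of *Pou2f3* with *Pla2g1b* was 0.769 (exact permutation p = 0.0174, adjusted p = 0.0609). Drug-cured mice without challenge are not analysed here.

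**Figure D4:**
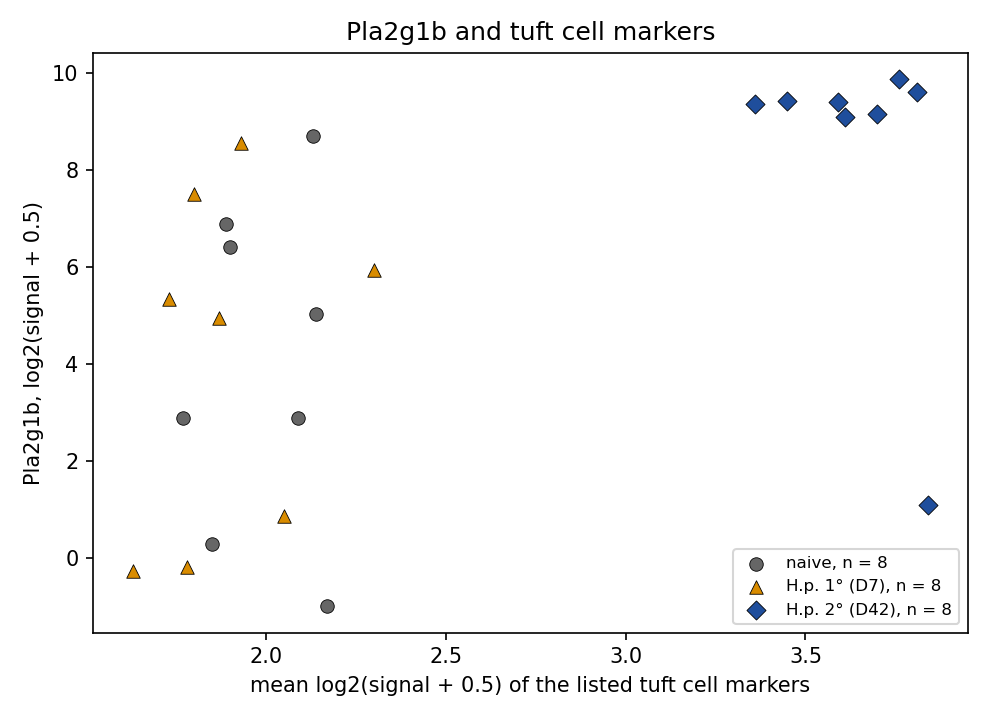
Signal of *Pla2g1b* as log2(signal + 0.5) (y axis) against the mean of the tuft cell markers on the same scale (x axis), with 1 point per mouse and a symbol for each group of 8. The *H.p.* 2° (D42) mice lie to the right of the naive and *H.p.* 1° mice, where the values of *Pla2g1b* spread widely, and 7 of the 8 *H.p.* 2° (D42) mice lie above them.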

Importantly, expression of tuft cell markers, which peaked transiently following infection, did not correlate with *Pla2g1b* expression, which was upregulated following drug cure of 1° infection and maintained with or without 2° challenge infection. These data suggest that *Pla2g1b* expression was not restricted to tuft cells, or at least tuft-cell-associated gene expression. In addition, although *Pla2g1b* is abundantly expressed in the pancreas (Eerola et al., 2006), it was not differentially expressed in the pancreas following infection, drug treatment, or reinfection (Figure S4D). Both our findings (Figures 2 and S3) and previous data (Hollie and Hui, 2011, Labonté et al., 2010) suggest that PLA_2_g1B does not contribute to altered dietary phospholipid digestion at steady state or during *H.p.* infection. To determine how *Pla2g1b* was regulated in epithelial cells, we generated *ex vivo* organoid cultures (Sato et al., 2009) and found that IL-4R signaling decreased *Pla2g1b* expression but increased the expulsion-related genes Relmβ (*Retnlb*) and *Gob5* (Hashimoto et al., 2009, Herbert et al., 2009; Figure 4C). These data again uncouple *Pla2g1b* expression from type 2 immune pathways that drive expulsion mechanisms (Anthony et al., 2006, Herbert et al., 2009, Urban et al., 1991b) and suggest that type 2 immunity may negatively regulate *Pla2g1b* expression to protect host tissues from the potent effects of phospholipase enzymes (Murakami et al., 2011).

**Figure 4:**
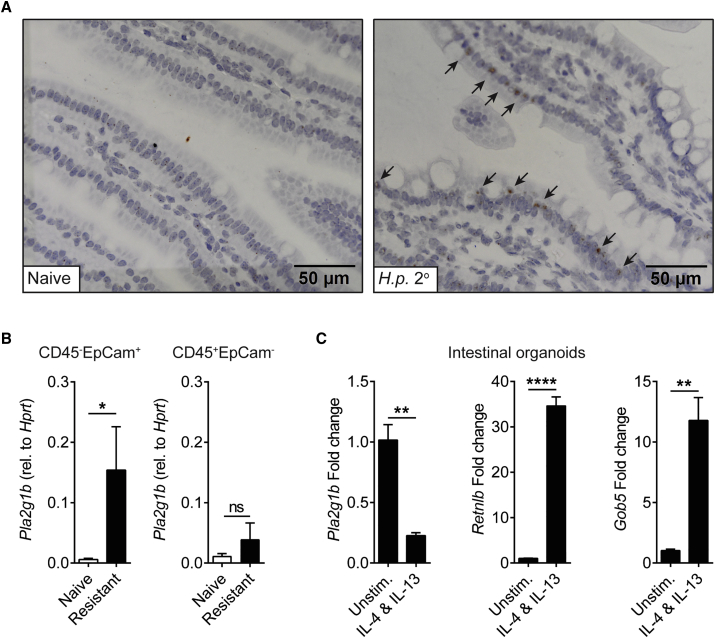
Epithelial-Cell-Derived *Pla2g1b* Is Negatively Regulated by IL-4Rα-Signaling (A) *Pla2g1b* detection by RNAScope ISH in the small intestine 7 days after 2° *H.p.* infection. (B) *Pla2g1b* expression in fluorescence-activated, cell sorted (FACS) CD45^–^EpCam^+^ and CD45^+^EpCam^−^ cells from the intestinal epithelium from naive and resistant (day 28) mice, n = 6. (C) *Pla2g1b, Retnlb*, and *Gob5* expression in intestinal organoid cultures following stimulation with rIL-4 and rIL-13. Data are represented as mean ± SEM, n = 3. All data are representative of at least two independent experiments. ^∗^ = p < 0.05, ^∗∗^ = p < 0.01, ^∗∗∗∗^ = p < 0.0001 determined using an unpaired t test or a Mann-Whitney test. See also Figure S5.

Other sPLA_2_ family members can degrade bacterial membranes and protect from fungal infections (Balestrieri et al., 2009, Degousee et al., 2002, Koduri et al., 2002, Weinrauch et al., 1998). We therefore asked whether PLA_2_g1B had a direct effect on *H.p.* by treating sheathed or exsheathed L3 *H.p.* larvae (to recapitulate the status of the larvae in the small intestine after passing through the stomach) (Sommerville and Bailey, 1973) and adult *H.p.* worms with recombinant PLA_2_g1B. No effect was identified on the fitness of treated L3 larvae, isolated L4 larvae, or adult worms, as determined by ATP concentration (Figures 5A, S5A, and S5B). To test the infectivity and viability of PLA_2_g1B-treated L3 larvae, we infected mice with PLA_2_g1B-treated L3 larvae and found that PLA_2_g1B-treated L3 larvae could embed into the intestinal wall (Figure 5B) However, significantly fewer treated larvae developed into adulthood (Figure 5C), impacting egg recovery in the feces, although failing to reach statistical significance (Figure S5C). PLA_2_g1B-mediated effects on L3 larvae were dependent on the catalytic activity of PLA_2_g1B as the PLA_2_ irreversible inhibitor manoalide completely abrogated the protective effect of PLA_2_g1B treatment *in vitro* (Figure S5D).

**Figure 5:**
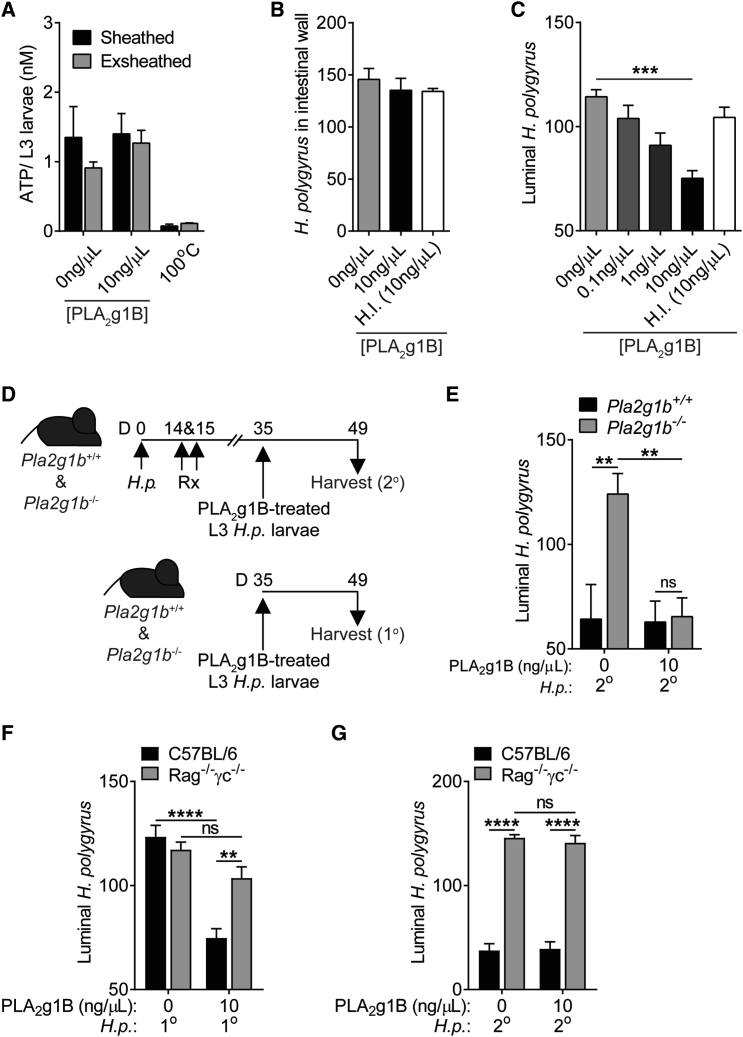
PLA_2_g1B Has Direct Anthelmintic Properties (A) ATP concentration of *H.p.* L3 larvae after 24 hr treatment with PLA_2_g1B, n = 3. (B) Number of *H.p.* larvae imbedded in the small intestinal wall 5 days after infection following 24 hr treatment with PLA_2_g1B, n = 5. (C) Luminal *H.p.* worms in the small intestine 14 days after 1° infection following 24 hr treatment with PLA_2_g1B, n = 10 (data pooled from two independent experiments). (D) *Pla2g1b*^*−*/−^ or WT mice were orally infected with 200 L3 *H.p.* larvae on day 0 and were drug treated (Rx) on days 14 and 15. Mice were then reinfected with PLA_2_g1B-treated L3 *H.p.* larvae on day 35 and harvested 14 days after infection (2°). Another cohort of *Pla2g1b*^*−*/−^ or WT mice were orally infected with 200 L3 *H.p.* larvae on day 35 and harvested 14 days after infection (1°). (E) Luminal *H.p.* worms in the small intestine 14 days after 1° or 2° infection following 24 hr treatment with PLA_2_g1B. (F) Luminal *H.p.* worms in the small intestine 14 days after 1° infection following 24 hr treatment with PLA_2_g1B. (G) Luminal *H.p.* worms in the small intestine 14 days after 2° infection following 24 hr treatment with PLA_2_g1B. Data are represented as mean ± SEM, n = 4–5. All data re representative of at least two independent experiments. ^∗^ = p < 0.05, ^∗∗∗^ = p < 0.001, ^∗∗∗∗^ = p < 0.0001 determined using a two-way ANOVA with Sidak’s multiple comparison analysis, one-way ANOVA with Dunnett’s multiple comparison analysis, or an unpaired two-tailed t test. See also Figure S6.

The protective effect of PLA_2_g1B-treated L3 larvae during a 1° infection did not recapitulate the full killing, expulsion, and clearance of worms observed during 2° *H.p.* infection (Figure 2). We therefore hypothesized that, for clearance of *H.p.*, a combined PLA_2_g1B-mediated impact on larvae in concert with immune-mediated physiological responses would be required. To test this, we infected and drug cured WT and *Pla2g1b*^*−*/−^ mice to elicit robust type 2 immune responses (Figure 2) and challenged mice with vehicle- or PLA_2_g1B-treated L3 larvae (model, Figure 5D). WT mice cleared the majority of either vehicle or PLA_2_g1B-treated *H.p.* larvae. *Pla2g1b*^*−*/−^ mice failed to clear vehicle-treated L3 larvae, as expected (Figure 2). However, *H.p.* killing, expulsion, and clearance were completely rescued in *Pla2g1b*^*−*/−^ mice when L3 larvae were directly treated with PLA_2_g1B (Figure 5E), suggesting that killing and expulsion of *H.p.* requires both PLA_2_g1B-mediated effects on L3 larvae and immune-mediated expulsion mechanisms.

The requirement for a combined functional immune compartment alongside direct PLA_2_g1B-mediated action was confirmed by infecting *Rag*^*−*/−^*cg*^*−*/−^ mice with PLA_2_g1B-treated larvae. Upon 1° infection, *Rag*^*−*/−^*cg*^*−*/−^ mice fail to expel PLA_2_g1B-treated larvae, unlike WT mice (Figure 5F) These data highlight the clear requirement of a competent immune compartment for parasite expulsion. This observation was reinforced when *Rag*^*−*/−^*cg*^*−*/−^ mice that were infected, drug cured, and challenged with PLA_2_g1B-treated L3 larvae failed to expel *H.p.*, unlike WT mice (Figure 5G). It is important to note that, under these 2° challenge conditions in *Rag*^*−*/−^*cg*^*−*/−^ mice, we cannot distinguish the requirement of *Rag*^*−*/−^*cg*^*−*/−^-driven *Pla2g1b* expression (required for parasite killing) from *Rag*^*−*/−^*cg*^*−*/−^-dependent immune responses (required for expulsion).

Nevertheless, these data demonstrate that PLA_2_g1B has direct anthelminthic properties distinct from type 2 immune responses and that PLA_2_g1B is essential for intestinal helminth clearance during 2° *H.p.* infection. Furthermore, these data add to other discovered anti-microbial properties of sPLA_2_ enzymes (Balestrieri et al., 2009, Degousee et al., 2002, Koduri et al., 2002, Maizels and Hewitson, 2016, Weinrauch et al., 1998) and to the site-specific arsenal of anti-microbial responses in the small intestine (Gallo and Hooper, 2012).

Finally, to identify the direct effects of PLA_2_g1B on *H.p.* L3 larvae, we treated larvae for 24 hr with PLA_2_g1B or control buffer and subjected the treated larvae to scanning electron microscopy (SEM) and lipid composition analysis using liquid chromatography-mass spectrometry (LC-MS). Although SEM did not reveal any structural changes or alterations in membrane integrity (Figure S5E), LC-MS analysis identified a significantly lower phospholipid abundance in the PLA_2_g1B-treated larvae when compared to untreated controls (Figure S6A). Of the 1,165 apolar features detected, only 112 were significantly different following PLA_2_g1B treatment; 6 were identified as phosphatidylethanolamines (PEs) (by comparing their precursor ion and MS/MS fragments with the LipidBlast library) (Figures 6A and S6A–S6E), with each being of lower abundance in the treated larvae. We also identified a similar trend in a number of putatively identified PEs (as determined by comparison of peak retention time with other identified PEs, together with intercluster mass shifts of 28 Da (CH_2_CH_2_) and intracluster mass shifts of 2 Da, indicative of differences in double-bond number, i.e., saturation) (Figure 6B). The remaining, significantly different apolar features were seen to be both increased and decreased following PLA_2_g1B treatment; however, these features were unable to be identified (examples shown in Figure S6F). PEs are highly abundant phospholipids found in membranes of bacteria, yeast, and mammals and are required for an array of cellular functions including membrane fusion, cytokinesis, cell division, membrane curvature, and as a substrate for subsequent products (Wellner et al., 2013). The relative reduction in PEs in PLA_2_g1B-treated *H.p.* L3 larvae provides one explanation for many putative downstream impacts on larval integrity, health, and infectivity. For example, studies in yeast and *Caenorhabditis elegans* identified that low levels of PE can cause ER stress and disrupt vesicle trafficking (Wang et al., 2014). Whether similar effects are observed in PLA_2_g1B-treated *H.p.* are currently unclear. Another possible explanation is that reducing larval phospholipids may allow for greater immune cell recognition and larval trapping in the tissue (Anthony et al., 2006, Esser-von Bieren et al., 2015), although this has not been tested here.

**Figure 6:**
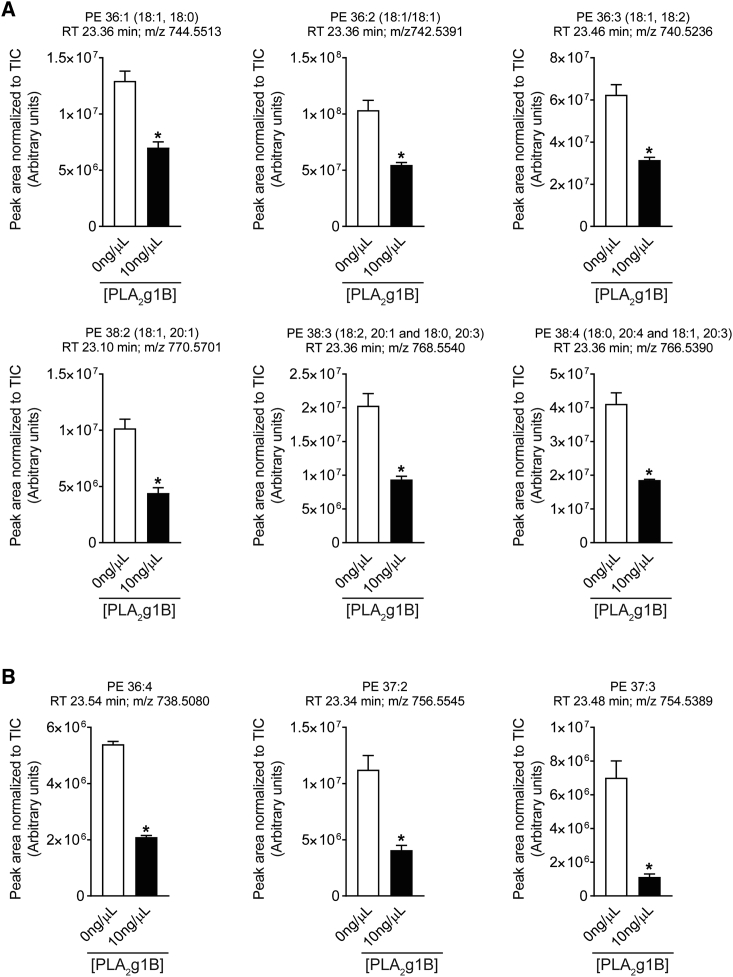
Pla2g1b-Treatment Related Changes in Lipid Abundance Relative abundances of phosphatidylethanolamine (PE) and other lipids extracted from PLA_2_g1B-treated (10 ng/μL) and control-treated (0 ng/μL) larvae. (A) Identified PEs. Features were regarded as “identified” by comparison of their precursor ion and MS/MS fragments with the LipidBlast library, as outlined in Figure S1. The arrangement of fatty acid moieties on the glycerol backbone (i.e., whether in the *sn-*1 or *sn-*2 position) and the position of double bonds could not be inferred. PE 38:3 and PE 38:4 were detected as a mixture of different fatty acid moieties. (B) Putatively identified (annotated) PEs. The features could be “annotated” as PEs by comparison of peak retention time and inter-cluster mass shifts of 28 Da (CH_2_CH_2_) and intra-cluster mass shifts of 2 Da (indicative of difference in double bond number [fatty acid saturation]) with other, identified PEs. MS/MS could not be performed due to low abundance. Data are shown as normalized intensities expressed in arbitrary units. Data are represented as mean ± SEM, n = 3. ^∗^ = p < 0.05. TIC: Total ion current. See also Figure S7.

Taken together, our data uncouple type 2 immune-mediated anti-helminth expulsion mechanisms from the production of host enzymes that mediate direct anti-helminth activity, which are regulated by the microbiota and require competent innate and adaptive immunity. Specifically, we highlight a previously overlooked role for epithelial-cell-derived PLA_2_g1B as an essential endogenous anthelmintic that has direct effects on invading larvae, possibly by reducing phospholipid levels. Identifying mechanisms that regulate site-specific expression of *Pla2g1b* and the functional role of phospholipids in helminths may provide avenues toward greater protection from helminth infection.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

In Vivo*Mab* anti-mouse IL-4 (Clone 11B11)	BioXCell	Cat# BE0045; RRID: AB_1107707
In Vivo*Mab* Rat IgG1 (Clone HPRN)	BioXCell	Cat# BE0088; RRID: AB_1107775

**Chemicals, Peptides, and Recombinant Proteins**		

Recombinant mouse PLA2g1B protein	Elabscience	Cat# PKSM040953
Gentamicin Sulfate	Sigma	Cat# G3632
Metronidazole	Sigma	Cat# M3761
Cefloxin Sodium Salt	Santa Cruz Biotechnology	Cat# sc-217858
Vancomycin Hydrochloride	Sigma	Cat# SBR00001
Manoalide	Santa Cruz Biotechnology	Cat# sc-200733

**Critical Commercial Assays**		

Encore® Complete RNA-Seq Library Systems kit	NuGEN	Cat#0311, 0312, 0333, 0334.
EnzChek^®^ Phospholipase A_2_ Assay Kit	Invitrogen	Cat#E10217
CellTiter-Glo^®^ Luminescent Cell Viability ATP Assay	Promega	Cat#G7571

**Deposited Data**		

Raw and analyzed RNaseq data	This paper	GEO: GSE102789 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102789
Metabolomics data	This paper	EMBL-EBI MetaboLights: MTBLS523 and PubMed PMID: 23109552 http://www.ebi.ac.uk/metabolights/MTBLS523

**Experimental Models: Organisms/Strains**		

Mouse: *Pla2g1b*^*−*/−^ (C57BL/6 background)	David Hui, Richmond et al., 2001	N/A
Mouse: *Pla2g1b*^*−*/−^*Il4*^gfp^ (C57BL/6 background)	This Paper	N/A
Mouse: C57BL/6	The Francis Crick Institute	N/A
Mouse: *Rag*^–/–^*cg*^*–/–*^(C57BL/6 background)	The Francis Crick Institute	N/A
Mouse: *Rag2*^–/–^ (C57BL/6 background)	The Francis Crick Institute	N/A
*Heligmosomoides polygyrus bakeri*	The Francis Crick Institute	N/A
*Nippostrongylus brasiliensis*	London School of Hygiene and Tropical Medicine	N/A
*Trichuris muris*	The Francis Crick Institute	N/A

**Oligonucleotides**		

*Hprt* Primers, see Table S4.	This paper	N/A
*Pla2g1b* Primers, see Table S4.	This paper	N/A
*Arg1* Primers, see Table S4.	This paper	N/A
*Retnla* Primers, see Table S4.	This paper	N/A
*Chi3l3* Primers, see Table S4.	This paper	N/A
*Retnlb* Primers, see Table S4.	This paper	N/A
*Gob5* Primers, see Table S4.	This paper	N/A

**Software and Algorithms**		

FastQC	Babraham Bioinformatics	www.bioinformatics.babraham.ac.uk/projects/fastqc
Trimmomatic	N/A	http://www.usadellab.org/cms/index.php?page=trimmomatic
Tophat2	N/A	http://ccb.jhu.edu/software/tophat
Ingenuity Pathway Analysis^®^ (IPA^®^)	QIAGEN	N/A
Xcalibur 3.0.63	Thermo Fisher-Scientific	N/A
Progenesis	Nonlinear Dynamics	N/A
CEU Mass Mediator	CEMBIO, Universidad San Pablo	http://ceumass.eps.uspceu.es/mediator/

**Other**		

mm10 (Ensembl version 75)	Ensembl	N/A

### Contact for Reagent and Resource Sharing

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Mark Wilson ().

### Experimental Model and Subject Details

#### Animal Strains

All mice used in this study were maintained under specific pathogen-free conditions at the Mill Hill Laboratory, The Francis Crick Institute (London, UK). C57BL/6, *Pla2g1b*^*−*/−^ (Richmond et al., 2001), 4get (Mohrs et al., 2001), *Rag*^–/–^*cg*^*–/–*^ and *Rag2*^–/–^ mice were bred and maintained at The Francis Crick Institute. *Pla2g1b*^*−*/−^*Il4*^gfp^ mice were generated by crossing *Pla2g1b*^*−*/−^ and 4get mice at The Francis Crick Institute. All mice used were male and between 6-12 weeks old at the start of the experiment and were not involved in any previous procedures. Animal experiments were performed according to institutional guidelines and following UK Home Office regulations (project license 70/8809) and were approved by The Francis Crick Institute Ethical Review Panel.

#### Organoid Culture

Mouse organoids were established and maintained at 37°C as three-dimensional spheroid culture in Matrigel (R&D system) from isolated crypts collected from the duodenum of male C57BL/6 mice. The basic culture medium (ENR) contained advanced DMEM/F12 supplemented with penicillin/streptomycin, 10 mM HEPES, 2mM Glutamax, B27 (all from Life Technologies) and 1cmM N-acetylcysteine (Sigma) supplemented with murine recombinant EGF (life technologies), R-spondin1-CM (Trevigen) (10% final volume) and Noggin-CM (kindly provided by Dr. Hans Clevers, Hubrecht Institute, Utrecht, the Netherlands) (20% v/v). Wnt3a-CM was used at 50% (v/v) for 7 days at the beginning of the culture, then withdrawn. Organoids were stimulated with 20 ng/mL IL-4 (R&D) and 20ng/mL IL-13 (R&D) for 48 hr. RNA was extracted and qRT-PCR performed as described below.

#### Bone Marrow-derived Macrophage (BMDM) Culture and Stimulation

Bone marrow was isolated from the femur and tibia of mice and the red blood cells were lysed with ACK lysis buffer (GIBCO). The remaining cells were then cultured in DMEM (GIBCO) (with 20% L929 cell media (in-house preparation), 10% FCS (Invitrogen), 1% L-Glutamine (GIBCO), 100 U/mL Penicillin and 100 μg/mL Streptomycin (GIBCO), 10 mM HEPES (Lonza) and 0.05mM 2-mercaptoethanol (GIBCO)) in 10mls at a density of 5x10^5^ cells/ml at 37°C. After 7 days of culture non-adhesive cells were removed before removing adherent BMDMs using 2.5mM edta (Invitrogen) in PBS (GIBCO) with 5% FCS (Invitrogen). Adherent BMDMS were washed and resuspended in DMEM (with 1% FCS (Invitrogen), 1% L-Glutamine (GIBCO), 100 U/mL Penicillin and 100 μg/mL Streptomycin (GIBCO), 10 μM HEPES (Lonza) and 0.05mM 2-mercaptoethanol (GIBCO)). Adherent BMDMs were then plated at a density of 2x10^6^ cells/ml for 24 hr. The adherent BMDMs were then stimulated for 24 hr with either 20ng/ml IL-4 (R&D) and 20ng/ml IL-13 (R&D) before RNA extraction.

### Method Details

#### Parasite Infections and PLA_2_g1B Treatment

##### Heligmosomoides polygyrus bakeri

Mice were infected with 200 L3 infective *H. polygyrus* larvae *(p.o.*) on day 0 (1° infection). Mice were drug cured (Rx) with the anthelminthic drug Pyrantel Embonate (2.5 mg/dose, Pfizer) *(p.o.*) on days 14 and 15. Mice were secondary (2°) challenge infected on day 35 or day 56 with 200 L3 infective *H. polygyrus* larvae *(p.o.*). *H. polygyrus* worms were counted in the wall of the intestine at day 5 post infection and luminal worms were counted 14 days-post 1° or 2° infection.

##### Nippostrongylus brasiliensis

Mice were infected with 350 L3 infective *N. brasiliensis larvae* (*s.c.*) on day 0. Luminal *N. brasiliensis* worms were counted on day 8.

##### Trichuris muris

Mice were infected with 200 embryonated *T. muris* eggs (*p.o.*) on day 0. Luminal *T. muris* worms were counted on day 35. For PLA_2_g1B treatment, infective L3 *H. polygyrus* larvae were exsheathed as previously described (Sommerville and Bailey, 1973). Briefly, 0.85% w/v NaCl (in distilled water) was bubbled with 40% CO_2_ in Nitrogen for 5 min, the tube was then sealed and incubated in a 37°C waterbath for a further 5 min. The pH was adjusted to pH2 using HCl and 5 mL was added to 30000-50000 L3 larvae before bubbling with 40% CO_2_ in Nitrogen for 30 s. The tube was then sealed and incubated in a 37°C waterbath for a further 30 min. Exsheathed L3 larvae were washed and counted before treatment with PLA_2_g1B. 8000 exsheathed L3 *H. polygyrus* larvae were treated with recombinant mouse PLA_2_g1B (Elabscience), recombinant mouse PLA_2_g1B plus manoalide (200 ng/μL final concentration, Santa Cruz Biotechnology) or heat inactivated recombinant mouse PLA_2_g1B in 1mL EnzChek^®^ PLA_2_ reaction buffer (Invitrogen) at room temperature for 24 hr. Recombinant mouse PLA_2_g1B was heat inactivated by heating at 100°C for 4 hr. Following treatment, larvae were washed with MilliQ water prior to use in ATP assay (detailed below) or infection. Adult L5 *H. polygyrus* worms were isolated from C57BL/6 following primary infection between days 14 and 28 using a modified Baermann apparatus. Adult L5 *H. polygyrus* worms were treated with recombinant mouse PLA_2_g1B (Creative Biomart) or heat inactivated recombinant mouse PLA_2_g1B in EnzChek^®^ PLA_2_ reaction buffer (Invitrogen) at room temperature for 24 hr.

#### ATP Assay

The ATP of infective L3 *H. polygyrus* larvae, L4 *H. polygyrus* larvae (removed from intestinal wall at day 7 post infection) and adult L5 *H. polygyrus* worms was measured using the CellTiter-Glo^®^ Luminescent Cell Viability Assay (Promega). Briefly, *H. polygyrus* adult worms, two L4 larvae or 100 L3 larvae were homogenized using a motorised pestle in 110 μL of PBS and 110 μL of CellTiter-Glo^®^ Reagent. The homogenate was incubated for 10 min at room temperature before centrifugation at 1000 g for 3 min. 200 μL of the supernatant was transferred to a 96 well opaque-walled plate and incubated for 10 min at room temperature before recording luminescence. An ATP standard curve was generated by using recombinant ATP (Promega) as detailed in the CellTiter-Glo^®^ Luminescent Cell Viability Assay instructions.

#### Antibiotic Treatment

The antibiotics Gentamicin sulfate salt (1 mg/mL, Sigma), Metronidazole (1 mg/mL, Sigma), Cefloxin sodium salt (1 mg/mL, Santa Cruz Biotechnology), Vancomycin hydrochloride (1 mg/mL, Sigma) were administered in the drinking water. Treatment was started 7 days prior to 1° *H. polygyrus* infection and maintained throughout the duration of the experiment.

#### Antibody Treatment

Anti-IL-4 antibody (0.5 mg/dose, BioXcell) was administered *i.p.* on days 13, 15, 17, 19 and 21 after 1° *H.* polygyrus infection. Mice were drug cured (Rx) with the anthelminthic drug Pyrantel Embonate (2.5 mg/dose, Pfizer) *(p.o.*) on days 14 and 15.

#### Histology, In Situ Hybridization

Small intestinal tissue was removed and fixed in 4% formaldehyde for 24 hr then washed in 70% ethanol. The tissues were embedded in paraffin, and sectioned. Sections were stained with hematoxylin and eosin stain or Alcian blue/ periodic acid-Schiff stain. *Pla2g1b* Staining: *Pla2g1b* RNAscope^®^ probes were designed by Advanced Cell Diagnostics and in situ hybridization was performed with RNAscope^®^ 2.5 Reagent Kit Brown (Advanced Cell Diagnostics), following the manufacturer’s instructions. The final *Pla2g1b* signal was detected chromogenically using DAB and the sections were counterstained with Haematoxylin Stained. Stained slides were scanned with a VS120-SL slide scanner (Olympus, Tokyo, Japan) and images were captured with the OlyVIA image viewer (Olympus).

#### RNA Sequencing and Analysis

RNA was extracted using the QIAGEN® miRNeasy Mini Kit, following the manufacturer’s instructions. RNA integrity was confirmed using Agilent’s 2100 Bioanalyser. Total RNA libraries were created using the Encore® Complete RNA-Seq Library Systems kit (NuGEN), following manufacturer’s instructions. Total RNA libraries were sequenced using the Illumina® HiSeq 2500. The raw Illumina reads were analyzed as follows. First, the data quality was analyzed using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc). Then the low quality bases were trimmed using Trimmomatic. The read pairs which passed the trimming quality filters were then aligned to mm10 (Ensembl version 75) using Tophat2. Counts were determined using htseq_count. 

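The test of the deposited values was repeated on the reads recovered from them with edgeR's quasi-likelihood test. It called 246 genes in *H.p.* 1° mice and 848 in *H.p.* 2° (D42) mice against naive mice, and 950 between the infected groups. This fit was added after the values were seen to hold whole reads. The effective library sizes stood in for the library sizes, since the total reads of each library are not in the tables.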

Normalization and statistical analysis was performed using edgeR. Differential gene analysis was calculated from naive control group. Statistically significant genes with FDR < 0.05 are reported. Ingenuity Pathway Analysis^®^ (IPA^®^): RNA sequencing datasets were uploaded to IPA® where fold change filters and pathway analysis algorithms were applied. 

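In place of pathway scores, 35 gene lists of cell types and pathways, fixed before the values were examined, were tested with camera of limma at a preset correlation of 0.01. With at least 3 tested members, 29 lists could be tested in *H.p.* 1° and 32 in *H.p.* 2° (D42) mice against naive mice. Lists of liver, lymphoid follicle and red blood cell genes had too few. Over these comparisons 21 calls were made, and 2 remained with an estimated correlation, tuft cell markers and type 2 genes in *H.p.* 2° (D42) mice. The software's knowledge base is not in the files, and its activation scores were not computed.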

Ratio of ratios plots were generated from the ratio of expression of genes from *H.p.* 2° to *H.p.* 1° (relative to naive, 2-fold filter, p < 0.05) (y axis) against the fold-change of each gene in both compared to naive (2-fold filter, p < 0.05) (x axis).

#### Quantitative Real-time Polymerase Chain Reaction

RNA was extracted and purified from tissue or cells as described above. Reverse transcription was performed with 0.1-1 μg RNA using QIAGEN® Quantitect RT Kit following manufacturer’s instructions to create cDNA. Generated cDNA was used for quantitative real-time PCR analysis using Power SYBR® Green PCR Master Mix (Applied Biosystems) and quantified on the 7900HT (Applied Biosystems). Where appropriate, relative gene expression was determined via normalization to the housekeeping gene *Hprt* and the relevant control group (see Figure legends and Table S4).

#### PLA_2_ Activity Assay

PLA_2_ activity was determined using EnzChek^®^ Phospholipase A_2_ Assay Kit (Invitrogen), following manufactures instructions. Briefly, approximately 1cm of duodenal tissue was removed and homogenized in 300 μL of cOmplete protease inhibitor (Roche) before centrifugation. 25 μL of the supernatant was transferred to a 96 XXX well plate with 25 μL of the substrate-liposome mix then incubated at room temperature in the dark for 10 min. Fluorescence emission was measured at 515nm and reported after blank reduction.

#### Cell Isolation

The spleen, mLNs and thymus were made into single-cell suspensions by gently mashing through a 40 micron filter (Thermo-Scientific, Loughborough, UK), and the red blood cells were lysed from the spleen single cell suspension with ACK lysis buffer (GIBCO). Single cell suspensions were used for *ex* vivo restimulations and flow cytometry analysis. For the isolation of small intestinal epithelial cells: adipose tissue was removed from the small intestine dissected longitudinally to remove faecal contents, and cut into 2cm segments. The epithelial layer was then dissociated by in incubating the intestine segments in PBS containing 10% FBS, 15cmm HEPES, 5cmm EDTA (Life Technologies, Paisley, UK), and 1cmm dithiothreitol (Sigma, Gillingham, UK) for 30cminutes at 37c°C. The remaining intestinal tissue was removed using a wide mesh sieve and epithelial layer was retained. Cells were layered onto 20% isotonic Percoll (GE Healthcare, Little Chalfont, UK) to remove debris. Cells were then resuspended in cIMDM (complete Iscove’s Modified Dulbecco’s Medium (cIMDM) containing 1% fetal bovine serum (FBS), 1mM EDTA, 100U/ml Penicillin (GIBCO) and 100 μg/ml Streptomycin (GIBCO), 8mM L-glutamine (GIBCO) and 0.05mM 2-mercaptoethanol (GIBCO)) and prepared for cell sorting.

#### Flow Cytometry and Cell Sorting

Cell sorting was performed using a MoFlo XDP cell sorter (Beckman Coulter). Cell suspensions were stained for 25 min with antibodies in PBS with 1% FCS. To prepare for sorting, stained cells were diluted in phenol-red free IMDM (GIBCO) (with 1% FCS, 2mM EDTA (Invitrogen), 100 U/mL Penicillin and 100 μg/mL Streptomycin (GIBCO), 8 mM L-glutamine (GIBCO), and 0.05 mM 2-mercaptoethanol (GIBCO)). For flow cytometry analysis, cells were analyzed using a BD LSRFortessa X-20 (BD Biosciences) or BD LSRII (BD Biosciences) and data were analyzed using FlowJo software (Version 10, Treestar Inc). Cells were sometimes fixed in 2%–4% paraformaldehyde for FACS analysis. For cell sorting, viability of the cells was determined using Propidium Iodide (Sigma); for analysis, viability of the cells was determined using the LIVE/DEAD Fixable Blue kit (Life Technologies). Antibodies used include: CD3 (145-2C11; APC, (BioLegend)), CD4 (RM4-5; BV605, efluor450 (eBioscience), APC (BioLegend)), CD8 (53-6.7; PE-Cy7, APC (BioLegend)), CD11c (N418; APC (BioLegend)), CD11b (M1/70; APC (BioLegend)), CD19 (1D3; efluor450 (eBioscience)), CD19 (6D5; APC (BioLegend)), CD25 (PC61; APC-Cy7 (BioLegend), APC (eBioscience)), CD44 (IM7; Percpcy5.5 (eBioscience)), CD45 (30-F11; FITC (Bioscience)), CD49b (DX5; APC (BioLegend)), CD62L (MEL-14; APC (eBioscience)), CD69 (H1.2F3; PE (BioLegend)), EpCam (G8.8; APC (eBioscience), Foxp3 (FJK-16S; PE (eBioscience)), Gr1 (RB68C5; APC (BioLegend)), IFNγ (XMG1.2; PE (BD Bioscience)), IL4 (PE, 11B11, eBioscience)), IL17a (17B7; PE-Cy7 (eBioscience)), KLRG1 (2F1; PerCpefluor710 (eBioscience)), NK1.1 (PK136; APC (BioLegend)), Sca1 (E13-161.7; PB (eBioscience)), TCRγδ (GL3; APC (BioLegend)), TCRαβ (H57-597; APC (eBioscience)), TCRβ (H57-597; Percpcy5.5 (BioLegend)), Ter119 (TER-119; APC (BioLegend)), Thy1.2 (53-2.1; PE-Cy7 (BioLegend)). All staining was performed in the presence of FcR Blocking Reagent (Miltenyi Biotec). Intracellular cytokine staining (ICS) was performed following 6 hr of re-stimulation with 50ng/mL phorbol 12-myristate 13-acetate (PMA, Promega) and 1 μg/mL ionomycin (Sigma) and BD Golgi Stop and BD Golgi Plug (diluted 1:1000, BD Biosciences). Following surface stain, cells were incubated with eBioscience Fixation/Permeabilization buffer for 25 min followed by 25 min in Permeabilization buffer (eBioscience), and incubation with antibodies in Permeabilization buffer for a further 30 min. ILCs were analyzed using the following strategy: Live, lymphocytes, CD45^+^, Lineage^–^ (CD3, CD4, CD8, CD19, CD11c, CD11b, NK1.1, TCRβ, TCRγδ, Gr-1, CD49b, Ter119), Thy1.2^+^, KLRG1^+^, and Sca1^+^.

Tregs were analyzed using the following gating strategy: Live, lymphocytes, CD4^+^, TCRβ^+^, CD25^+^ and Foxp3^+^. Epithelial cells were sorted using the following gating strategy: Live, CD45^–^ and EpCam^+^.

#### Ex Vivo Stimulations

mLNs were harvested and processed as above. Cells were plated at 2x10^5^ cells per 200μl with 10μg/ml of *H. polygyrus* antigen extract (HEX). Supernatant was harvested after 4 days. Cytokines were detected in the supernatant using ELISAs.

#### ELISAs

IFNγ, IL-5 and IL-13 were measured using DuoSet ELISA kits, according to the manufacturer’s instructions (R&D). Cysteinyl leukotrienes and prostaglandin E_2_ were measured in small intestinal homogenate (see above) using ELISA kits, according to manufacturer’s instructions (Enzo), and normalized to total protein content. Total IgE ELISA was performed by coating with Purified Rat Anti-Mouse IgE (R35-72, BD PharMingen) at 2 μg/mL overnight, followed by overnight incubation with serum and standard (Purified Mouse IgE,k isotype Standard, BD PharMingen), and detection with Biotin Rat Anti-Mouse IgE at 1 μg/mL (R35-118, BD PharMingen), Streptavidin HRP at 1:000 (BD PharMingen) and ABTS One Component HRP Microwell Substrate (SurModics). *H*. *polygyrus-*specific IgG1 was detected by coating plates with 5 μg/mL *H*. *polygyrus* antigen overnight, followed by overnight incubation with serially diluted serum and detection with Biotin Rat Anti-Mouse IgG1 (Invitrogen) and streptavidin and ABTS, as above.

#### Scanning Electron Microscopy (SEM)

*H. polygyrus* larvae were dehydrated stepwise in ethanol (2 × 5 min in 70, 90 and 100% ethanol) before transferring to 100% acetone (2 × 5 min). Larvae were critical point dried from 100% Ethanol in a CPD300 critical point drier (Leica Microsystems UK), mounted on a carbon sticky pad on a stub, sputter-coated with 5 nm of platinum, and imaged in a Phenom ProX benchtop scanning electron microscope (Phenom-World) with a secondary electron detector.

#### Serum Chemistry

Whole blood was collected from mice and the serum separated after clotting. The serum was sent to the MRC Harwell Institute (UK) for metabolite analysis. Lysophosphatidylcholine (LPC) was measured using the AZWELL LPC Assay Kit according to the manufacturer’s instructions (Cosmo Bio).

#### Lipid Extraction and Analysis

Lipids were extracted from *H. polygyrus* L3 larvae using a method adapted from a previous publication (Meyer et al., 1966). Following PLA_2_g1B treatment ∼8000 *H. polygyrus* larvae were washed three times with MilliQ water, resuspended in 2 mL methanol and heated in a sealed tube under nitrogen at 55°C for 20 min. After cooling, 4 mL chloroform was added and the sample was agitated with a magnetic stirrer for 3 hr. The organic phase was removed and the residue ground (using a glass homogenizer) and extracted with 2 mL chloroform/methanol (2:1, v/v) for 2 hr.

For LC-MS, lipids were dried under nitrogen and redissolved in 100 μL of methanol/chloroform (1:1 v/v) and diluted 1:2 with solvent A (hexane:isopropanol, 70:30 [v: v], 0.02% [m/v] formic acid, 0.01% [m/v] ammonium hydroxide), centrifuged at 1,500 rpm for 5 min to remove trace non-lipidic materials prior to transfer to a glass autosampler vial (Agilent). 10 μL was injected onto a BETASIL diol column (5 um x 150 mm x 2.1 mm, with BETASIL diol guard column (10 mm x 2.1 mm), held at 20°C) in an Ultimate 3000 HPLC system coupled to a Thermo Exactive Plus Orbitrap MSfor full scan or Q Exactive Orbitrap MS for MS/MS scan. Lipids were eluted at 0.15 ml/min with a binary gradient from 0% to 100% solvent B (isopropanol:methanol, 70:30 [v/v], 0.02% [m/v] formic acid, 0.01% [m/v] ammonium hydroxide): 0–10 min, 0% B; 17–22 min, 50% B; 30–35 min, 100% B; 40–44 min, 0% B, followed by additional 6 min 0% B post-run. MS data were acquired in both polarities using a full scan method. The positive and negative HESI-II spray voltages were 4.5 and 3.5 kV, respectively; the heated capillary temperature was 250°C; the sheath gas pressure was 30 psi; the auxiliary gas setting was 20 psi; and the heated vaporizer temperature was 150°C. Both the sheath gas and the auxiliary gas were nitrogen. The parameters of the full mass scan were as follows: a resolution of 70,000, an auto gain control target under 3 × 10^6^, a maximum isolation time of 200 ms, and an m/*z* range 200–3000. To confirm the identification of significant features, samples were re-ran in parallel reaction monitoring (PRM_ mode, parameters as follows: a resolution of 17,500, an auto gain control target under 2 × 10^5^, a maximum isolation time of 100 ms, an isolation window of m/*z* 0.4 and normalized collision energy were optimized for each feature individually. Data were acquired using Xcalibur 3.0.63 (Thermo Fisher Scientific) and Progenesis (Nonlinear Dynamics) was used for data alignment and peak detection. Data were normalized against the total ion abundance.

Annotations were assigned to accurate masses with a maximum error of 5 ppm using Metlin, LipidMaps, Kegg and HMDB which were searched simultaneously using the CEU Mass Mediator engine (http://ceumass.eps.uspceu.es/mediator/).

#### Experimental Design

All experiments contained at least three biological replicates and are representative of at least two independent experiments (see figure legends for exact values). No strategy was employed for randomization, sample size estimation or data inclusion/exclusion criteria. The studies performed were also not blinded at any stage.

### Quantification and Statistical Analysis

All statistical analysis for biological data was performed using GraphPad Prism (v6.02). Data was analyzed, where appropriate, with either an unpaired two-tailed t test, One-way ANOVA (Dunnett’s multiple comparison analysis), Two-way ANOVA (Sidak’s multiple comparison analysis) or Mann-Whitney test. n represents the number of biological replicates. Please see figure legends for statistical tests used and exact value of n. No methods were used to confirm whether the data met assumptions of the statistical approach used. Values are reported as the means ± SEM. ^∗^ = p < 0.05, ^∗∗^ = p < 0.01, ^∗∗∗^ = p < 0.001 and ^∗∗∗∗^ = p < 0.0001.

### Data and Software Availability

The raw and analyzed RNA sequencing data files have been deposited in the NCBI Gene Expression Omnibus database under ID code GEO: GSE102789. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102789

LC-MS metabolomics data have been deposited in the EMBL-EBI MetaboLights database under ID code MTBLS523 and PubMed PMID: 23109552. http://www.ebi.ac.uk/metabolights/MTBLS523

## Author Contributions

L.J.E. performed and analyzed the majority of experiments. V.S.P., S.M.C., J.P.-L., S.C., and Y.K. assisted with mouse studies and flow cytometry experiments; A.S. contributed to the design of the RNA sequencing experimental design; N.N. assisted with the analysis of the RNA sequencing data; and A.M. assisted with organoid experiments. L.C. assisted with SEM experiments. M.S.d.S. and J.I.M. performed and analyzed LC-MS experiments. H.H. kindly provided *N. brasiliensis* L3 larvae, and D.Y.H. donated *Pla2g1b*^*−*/−^ mice. L.J.E. and M.S.W. designed experiments and wrote the manuscript.

## Supplemental Information

Document S1. Figures S1–S6 and Tables S1–S4

Document S2. Article plus Supplemental Information

# Supplementary material for: Epithelial-Cell-Derived Phospholipase A2 Group 1B Is an Endogenous Anthelmintic
**Source:** Cell Host Microbe. 2017 Oct 11;22(4):484–493.e5. doi: 10.1016/j.chom.2017.09.006
**Supplement:** Document S1. Figures S1–S6 and Tables S1–S4

Supplemental Information

Epithelial-Cell-Derived Phospholipase A₂ Group 1B

Is an Endogenous Anthelmintic

Lewis J. Entwistle, Victoria S. Pelly, Stephanie M. Coomes, Yashaswini Kannan, Jimena Perez-Lloret, Stephanie Czieso, Mariana Silva dos Santos, James I. MacRae, Lucy Collinson, Abdul Sesay, Nikolay Nikolov, Amina Metidji, Helena Helmby, David Y. Hui, and Mark S. Wilson

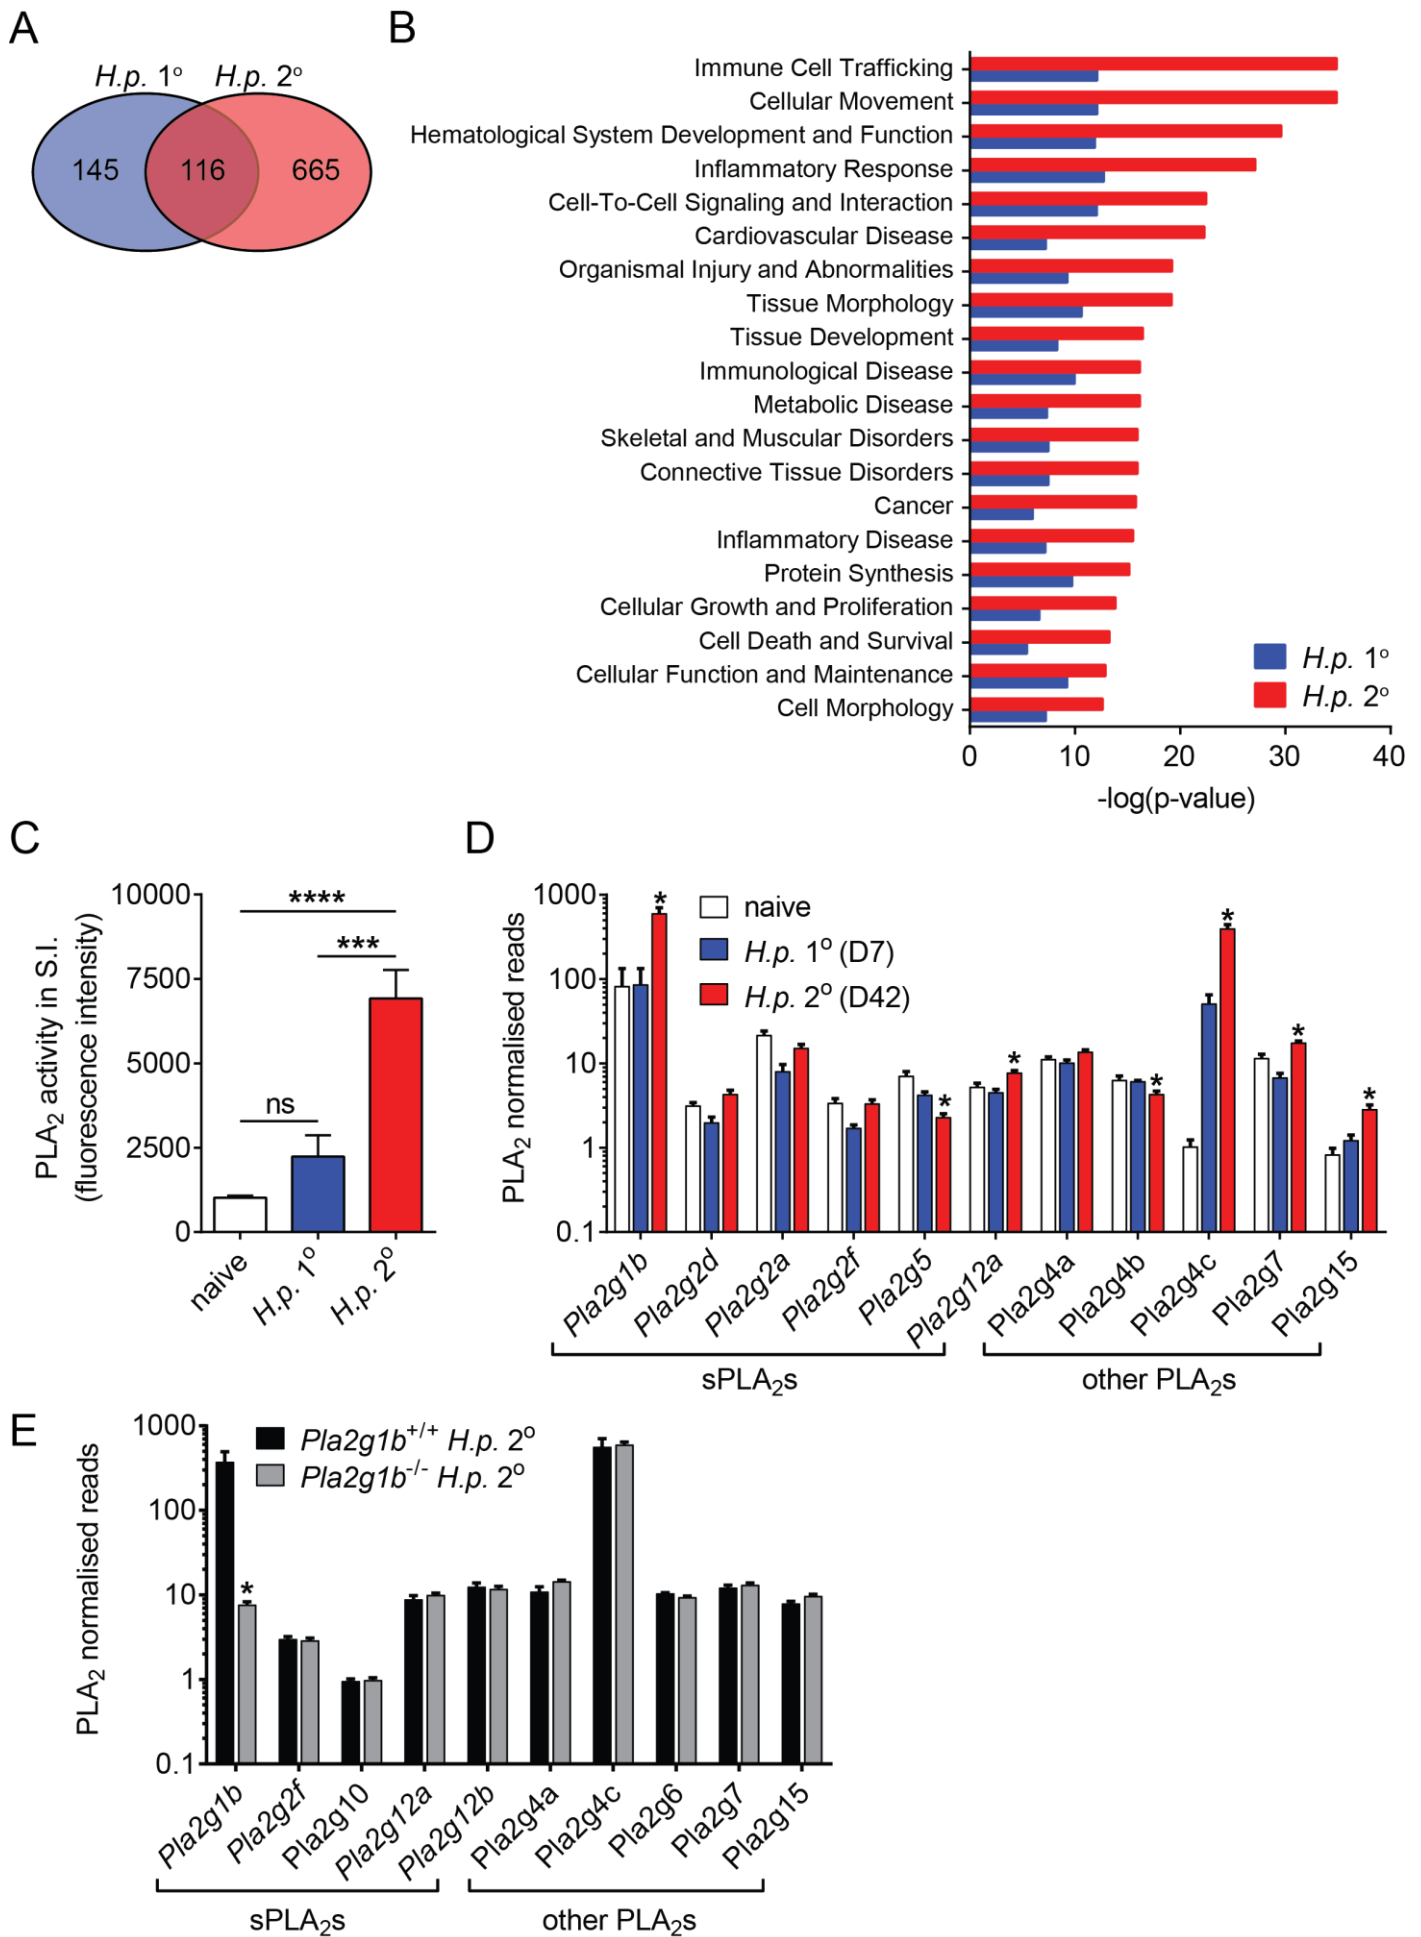

Figure S1. RNA sequencing analysis of 1° and 2° *H. polygyrus* infection. Related to Figure 1.

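Mast cell, eosinophil and neutrophil markers were among the genes higher in the second infection, and antibody genes changed in both infections. Of the full lists, 4 of 14 mast cell, 4 of 10 eosinophil and 3 of 10 neutrophil markers are among the listed genes. Listed genes had passed the authors' FDR limit in at least 1 comparison, so the counts are shares of selected genes. All 3 mast cell markers tested were higher in *H.p.* 2° (D42) than in naive mice, *Mcpt1*, *Mcpt2* and the growth factor receptor *Kit* (3 adjusted over the list alone; limma camera adjusted p = 0.0614, and adjusted p = 0.402 with an estimated correlation). The call of *Mcpt1* was lost when the acinar list mean was a covariate, at 2.75 (standard error 1.17). Eosinophil markers were higher for 3 of 4 (3 adjusted over the list alone; limma camera adjusted p = 0.00131, and adjusted p = 0.0773 with an estimated correlation), with the ribonuclease *Ear11* at a log2 fold change of 6.07 (standard error 0.212, limma adjusted p = 1.41e-13) and *Ear2*, which may share reads with it, at 2.83 (standard error 0.208, limma adjusted p = 9.45e-09). The third, *Siglec5*, is on the tuft cell list too. Neutrophil markers were higher for 2 of 3, *Retnlg* and *Mmp9* (2 adjusted over the list alone; limma camera adjusted p = 0.0527, and adjusted p = 0.297 with an estimated correlation). The neutrophil antigen gene *Cd177*, which is not on the list, was lower at -2.11 (standard error 0.25, limma adjusted p = 4.01e-06). Of 2 neutrophil markers tested in *H.p.* 1° mice 1 was called, *Mmp9*, which was lower at -1.05 (standard error 0.258, limma adjusted p = 0.0108). That call was close to 2-fold. It was lost with a pseudocount of 2 (-0.7), after quantile normalization (-0.95), adjusted over all genes of the reference, or without 1 of 3 single libraries. Of 9 B and plasma cell genes 2 were higher, the heavy chains *Ighg1* at 4.47 (standard error 0.576, limma adjusted p = 9.54e-06) and *Ighm* at 3.08 (standard error 0.574, limma adjusted p = 3.43e-04) (2 adjusted over the list alone; limma camera adjusted p = 0.777, and adjusted p = 0.964 with an estimated correlation). Of the same genes 3 of 9 were lower in *H.p.* 1° mice, *Igha*, *Igj* and *Mzb1* (3 adjusted over the list alone; limma camera adjusted p = 0.0120, and adjusted p = 0.459 with an estimated correlation), with *Igha*, the heavy chain of IgA, at -1.65 (standard error 0.358, limma adjusted p = 0.00534). Of 6 T cell markers none was called in either group by limma, edgeR or DESeq2, and 2 in *H.p.* 2° (D42) mice and 2 in *H.p.* 1° mice had an unadjusted p under 0.05. Goblet cell and mucus genes were higher for 5 of 12 in *H.p.* 2° (D42) mice (5 adjusted over the list alone; limma camera adjusted p = 0.0647, and adjusted p = 0.518 with an estimated correlation), among them the fucosyltransferase *Fut2* at 2.36 (standard error 0.284, limma adjusted p = 4.79e-06). Only *Retnlb*, 1 of 12, was higher in *H.p.* 1° mice (1 adjusted over the list alone; limma camera adjusted p = 0.436, and adjusted p = 0.815 with an estimated correlation). The list's median was -0.16 there and its mean 0.07.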

(A) Common and differentially expressed genes between *H.p.* 1° and *H.p.* 2° (relative to naïve, 2-fold filter, $p < 0.05$). (B) Top 20 pathways predicted to be activated in *H.p.* 2° (relative to strain naïve, 2-fold filter, $p < 0.05$). (C) PLA₂ activity in the small intestine of naïve, *H.p.* 1° and *H.p.* 2° mice. (D & E) Phospholipase A₂ isoform expression in the small intestine from RNA sequencing. 

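Of 6 further phospholipase A2 genes limma called none against naive mice at 2-fold, and 2 between the infections. *Pla2g7*, the platelet-activating factor acetylhydrolase, had a signal of 11.6 ± 3.60 in naive, 6.84 ± 2.25 in *H.p.* 1° and 17.7 ± 2.3 in *H.p.* 2° (D42) mice (SD, n = 8), with log2 fold changes against naive mice of -0.73 (standard error 0.216, limma adjusted p = 0.0258) and 0.63 (standard error 0.159, limma adjusted p = 0.00320). The secreted enzyme *Pla2g2d* was at 3.17 ± 0.721 in naive, 2.00 ± 0.906 in *H.p.* 1° and 4.34 ± 1.35 in *H.p.* 2° (D42) mice, with -0.64 (standard error 0.243, limma adjusted p = 0.0704) and 0.38 (standard error 0.173, limma adjusted p = 0.0697). *Pla2g2f*, another secreted enzyme, was at 3.41 ± 1.17 in naive, 1.73 ± 0.399 in *H.p.* 1° and 3.35 ± 1.04 in *H.p.* 2° (D42) mice. Cytosolic *Pla2g4a* was at 11.3 ± 1.88 in naive, 10.3 ± 2.08 in *H.p.* 1° and 13.8 ± 1.82 in *H.p.* 2° (D42) mice, and *Pla2g4b* at 6.39 ± 2.02 in naive, 6.13 ± 0.472 in *H.p.* 1° and 4.35 ± 0.940 in *H.p.* 2° (D42) mice. *Pla2g12a* was at 5.29 ± 1.51 in naive, 4.57 ± 0.99 in *H.p.* 1° and 7.80 ± 1.34 in *H.p.* 2° (D42) mice. Between *H.p.* 2° (D42) and *H.p.* 1° mice the log2 fold change was 1.37 (standard error 0.176, limma adjusted p = 4.68e-06) for *Pla2g7* and 1.02 (standard error 0.244, limma adjusted p = 0.00164) for *Pla2g2d*. The call of *Pla2g2d* was close to 2-fold. It was lost with a pseudocount of 2 (0.67), after quantile normalization (0.62) or without 1 of 5 single libraries.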

Data represented as mean $\pm$ SEM, $n=6$. ns = not significant, *** = $p < 0.001$, **** = $p < 0.0001$ determined using a one-way ANOVA with Tukey's multiple comparison analysis.

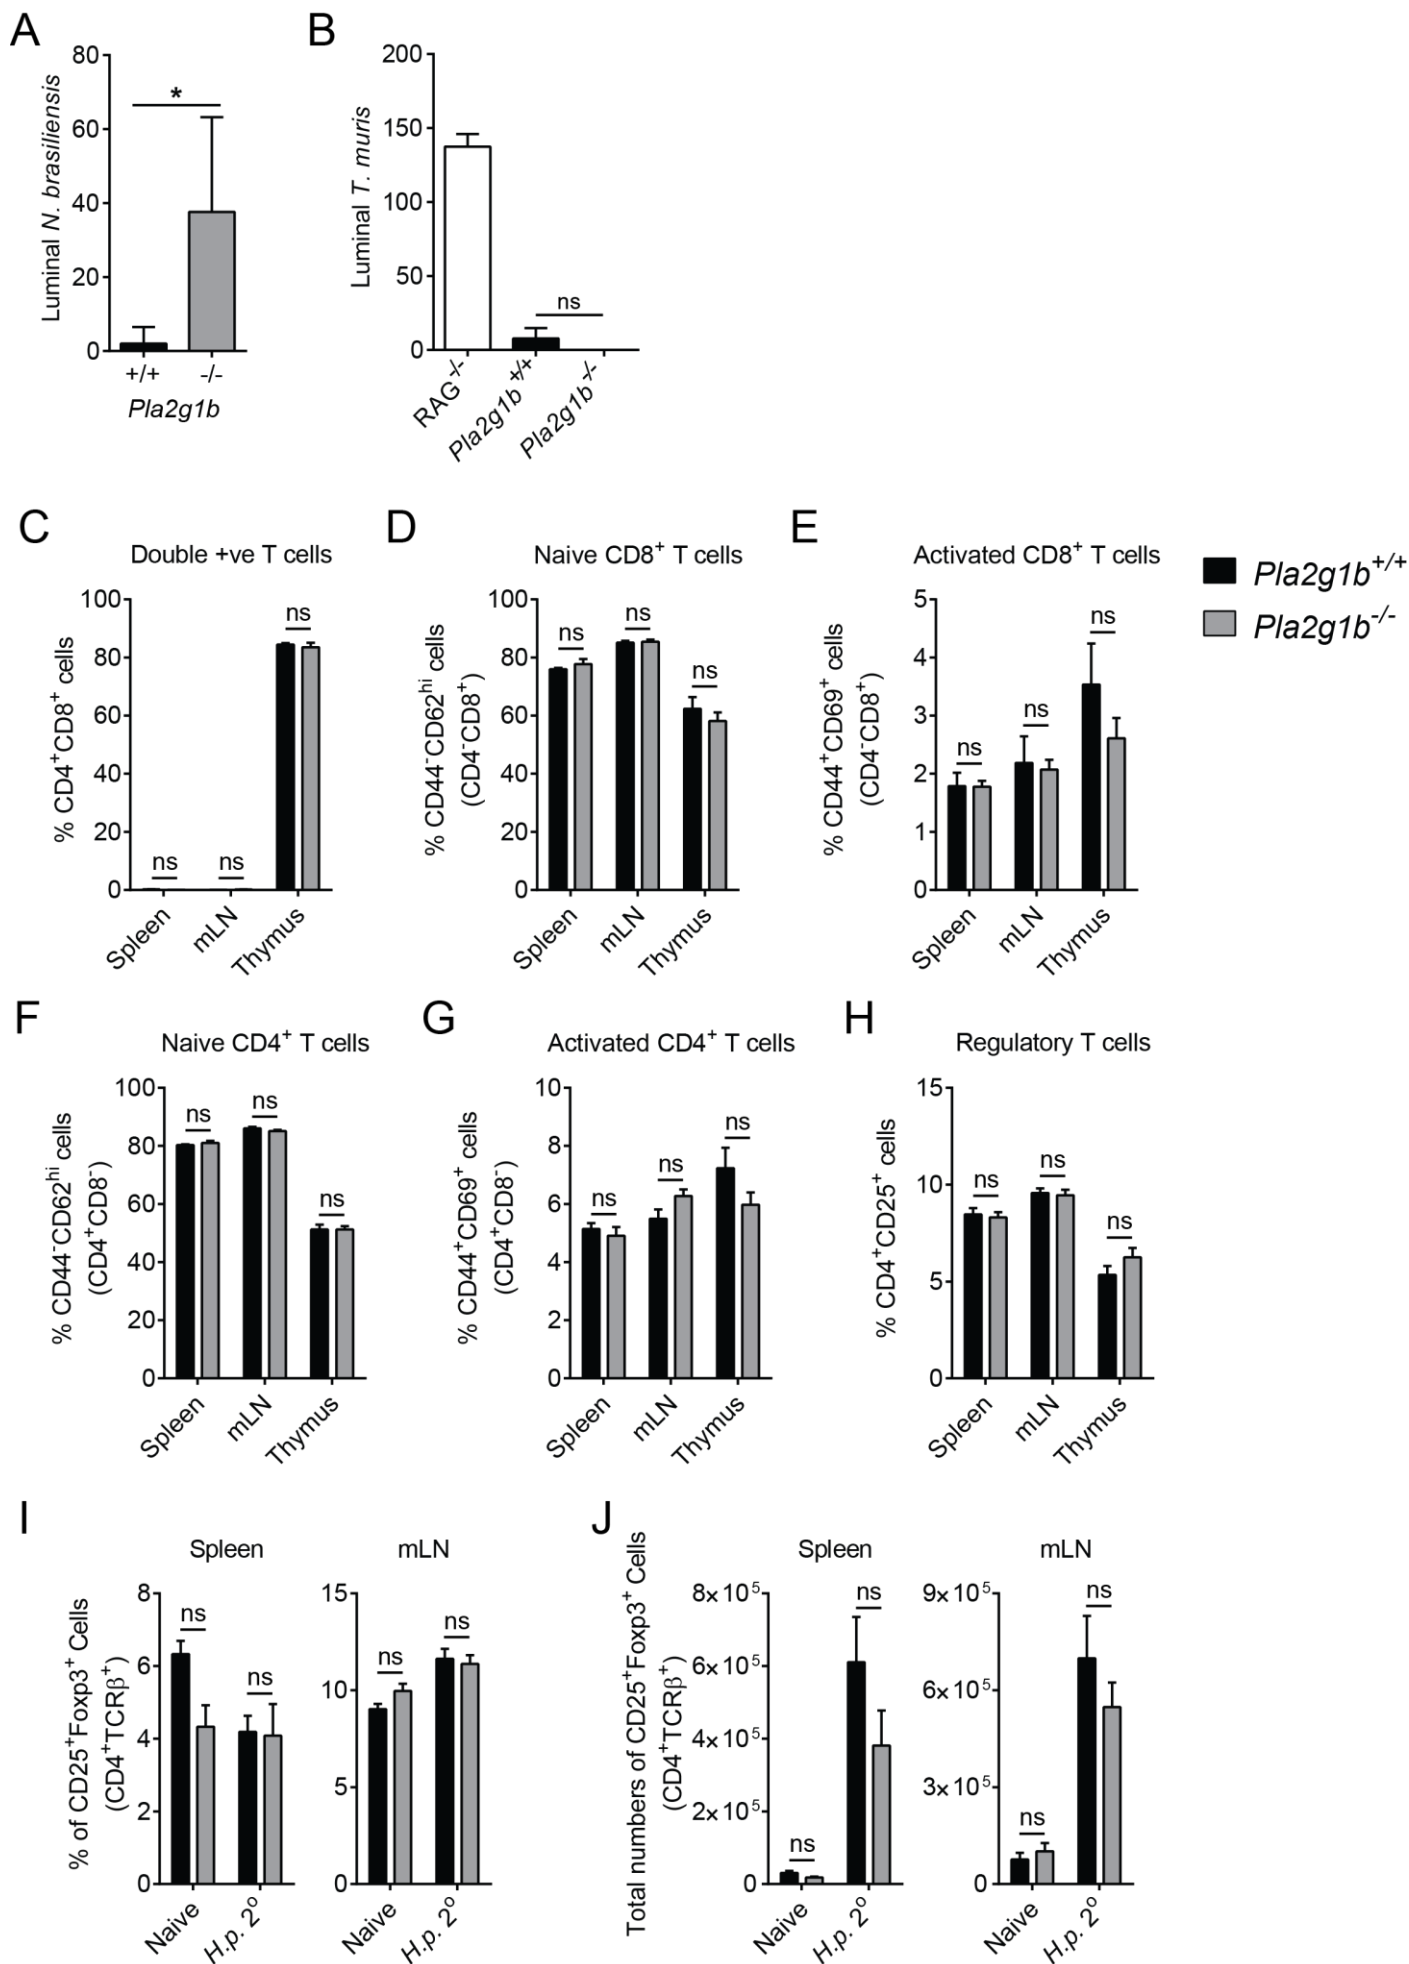

Figure S2. *Pla2g1b* is required for effective immunity to small intestine-dwelling helminths and T cells are intact in *Pla2g1b*^{-/-} mice. Related to Figure 2.

(A) Luminal *N. brasiliensis* worms in the small intestine 8 days-post infection, n=5. (B) Luminal *T. muris* worms in the cecum and large intestine 35 days-post infection. *Rag*^{-/-} mice were used as an additional control to confirm the infectious dose administered. T cell frequency was assessed in naïve mice (C-J). (C) CD4⁺CD8⁺ cells. (D) CD44⁻CD62^{hi} CD8⁺ cells. (E) CD44⁺CD69⁺ CD8⁺ cells. (F) CD44⁻CD62^{hi} CD4⁺ cells. (G) CD44⁺CD69⁺ CD4⁺ cells. (H) CD4⁺CD25⁺ cells. (I) Frequency and total number of CD25⁺Foxp3⁺ CD4⁺TCRβ⁺ cells in the spleen and (J) mLN in naïve and 7 days-post 2^o *H. polygyrus* infected mice. Data represented as mean ± SEM, n=5-6. All data is representative of at least two independent experiments. ns = not significant, * = *p*<0.05, determined using an unpaired two-tailed t test.

■ *Pla2g1b*^{+/+}
 ■ *Pla2g1b*^{-/-}

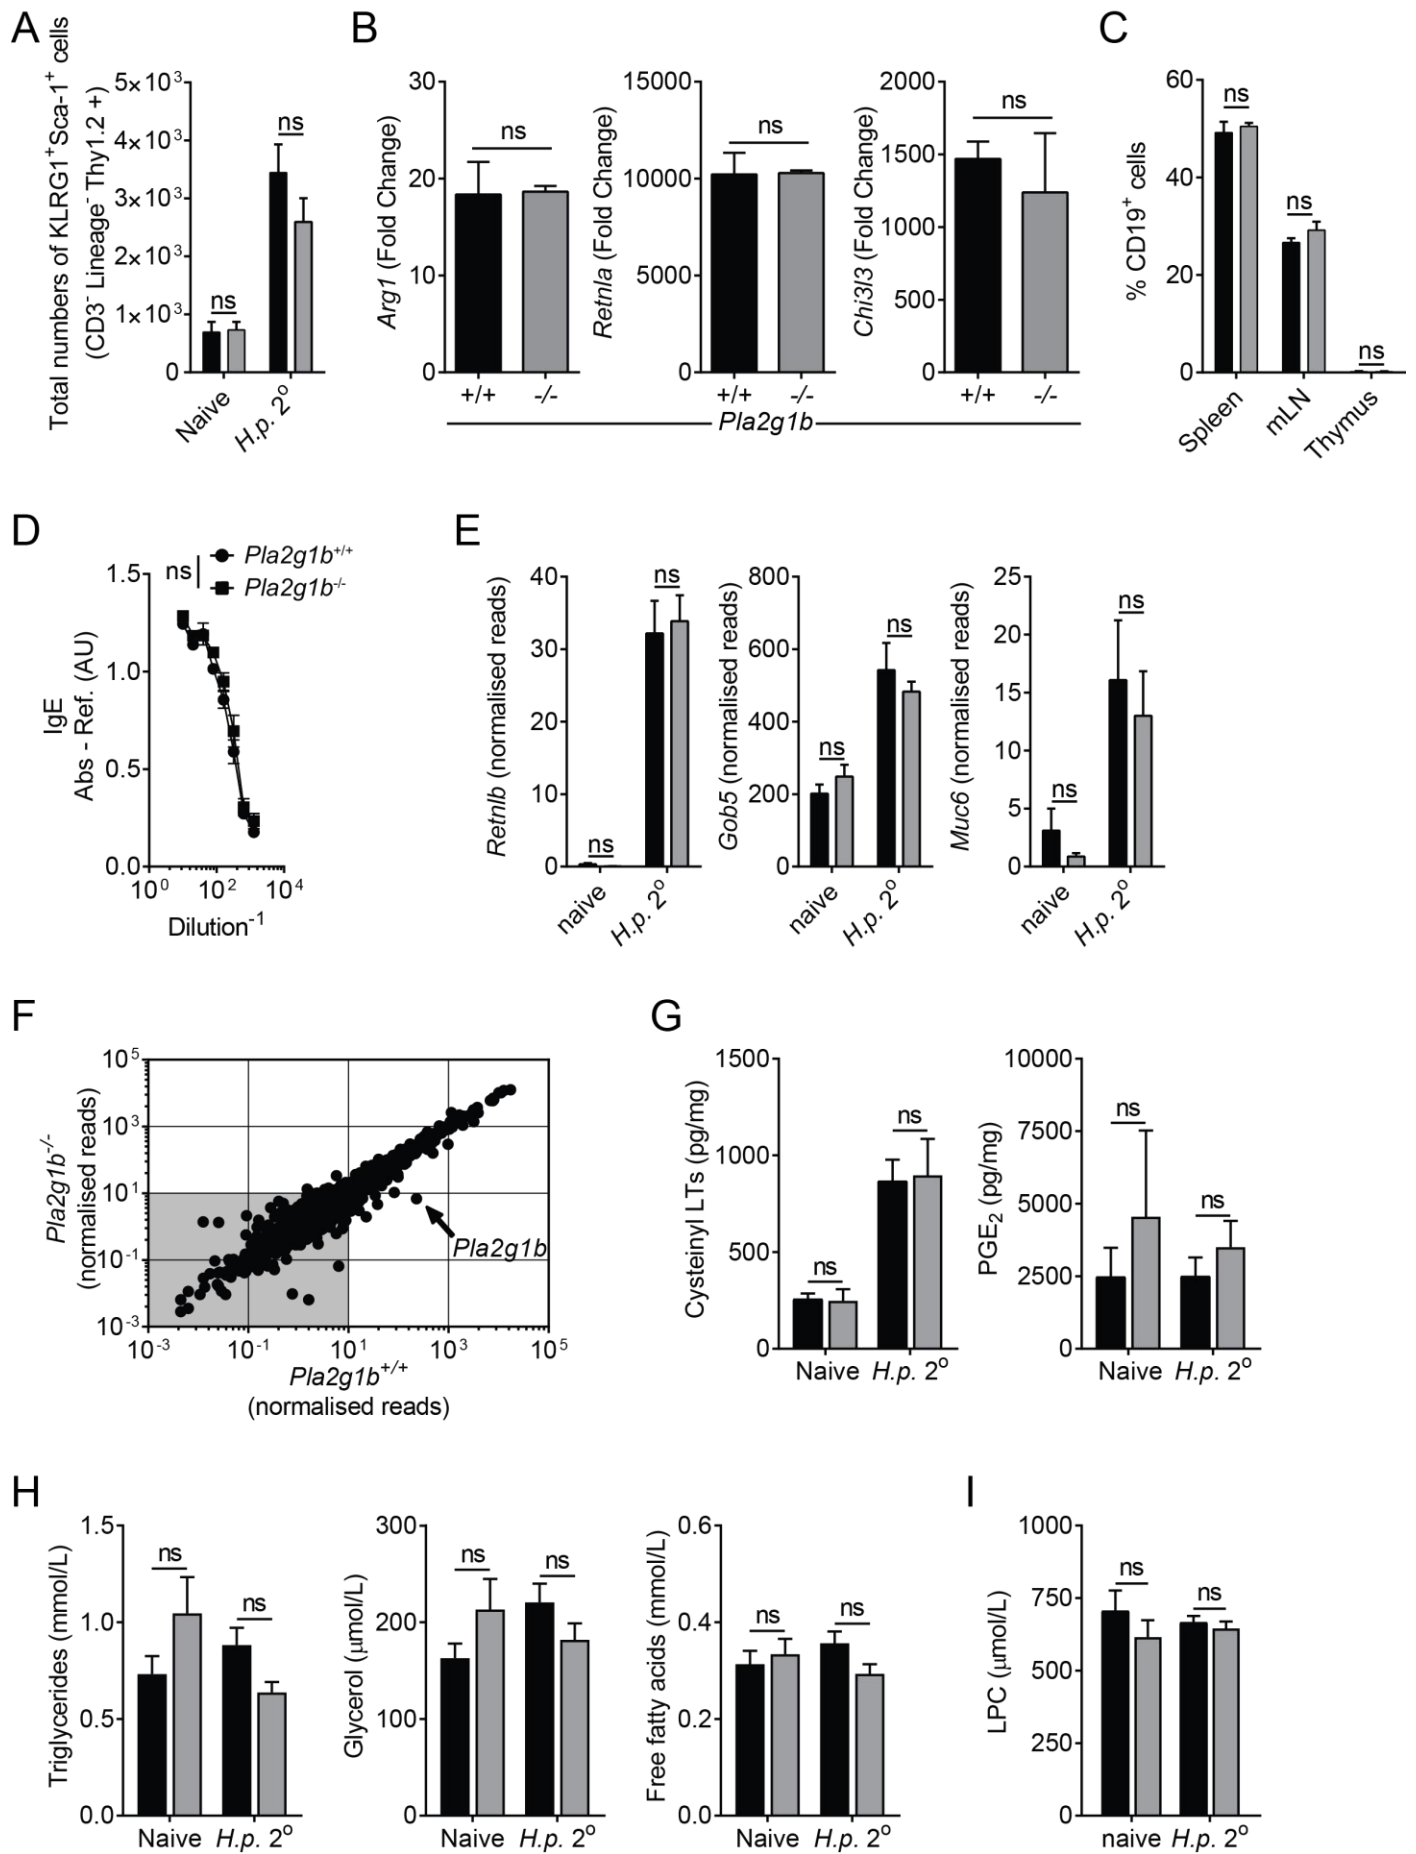

Figure S3. Type 2 immunity, Bioactive lipids synthesis and lipid metabolism is intact in *Pla2g1b*^{-/-} mice. Related to Figure 2.

(A) Total numbers of KLRG1⁺Sca-1⁺Lin⁻ cells in the mLN of naïve and 7 days-post 2^o *H. polygyrus* infected mice. (B) Bone marrow-derived macrophages were stimulated with rIL-4 and rIL-13 for 24 hours and *Arg1*, *Retnla* and *Chi3l3* gene expression analysed. (C) Frequency of CD19⁺ cells were assessed in naïve mice. (D) IgE in the serum from mice 7 days-post 2^o *H. polygyrus* infection. (E) Mucus-associated gene expression in the small intestine of WT and *Pla2g1b*^{-/-} naïve and 7 days-post 2^o *H. polygyrus* infected mice. (F) RNA sequencing-generated transcriptional landscape of the small intestine of naïve WT and *Pla2g1b*^{-/-} mice (G) Cysteinyl leukotrienes (LTs) and Prostaglandin E₂ (PGE₂) concentration in the small intestine of naïve and 7 days-post 2^o *H. polygyrus* infected mice. (H) Lipid metabolites in the serum of naïve and 7 days-post 2^o *H. polygyrus* infected mice. (I) Lysophosphatidylcholine concentration in the serum of naïve and 7 days-post 2^o *H. polygyrus* infected mice. Data represented as mean ± SEM, n=4-6. All data is representative of at least two independent experiments. ns = not significant, determined using a two-way ANOVA with Sidak's multiple comparison analysis or an unpaired two-tailed t test.

A

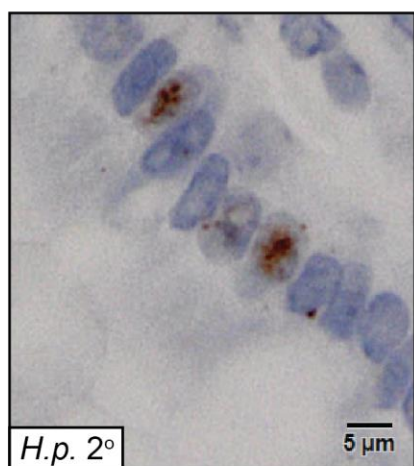

B

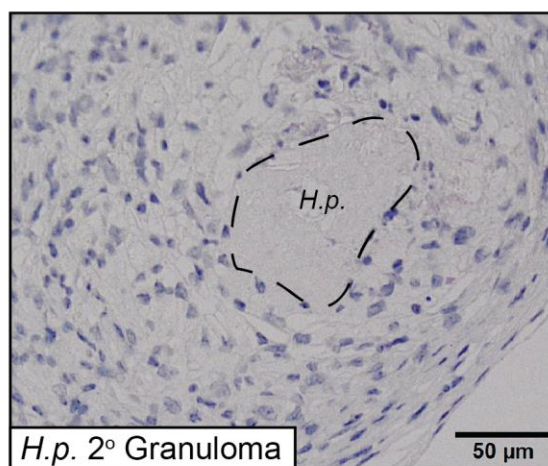

C

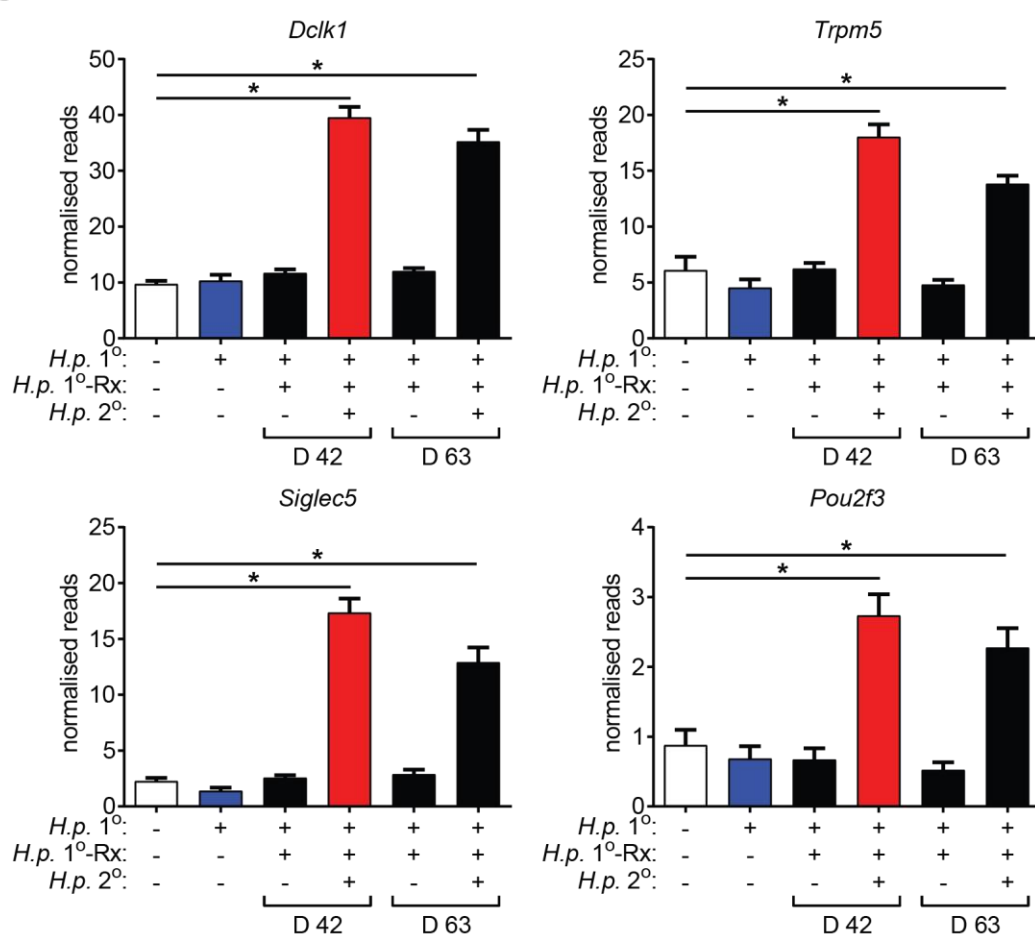

D

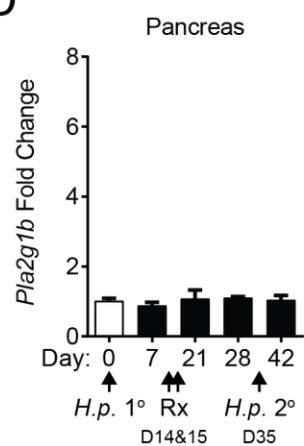

Figure S4. *Pla2g1b* expression is restricted to epithelial cells in the small intestine of resistant mice. Related to Figure 4.

(A) *Pla2g1b* detection by RNAScope® ISH in the small intestine 7 days-post 2° *H. polygyrus* infection. (B) *Pla2g1b* detection by RNAScope® ISH in the granuloma surrounding *H. polygyrus* (*H.p.*) within the small intestine 7 days-post 2° *H. polygyrus* infection. (C) Tuft cell-specific gene expression data in small intestine from RNA sequencing data. (D) Kinetics of *Pla2g1b* expression in the pancreas during *H. polygyrus* 2° infection model, no significant difference detected using one-way ANOVA. Data represented as mean $\pm$ SEM, n=6-8. All data is representative of at least two independent experiments. * = $p < 0.05$ determined within RNAseq analysis.

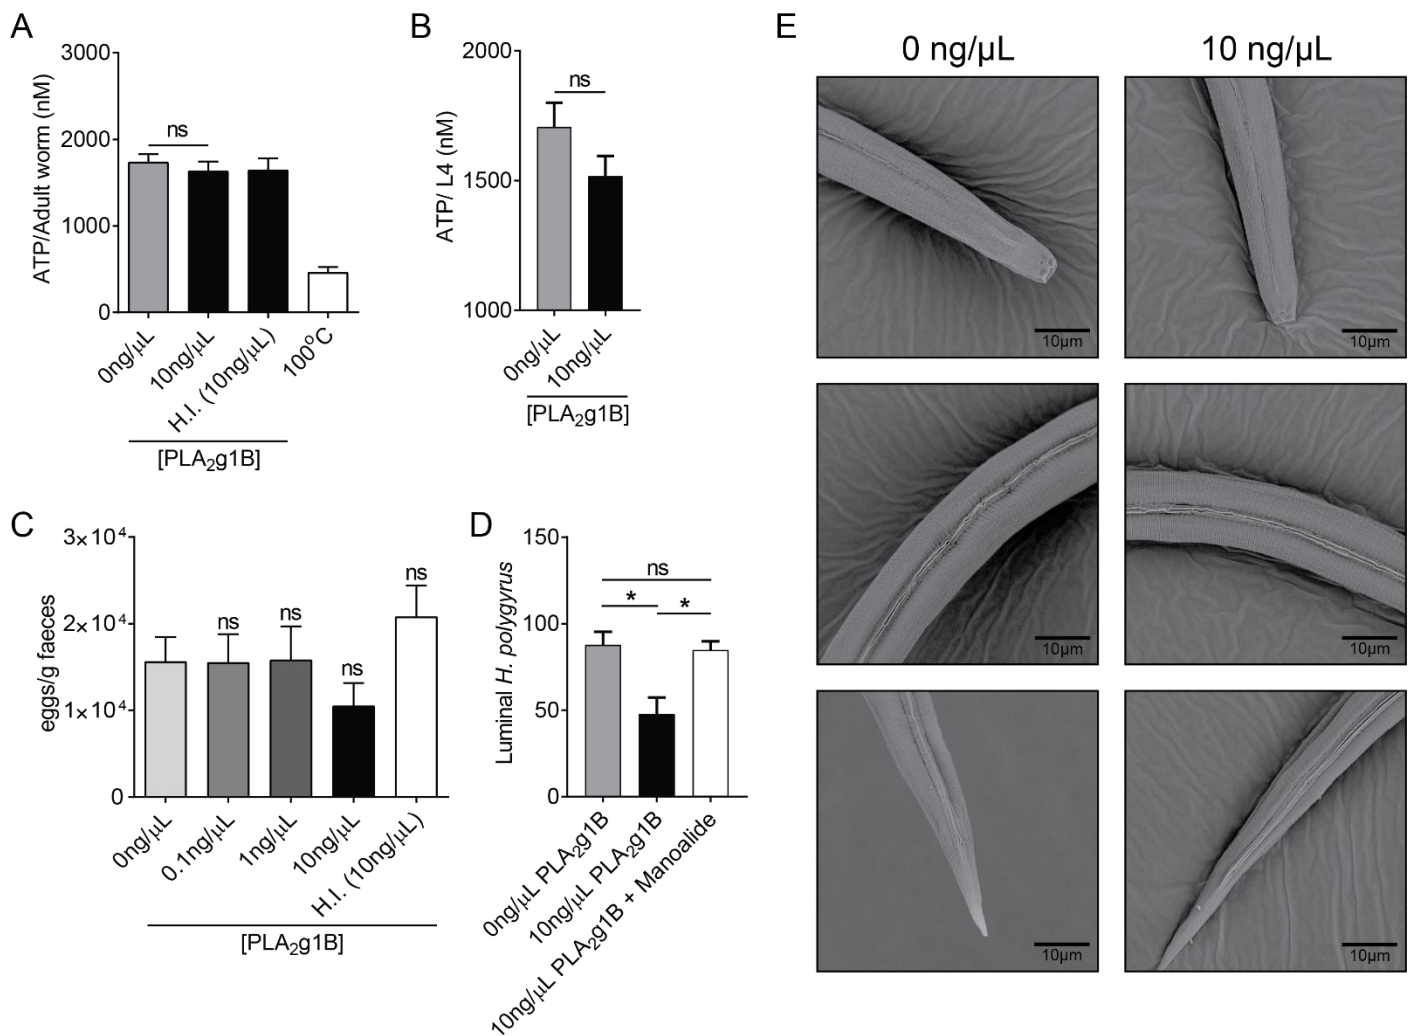

Figure S5. PLA₂g1B has direct anthelmintic properties against *H. polygyrus* L3 larvae. Related to Figure 3.

(A) ATP concentration of adult *H. polygyrus* worms following 24-hour treatment with rPLA₂g1B *in vitro*. (B) ATP concentration of L4 *H. polygyrus* isolated from the small intestine 14 days-post 1^o infection following 24-hour treatment with rPLA₂g1B, n=40 (data pooled from three independent experiments). (C) Eggs recovered in the faeces 14 days-post 1^o infection following 24-hour treatment with rPLA₂g1B, n=10 (data pooled from two independent experiments). (D) Luminal *H. polygyrus* worms in the small intestine 14 days-post 1^o infection following 24-hour treatment with rPLA₂g1B ± Manoalide (200 ng ng/μL). (E) SEM of L3 *H. polygyrus* larvae after treatment with rPLA₂g1B. Data represented as mean ± SEM, n=5. All data is representative of at least two independent experiments. ns = not significant, * = *p*<0.05 determined using a one-way ANOVA with Tukey's or Dunnett's multiple comparison analysis or an unpaired two-tailed t-test.

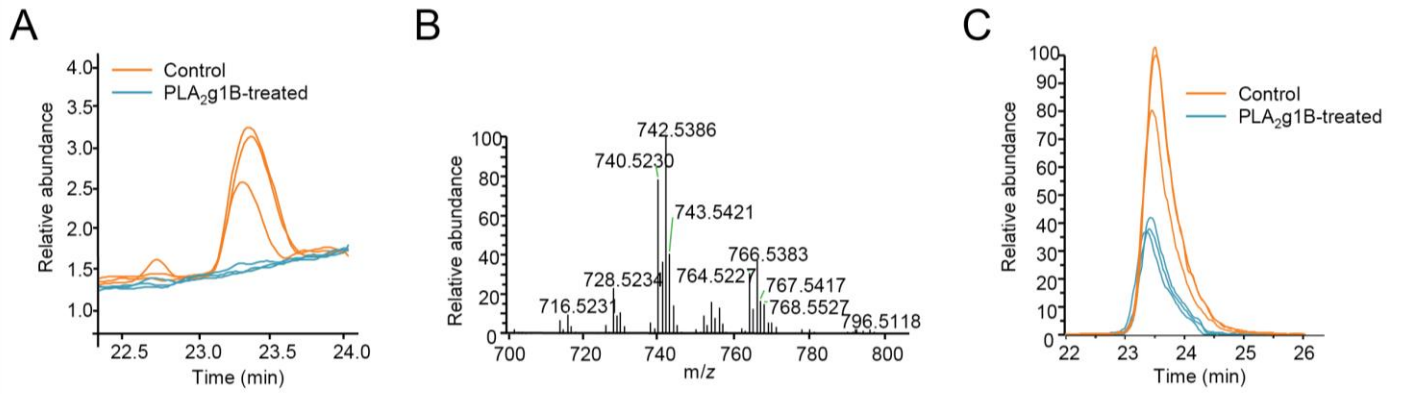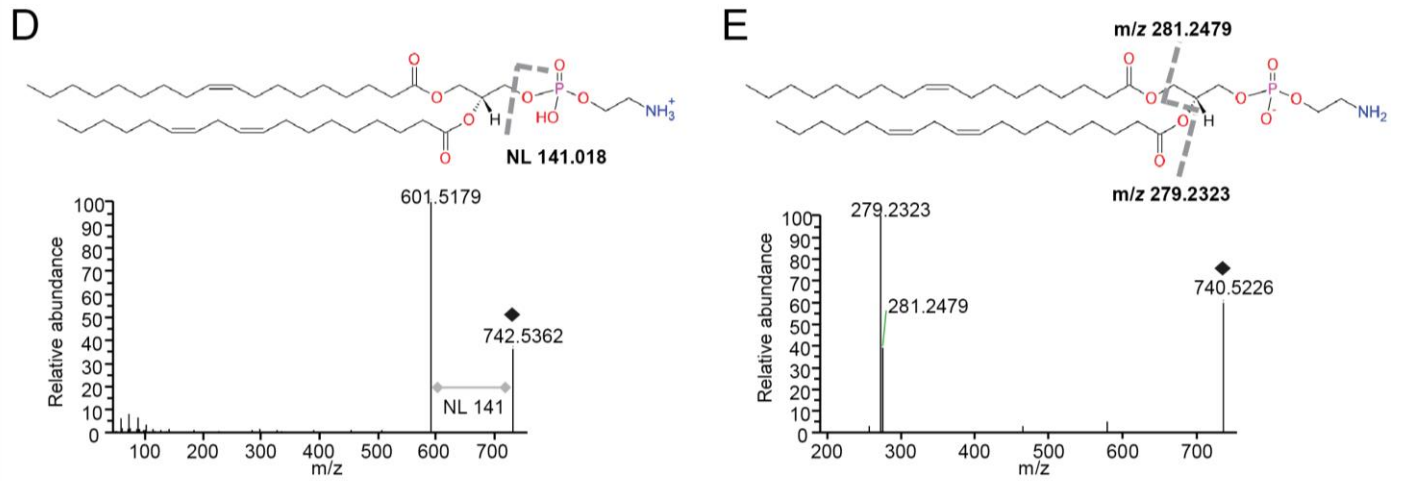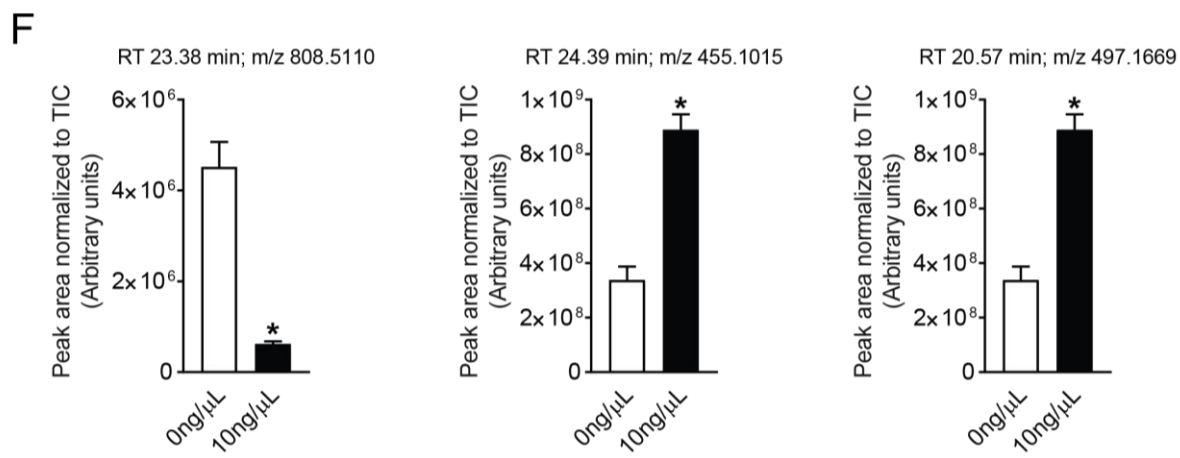

Figure S6. Identification of phosphatidylethanolamine (PE) species by LC-MS/MS. Related to Figure 6.

(A) Relevant section of the base peak chromatogram of control and PLA₂g1b-treated larvae showing elution of PE phospholipids in negative ion mode, n=3. (B) Example spectrum from the section of the chromatogram in (A) at the approximate retention time of PE species 23.23-23.40 minutes. PEs consist of a phosphoethanolamine head group attached to a glycerol backbone, itself attached to two fatty acid moieties via phosphoether and ester bonds, respectively. As a result, PE MS spectra display traits of fatty acid-containing molecules (clusters that have inter-cluster mass shifts of 28 Da (CH₂CH₂) and intra-cluster mass shifts of 2 Da (indicative of difference in double bond number (fatty acid saturation))). The six identified and three putatively identified PEs are shown in Figure 6A, B. (C) Extracted ion chromatogram of the ion corresponding to PE 36:3 (18:1, 18:2) in negative ion mode (m/z 740.5226). (D) Positive-ion MS/MS was used to confirm assignment of the peak as PE, where neutral loss of 141 Da indicates phosphoethanolamine head group. Here, we show the fragmentation of the ion corresponding to PE 36:3 (18:1, 18:2) in positive ion mode (m/z 742.5362). (E) Negative ion fragmentation of the ion corresponding to PE 36:3 (18:1, 18:2) (m/z 740.5226). By identifying both fatty moieties, the individual molecular species were recognized (in this instance, 18:1 and 18:2). Both, the arrangement of the fatty acid moieties at the glycerol backbone (i.e. *sn*-1 or *sn*-2) and the position of the double bonds could not be inferred. (F) Relative abundances of unidentified lipid features extracted from PLA₂g1B-treated (10 ng/μL) and control-treated (0 ng/μL), n=3. Data is shown as normalised intensities expressed in arbitrary units. Data represented as mean ± SEM. TIC: Total ion current.

Cluster 1: Genes	<i>H.p.</i> 2° vs <i>H.p.</i> 1°<br>Fold change	<i>H.p.</i> 1° Fold change<br>(rel. to naïve)	<i>H.p.</i> 2° Fold change<br>(rel. to naïve)
Chi3l3/Chi3l4	31.57018	126.558	3995.459
GSDMC	17.25631	67.532	1165.353
SPP1	12.70641	5.024	63.837
RNASE2	12.13344	373.801	4535.492
Retnlb	7.871389	66.013	519.614
Ccl8	7.796338	11.632	90.687
PLA2G4C	7.76945	49.434	384.075
Retna	7.459337	73.334	547.023
ARG1	5.484869	24.023	131.763
TIMP1	5.245189	11.432	59.963
OLR1	5.064237	5.542	28.066
CCL24	4.347589	14.474	62.927
Irg1	3.618186	17.986	4.971
CCL7	3.5964	8.444	30.368
F7	3.310224	25.127	83.176
CPXM1	3.203643	5.161	16.534
Ccl2	2.565859	8.465	21.72
HP	2.459766	12.502	30.752
Ear2 (includes others)	2.434257	5.126	12.478
F13A1	2.262129	5.524	12.496
TREM2	2.22541	8.225	18.304
Cbr2	2.195861	10.533	23.129
SERPINA3	2.081023	8.368	17.414
C3	2.007541	5.172	10.383
Saa3	1.967481	9.779	19.24
2310042E22Rik (includes others)	1.731672	11.758	20.361
Scd2	1.318527	5.729	4.345
SELL	1.05153	8.694	9.142

Table S1. Cluster 1 gene list. Related to Figure 1.

Genes in cluster 1 as determined in Fig. 1c (Filtered on >5 fold in *H.p.* 1° (relative to naïve), $p < 0.05$).

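All 28 genes of cluster 1, as mouse genes taken for the printed names, have the fold changes of the authors' deposited tables in both infections, to within 0.001. Some printed names are human or merged, with GSDMC taken as *Gsdmc2* and RNASE2 as *Ear11*.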

Cluster 2: Genes	<i>H.p.</i> 2° vs <i>H.p.</i> 1°<br>Fold change	<i>H.p.</i> 1° Fold change<br>(rel. to naïve)	<i>H.p.</i> 2° Fold change<br>(rel. to naïve)
1810009J06Rik/Gm2663	162.088	1	162.088
Mcpt1	74.305	1	74.305
Mcpt2	59.661	1	59.661
REG1B	45.654	1	45.654
Reg3d	33.858	1	33.858
CPA3	32.831	1	32.831
SPTA1	28.655	1	28.655
mir-675	26.276	1	26.276
FETUB	22.682	1	22.682
Rab44	19.101	1	19.101
PPY	17.489	1	17.489
SLC7A2	17.028	1	17.028
RANBP3L	16.868	1	16.868
PAH	16.531	1	16.531
CUZD1	16.173	1	16.173
ITIH4	15.567	1	15.567
PRSS3	14.71	1	14.71
SPRR2G	12.941	1	12.941
AMY2A	12.738	1	12.738
Prss2	12.642	1	12.642
PAQR9	12.445	1	12.445
Try4/Try5	12.386	1	12.386
DCDC2	12.242	1	12.242
GC	11.945	1	11.945
Tmed11	11.423	1	11.423
GGH	11.2	1	11.2
SYCN	11.142	1	11.142
CEL	11.14	1	11.14
SERPINI2	10.909	1	10.909
AMY1A (includes others)	10.779	1	10.779
CCL2	10.591	1	10.591
KLK3	10.557	1	10.557
GP2	10.119	1	10.119
CELA3A	9.918	1	9.918
PTF1A	9.807	1	9.807
SOSTDC1	9.777	1	9.777
CTRB2	9.712	1	9.712
CPA1	9.672	1	9.672
TMED6	9.625	1	9.625
CCKAR	9.609	1	9.609
Gm5409/Try10	9.585	1	9.585
CLDN10	9.084	1	9.084
AASS	8.706	1	8.706
RNASE1	8.567	1	8.567
PTGER3	8.199	1	8.199
SLC38A3	8.189	1	8.189
PNLIPRP2	7.977	1	7.977
CBS	7.932	1	7.932

RETNLB	7.896	1	7.896
Amy2b	7.83	1	7.83
ALOX15	7.823	1	7.823
CLPS	7.77	1	7.77
LOC100862462	7.684	1	7.684
Siglec5	7.652	1	7.652
GATM	7.619	1	7.619
ERP27	7.596	1	7.596
ANGPT1	7.54	1	7.54
SLC34A2	7.502	1	7.502
TNIP3	7.492	1	7.492
MUC6	7.477	1	7.477
CPB1	7.448	1	7.448
C8orf47	7.352	1	7.352
CASP9	7.349	1	7.349
SH2D6	7.318	1	7.318
PLA2G1B	7.292	1	7.292
LRRC7	7.23	1	7.23
HAPLN4	7.132	1	7.132
Igk	7.123	1	7.123
CHST2	7.106	1	7.106
NUPR1	6.785	1	6.785
RGS22	6.752	1	6.752
VTN	6.715	1	6.715
PNLIPRP1	6.651	1	6.651
AQP12A/AQP12B	6.598	1	6.598
GABRA4	6.592	1	6.592
IAPP	6.59	1	6.59
LRRN1	6.483	1	6.483
Ighg2c	6.409	1	6.409
ARHGDIG	6.349	1	6.349
Hamp/Hamp2	6.31	1	6.31
IGF1	6.273	1	6.273
TMEM108	6.273	1	6.273
TFF2	6.261	1	6.261
Wfdc18	6.256	1	6.256
Ang2 (includes others)	6.214	1	6.214
TREML2	6.161	1	6.161
LY6G6F	6.114	1	6.114
Clu	6.113	1	6.113
CTSV	6.068	1	6.068
SH2D7	6.062	1	6.062
CELA3B	6.053	1	6.053
CILP	5.948	1	5.948
ALOX5AP	5.947	1	5.947
NPHS1	5.924	1	5.924
GNMT	5.894	1	5.894
DHRS9	5.881	1	5.881
LCAT	5.863	1	5.863

FUT2	5.862	1	5.862
PRSS1	5.857	1	5.857
ALDH1L2	5.8	1	5.8
GPRC5C	5.729	1	5.729
FKBP11	5.711	1	5.711
MUC1	5.71	1	5.71
RNY1	5.698	1	5.698
HCK	5.663	1	5.663
TFPI2	5.645	1	5.645
G6PC	5.643	1	5.643
Igh-VS107	5.63	1	5.63
PDCD1LG2	5.628	1	5.628
CPA2	5.532	1	5.532
HPN	5.453	1	5.453
CLEC7A	5.45	1	5.45
GAL	5.399	1	5.399
RBPJL	5.322	1	5.322
NFIL3	5.276	1	5.276
SRGN	5.231	1	5.231
CLDN8	5.224	1	5.224
FAM221A	5.212	1	5.212
HSBP1L1	5.188	1	5.188
CELA1	5.129	1	5.129
ME1	5.12	1	5.12
CA4	5.097	1	5.097
TSPAN6	5.083	1	5.083
FN1	5.08	1	5.08
SLC38A5	5.065	1	5.065
GLIPR2	5.031	1	5.031

Table S2. Cluster 2 gene list. Related to Figure 1.

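All 126 genes of cluster 2, as mouse genes taken for the printed names, have the fold change of the authors' deposited table, to within 0.001. Several printed names are human or merged. The values printed for RETNLB, CCL2 and PRSS1 (7.896, 10.591 and 5.857) are those deposited for *Retnlg*, *Ccl12* and *2210010C04Rik*. Deposited values of *Retnlb*, *Ccl2* and *Prss1* are 519.614, 21.72 and 14.71. Where a name does not fix the gene, such as Igk, the equality is no independent evidence.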

Genes in cluster 2 as determined in Fig. 1c (Filtered on >5 fold in *H.p.* 2° (relative to naïve), $p<0.05$).

Cluster 3: Genes	<i>H.p.</i> 2° vs <i>H.p.</i> 1°<br>Fold change	<i>H.p.</i> 1° Fold change<br>(rel. to naïve)	<i>H.p.</i> 2° Fold change<br>(rel. to naïve)
Gm11194	-33.158	1	-33.158
SLC13A2	-20.622	1	-20.622
DBP	-11.072	1	-11.072
Cyp2a12/Cyp2a22	-7.598	1	-7.598

Table S3. Cluster 3 gene list. Related to Figure 1.

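For the 4 genes of cluster 3 the listed fold change is minus the ratio of the mean signal in naive mice to that in *H.p.* 2° (D42) mice, to within 0.001: -33.16 for *Gm11194*, -20.62 for *Slc13a2*, -11.07 for *Dbp* and -7.598 for *Cyp2a12*. The fold changes from edgeR in the authors' deposited table are -29.006, -20.136, -11.075 and -6.971 in the same order.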

Genes in cluster 3 as determined in Fig. 1c (Filtered on <-5 fold in *H.p.* 2° (relative to naïve), $p < 0.05$).

Gene	Forward primer sequence	Reverse primer sequence
<i>Hprt</i>	GCCCTTGACTATAATGAGTACTTCAGG	TTCAACTTGCCTCATCTTAGG
<i>Pla2g1b</i>	CTCGGGCCGTGTGGCAGTTC	TGCCGAGCCAGAGCACGAGT
<i>Arg1</i>	GGAAAGCCAATGAAGAGCTG	GCTTCCAAGTCCAGACTGT
<i>Retnla</i>	CCCTCCACTGTAACGAAGACTC	CACACCCAGTAGCAGTCATCC
<i>Chi3l3</i>	CATGAGCAAGACTTGCGTGAC	GGTCCAACTTCCATCCTCCA
<i>Retnlb</i>	ATGGGTGTCAGTGGATGTGCTT	AGCACTGGCAGTGGCAAGTA
<i>Gob5</i>	CATCGCCATAGACCACGACG	TTCCAGCTCTCGGGAATCAAA

Table S4. qPCR oligonucleotide primer sequences. Related to Experimental Procedures.

# Supplementary material for: Epithelial-Cell-Derived Phospholipase A2 Group 1B Is an Endogenous Anthelmintic
**Source:** Cell Host Microbe. 2017 Oct 11;22(4):484–493.e5. doi: 10.1016/j.chom.2017.09.006
**Supplement:** Document S2. Article plus Supplemental Information

Cell Host & Microbe

Epithelial-Cell-Derived Phospholipase A₂ Group 1B Is an Endogenous Anthelmintic

Graphical Abstract

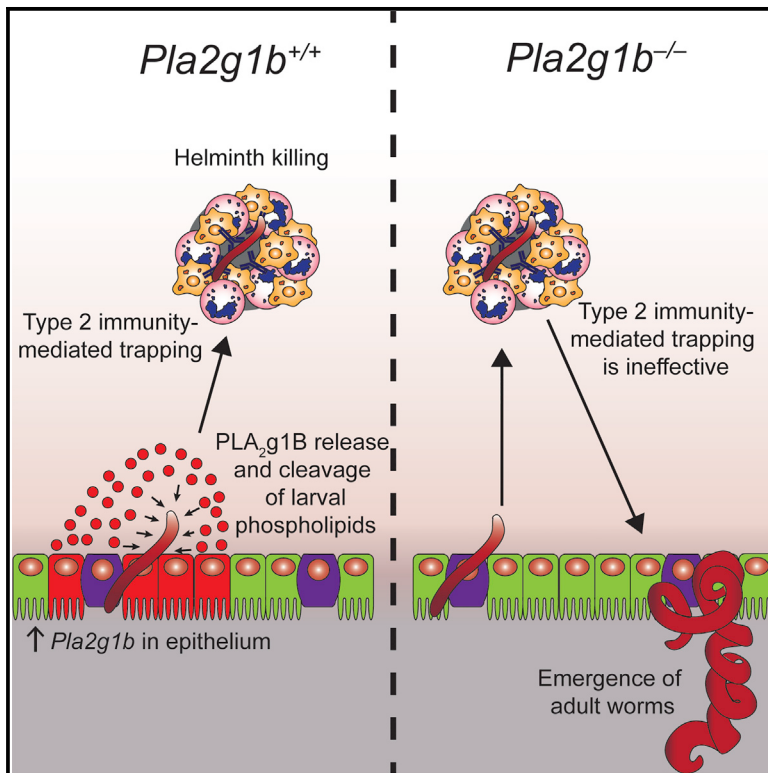

Authors

Lewis J. Entwistle, Victoria S. Pelly, Stephanie M. Coomes, ..., Helena Helmbly, David Y. Hui, Mark S. Wilson

In Brief

Intestinal helminths are highly prevalent in developing countries, with chronic infection causing significant host morbidity. Entwistle et al. show that epithelial-derived phospholipase A₂ group 1B (PLA₂g1B) acts as an endogenous anthelmintic and is essential for resistance to intestinal helminth infection via direct action on infective larvae.

Highlights

- *Pla2g1b* expression correlated with resistance to intestinal helminth infection
- PLA₂g1B is essential for resistance to intestinal helminth infection in mice
- PLA₂g1B directly reduces phospholipid abundance in infective larvae
- *Pla2g1b* is expressed by epithelial cells and is negatively regulated by IL-4Rα

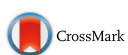

Epithelial-Cell-Derived Phospholipase A₂ Group 1B Is an Endogenous Anthelmintic

Lewis J. Entwistle,¹ Victoria S. Pelly,¹ Stephanie M. Coomes,¹ Yashaswini Kannan,¹ Jimena Perez-Lloret,¹ Stephanie Czesio,¹ Mariana Silva dos Santos,² James I. MacRae,² Lucy Collinson,³ Abdul Sesay,⁴ Nikolay Nikolov,⁴ Amina Metidji,⁵ Helena Helmbj,⁶ David Y. Hui,⁷ and Mark S. Wilson^{1,8,9,*}

²Metabolomics

³Electron Microscopy

⁴Advanced Sequencing Facility

⁹Lead Contact

<https://doi.org/10.1016/j.chom.2017.09.006>

SUMMARY

Immunity to intestinal helminth infections has been well studied, but the mechanism of helminth killing prior to expulsion remains unclear. Here we identify epithelial-cell-derived phospholipase A₂ group 1B (PLA₂g1B) as a host-derived endogenous anthelmintic. PLA₂g1B is elevated in resistant mice and is responsible for killing tissue-embedded larvae. Despite comparable activities of other essential type-2-dependent immune mechanisms, *Pla2g1b*^{-/-} mice failed to expel the intestinal helminths *Heligmosomoides polygyrus* or *Nippostrongylus brasiliensis*. Expression of *Pla2g1b* by epithelial cells was dependent upon intestinal microbiota, adaptive immunity, and common-gamma chain-dependent signaling. Notably, *Pla2g1b* was downregulated in susceptible mice and inhibited by IL-4R-signaling in vitro, uncoupling parasite killing from expulsion mechanisms. Resistance was restored in *Pla2g1b*^{-/-} mice by treating infective *H. polygyrus* L3 larvae with PLA₂g1B, which reduced larval phospholipid abundance. These findings uncover epithelial-cell-derived *Pla2g1b* as an essential mediator of helminth killing, highlighting a previously overlooked mechanism of anti-helminth immunity.

INTRODUCTION

Intestinal helminth infections are highly prevalent in developing countries, with chronic infections causing significant host morbidity (Hotez et al., 2008). With the emergence of drug-resistant helminths, a limited number of effective anthelmintics, and stalling vaccine efforts, new therapeutic avenues require a better

understanding of anti-helminth immunity and killing. Expulsion mechanisms of intestinal helminths have been widely studied and reported; however, the mechanism of helminth killing in the tissue prior to expulsion remain unclear. Upon infection, activated epithelial cells secrete a suite of alarmins, including interleukin (IL)-25, thymic stromal lymphopoietin (TSLP), and IL-33, which promote activation and differentiation of innate and adaptive immune cells, leading to type 2 inflammation (Anthony et al., 2006; Katona et al., 1991; McCoy et al., 2008; Urban et al., 1991a). IL-4-driven CD4⁺ T helper (Th)-2 cell differentiation, in combination with group 2 innate lymphoid cell (ILC2) activation, leads to the secretion of a suite of cytokines including IL-4, IL-5, IL-9, and IL-13, which propagate type 2 inflammation and activate the local stroma (Grencis et al., 1991; Hashimoto et al., 2009). The resulting reorganization of intestinal tissue—with goblet cell hyperplasia, mucus hyper-secretion, and smooth muscle contraction (Gerbe et al., 2016; Hashimoto et al., 2009; Hasnain et al., 2010, 2011; Howitt et al., 2016; Murakami et al., 2016)—alongside type 2 cytokine-driven immunological changes such as B cell class switching (McCoy et al., 2008) and alternate activation of macrophages (Anthony et al., 2006) contributes to parasite expulsion. However, the precise mechanism of parasite damage and killing, whether in tissue or lumen, has remained unclear.

RESULTS AND DISCUSSION

To identify local tissue responses and novel mechanisms of intestinal helminth killing during anti-helminth immunity, we used the natural mouse intestinal helminth *H. polygyrus* (*H.p.*). Following oral infection, stage 3 larvae (L3) migrate to the duodenum and proximal jejunum, where they penetrate the mucosae and embed into the *muscularis externa*, undergoing developmental moults before emerging into the lumen as adult worms (Camberis et al., 2003; Valanparambil et al., 2014). C57BL/6 mice are naturally susceptible to a primary (1°) *H.p.* infection, establishing a chronic infection (Reynolds et al.,

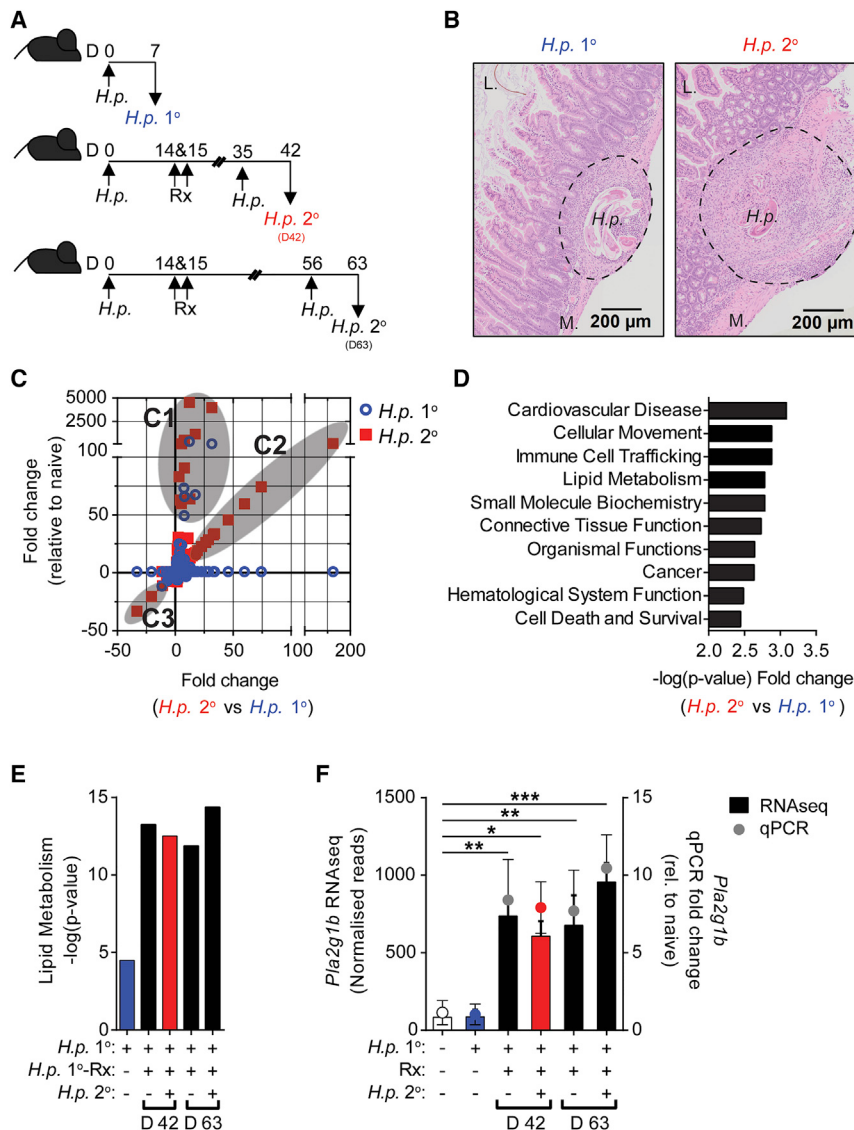

Figure 1. *Pla2g1b* and Lipid Metabolism Correlate with Resistance to Intestinal Helminth Infection

(A) C57BL/6 mice were orally infected with 200 L3 *H. polygyrus* (*H.p.*) larvae on day 0. A cohort of mice were sacrificed 7 days after 1° *H.p.* infection (*H.p.* 1°). Remaining mice were drug treated (Rx) on days 14 and 15. Mice were then reinfected with *H.p.* on day 35 or day 56 and harvested 7 days after infection (*H.p.* 2°).

(B) H&E staining of the small intestine from *H.p.* 1° and *H.p.* 2° (D42).

(C) Ratio-of-ratios analysis of differentially expressed genes in *H.p.* 1° and *H.p.* 2° (D42) identified distinct gene clusters (C1–C3).

(D) Top 10 pathways predicted to be activated more highly in *H.p.* 2° than *H.p.* 1° (both relative to naive, 2-fold filter, $p < 0.05$).

(E) Lipid metabolism pathway predicted activation score (relative to naive, 2-fold filter, $p < 0.05$).

(F) *Pla2g1b* expression in small intestine from RNA sequencing data, confirmed by qPCR.

Data are represented as mean ± SEM; $n = 8$, * = $p < 0.05$, ** = $p < 0.01$ determined using a one-way ANOVA with Dunnett's multiple comparison analysis. See also Figure S1 and Tables S1–S3.

2012). Following drug cure of a 1° infection (Rx), C57BL/6 mice are resistant to a secondary (2°) *H.p.* challenge infection (Finkelman et al., 1997; model, Figure 1A). Resistance to *H.p.* 2° infection correlated with substantial inflammation and tissue remodeling (Figure 1B), and significantly more transcriptional activity in duodenal tissue than in 1° infection (*H.p.* 1°), with 665 genes differentially expressed in 2° infection compared to 145 genes in 1° infection and 116 common genes (relative to naive, 2-fold filter, $p < 0.05$) (Figure S1A). Using a ratio-of-ratios analysis to specifically identify genes expressed in resistant mice (*H.p.* 2°), we identified three transcriptional clusters based on their expression relative to uninfected mice and relative to susceptible mice (*H.p.* 1°) (Figure 1C, C1–C3; Tables S1–S3). Cluster 1 (C1) identified common and quantitative differences between 1° and 2° infection, including several genes previously described in immunity to *H.p.* (Anthony et al., 2006; Herbert et al., 2009). Cluster 2 (C2) identified qualitative differences between susceptible and resistant mice highlighting genes upregulated in *H.p.* 2° infection only. Many of these genes have not previously

been described in immunity to *H.p.* Cluster 3 (C3) identified qualitative differences downregulated in *H.p.* 2° infection only. Pathway analysis reflected quantitative and qualitative transcriptional differences with a greater increase in immune-activated pathways in resistant mice, as previously described (Allen and Maizels, 2011; Anthony et al., 2007; Maizels et al., 2012), in addition to an increase in lipid metabolism pathways in *H.p.* 2° that was not previously described during anti-helminth immunity (Figures 1D and S1B). Increased activation of lipid metabolism pathways was also evident in resistant mice with or without a 2° challenge infection and was maintained for up to 48 days after drug treatment (Figure 1E), correlating with long-term resistance to reinfection following drug treatment (Urban et al., 1991b). Within C2 genes, which were upregulated in *H.p.* 2° infection only, we identified group 1B phospholipase A₂, *Pla2g1b*, a member of a large family of secreted (sPLA₂) enzymes that regulate lipid metabolism through hydrolysis of phospholipids (Labonté et al., 2006, 2010). *Pla2g1b* was significantly increased in drug-treated mice with or without challenge infection, correlating with lipid metabolism pathways and resistance to *H.p.* (Figure 1F). The enzymatic activity of PLA₂ in the small intestine was marginally increased in susceptible mice but dramatically increased in resistant mice (Figure S1C), reflecting a broad increase in several PLA₂ enzymes in resistant mice (Figure S1D).

To formally test whether elevated PLA₂g1B contributed to resistance to intestinal helminth infections, we infected *Pla2g1b*^{−/−} mice with a variety of small- or large-intestinal helminths. Strikingly, *Pla2g1b* was essential for resistance to *H.p.*, with

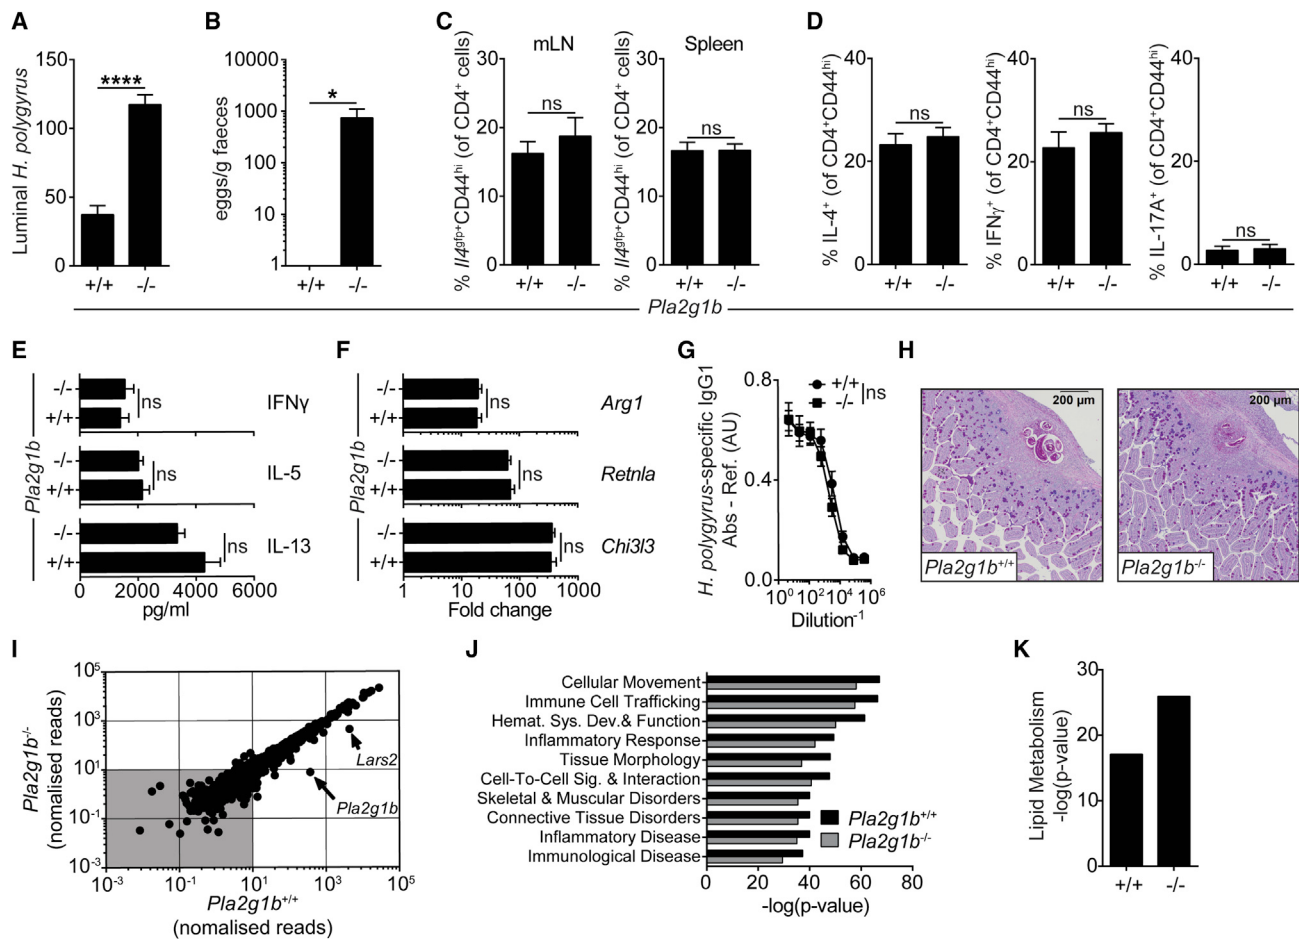

Figure 2. Type 2 Immunity Is Insufficient for Resistance to Intestinal Helminth Infection in the Absence of *Pla2g1b*

(A) Luminal *H. p.* worms in the small intestine 14 days after 2° infection.

(B) Fecal egg counts 14 days after 2° *H. p.* infection.

(C) Frequency of *Il4^{gfp}*⁺CD44^{hi} CD4⁺ cells in the mesenteric lymph node (mLN) and the spleen of mice 7 days after 2° infection.

(D) Frequency of cytokine⁺ CD4⁺CD44^{hi} cells in the mLN of mice 7 days after 2° infection.

(E) *ex vivo* *H. p.* antigen-specific cytokine production from the mLN of mice 7 days after 2° infection.

(F) Gene expression in the small intestine of mice 7 days after 2° *H. p.* infection.

(G) *H. p.* antigen-specific IgG1 in the serum from mice 7 days after 2° *H. p.* infection.

(H) Mucus staining (Alcian blue-periodic acid-Schiff) of the small intestine from mice 7 days after 2° *H. p.* infection.

(I) RNA-sequencing-generated transcriptional landscape of the small intestine of WT and *Pla2g1b*^{-/-} mice 7 days after 2° *H. p.* infection.

(J) Top 10 pathways predicted to be activated 7 days after 2° *H. p.* infection (relative to strain-naïve, 2-fold filter, *p* < 0.05).

(K) Lipid metabolism pathway predicted activation score 7 days after 2° *H. p.* infection (relative to strain-naïve, 2-fold filter, *p* < 0.05).

Data are represented as mean ± SEM, *n* = 5–6, representative of at least three independent experiments; ns = not significant, * = *p* < 0.05, **** = *p* < 0.0001 determined using a two-way ANOVA with Sidak's multiple comparison analysis or an unpaired two-tailed *t* test. See also Figures S2–S4.

Pla2g1b^{-/-} mice failing to expel a 2° *H. p.* infection and retaining a patent infection (Figures 2A and 2B). The absence of PLA₂G1B did not affect the expression of other detectable PLA₂ family members (Figure S1E). PLA₂G1b was also required for expulsion of *N. brasiliensis*, which also infects the small intestine (Figure S2A); however, *Pla2g1b* was not required for expulsion of the cecum-dwelling whipworm *Trichuris muris* (Figure S2B).

IL-4 and type 2 immune responses orchestrate many of the known anti-helminth, immune-driven expulsion pathways (Hashimoto et al., 2009). We therefore assessed innate and adaptive type 2 immune responses in *Pla2g1b*^{-/-} mice and, to our surprise, found that all measured type 2 immune responses were

intact. Specifically, by crossing *Pla2g1b*^{-/-} mice onto an *Il4^{gfp}* reporter background or by measuring IL-4 protein by intra-cellular staining, we found that Th2 cell commitment and differentiation were equivalent between genotypes (Figures 2C and 2D). Parasite-specific, Th2-derived cytokines IL-5 and IL-13 were also comparable (Figure 2E), with no measurable difference in IFN-γ⁺ or IL-17A⁺ T cells (Figure 2D). Lymphocyte populations in *Pla2g1b*^{-/-} mice, both at baseline and following 2° *H. p.* infection, were comparable to WT mice, including both CD4⁺ and CD8⁺ T cells, ILC2s, which support early Th2 differentiation (Pelly et al., 2016) and regulatory T cells, which inhibit type 2 immune responses (Wilson et al., 2005; Figures S2C–S2J and S3A).

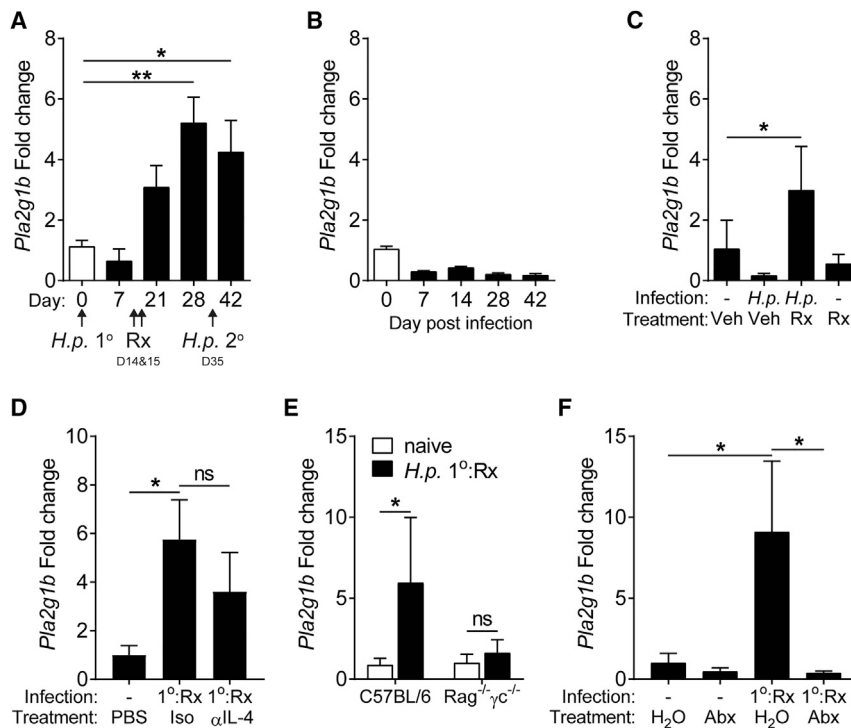

Figure 3. Intestinal *Pla2g1b* Is Regulated by the Microbiota and Rag- and Common Gamma Chain-Dependent Cells in Resistant Mice

(A) Kinetics of *Pla2g1b* expression in the small intestine during *H.p.* 2° infection model. (B) Kinetics of *Pla2g1b* expression in the small intestine during *H.p.* 1° infection, n = 6. (C) *Pla2g1b* expression at day 28 (14 days post-Rx) in the small intestine, n = 5. (D) *Pla2g1b* expression at day 28 (14 days post-Rx, 1°-Rx) in the small intestine following anti-IL-4 (αIL-4) or Isotype (Iso) treatment, n = 9–10 (data pooled from two independent experiments). (E) *Pla2g1b* expression at day 28 (14 days post-Rx, 1° Rx) in the small intestine, n = 7–10 (data pooled from two independent experiments). (F) *Pla2g1b* expression at day 28 (14 days post-Rx, 1° Rx) in the small intestine following antibiotic treatment, n = 9–10 (data pooled from two independent experiments). Data are represented as mean ± SEM, n = 3. All data are representative of at least two independent experiments; * = p < 0.05, ** = p < 0.01, determined using a one-way ANOVA with Dunnett's multiple comparison analysis, unpaired t test, or a Mann-Whitney test.

Alternatively activated macrophage-associated genes, which are also essential for immunity to *H.p.* (Anthony et al., 2006), were similar between genotypes in vivo (Figure 2F) and following polarization in vitro (Figure S3B). Finally, B cell frequencies and serum antibodies, including *H.p.*-specific IgG1 and IgE, which are important for preventing adult worm development (McCoy et al., 2008), were comparable between WT and *Pla2g1b*^{-/-} mice (Figures 2G, S3C, and S3D). Physiological responses—including goblet cell hyperplasia and mucus hypersecretion, which correlate with expulsion—were also comparable between WT and *Pla2g1b*^{-/-} mice (Figures 2H and S3E). RNA sequencing and pathway analysis of the transcriptome of duodenal tissue from naive and infected *Pla2g1b*^{-/-} mice 7 days after 2° *H.p.* infection identified that the transcriptional responses and associated pathways were very similar to WT mice with the exception of 2 genes, *Pla2g1b* and *Lars2* (Figures 2I, 2J, and S3F). To our surprise, predicted activation of lipid metabolism pathways and synthesis of bioactive lipids, including cysteine leukotrienes and prostaglandin E₂ (PGE₂), serum fatty acid metabolites, and serum Lysophosphatidylcholines (LPC), were unaffected in *Pla2g1b*^{-/-} mice (Figures 2K and S3G–S3I), most likely due to unaltered expression of other phospholipase A₂ enzymes (Figure S1E). These data suggest that the failure to expel *H.p.* in *Pla2g1b*^{-/-} mice was not due to altered lipid metabolism or known immune-mediated or stromal-associated expulsion mechanisms.

To determine the source of PLA₂G1B and its regulation, we monitored *Pla2g1b* expression in duodenal tissue following 1° infection, 1° infection and drug cure, and 2° infection. *Pla2g1b* was significantly upregulated 14 days after drug cure of a 1° infection (day 28) and was maintained with or without a 2° infection (Figures 3A and 1F). This correlated with the development and maintenance of resistance to 2° infection. Despite a

strong type 2 immune response, *Pla2g1b* expression was not upregulated in mice given a 1° infection (Figure 3B) or following drug treatment alone (Figure 3C), but had a trend to be reduced. We hypothesize that a 1° *H.p.* infection may actively inhibit PLA₂G1B through secretion of immunomodulatory proteins. However, this remains to be tested. IL-4 is essential for resistance to a 2° *H.p.* infection (Urban et al., 1991b). We therefore investigated whether IL-4 was required for upregulation of *Pla2g1b* in resistant mice. Anti-IL-4 antibody treatment prior to and during drug-treatment did not prevent *Pla2g1b* upregulation in resistant mice (Figure 3D), suggesting that *Pla2g1b* is not regulated in an IL-4 or type-2 immune dependent manner. To test whether Rag-dependent, adaptive immune cells and common gamma chain (cg)-dependent innate immune cells and signaling were required for *Pla2g1b* expression, we infected and drug-treated WT and *Rag2*^{-/-}*cg*^{-/-} mice. Following drug treatment, WT, but not *Rag2*^{-/-}*cg*^{-/-} mice upregulated *Pla2g1b*, indicating that at this time prior to immune-mediated active expulsion, adaptive and cg-dependent signaling was required for the upregulation of *Pla2g1b* in vivo (Figure 3E).

To identify additional type 2 independent mechanisms of *Pla2g1b* upregulation, we tested whether the host microbiota contributed to *Pla2g1b* regulation. Antibiotic-treated mice completely failed to upregulate *Pla2g1b* (Figure 3F), indicating that intestinal microbiota are essential for elevated *Pla2g1b* expression. Intestinal microbiota changes following helminth infection (Giacomin et al., 2016; Rausch et al., 2013; Reynolds et al., 2014; Zaiss et al., 2015) have previously been reported. However, whether a microbiota-driven *Pla2g1b* axis has evolved to restore intestinal homeostasis and protect from small-intestine dwelling helminths is unclear.

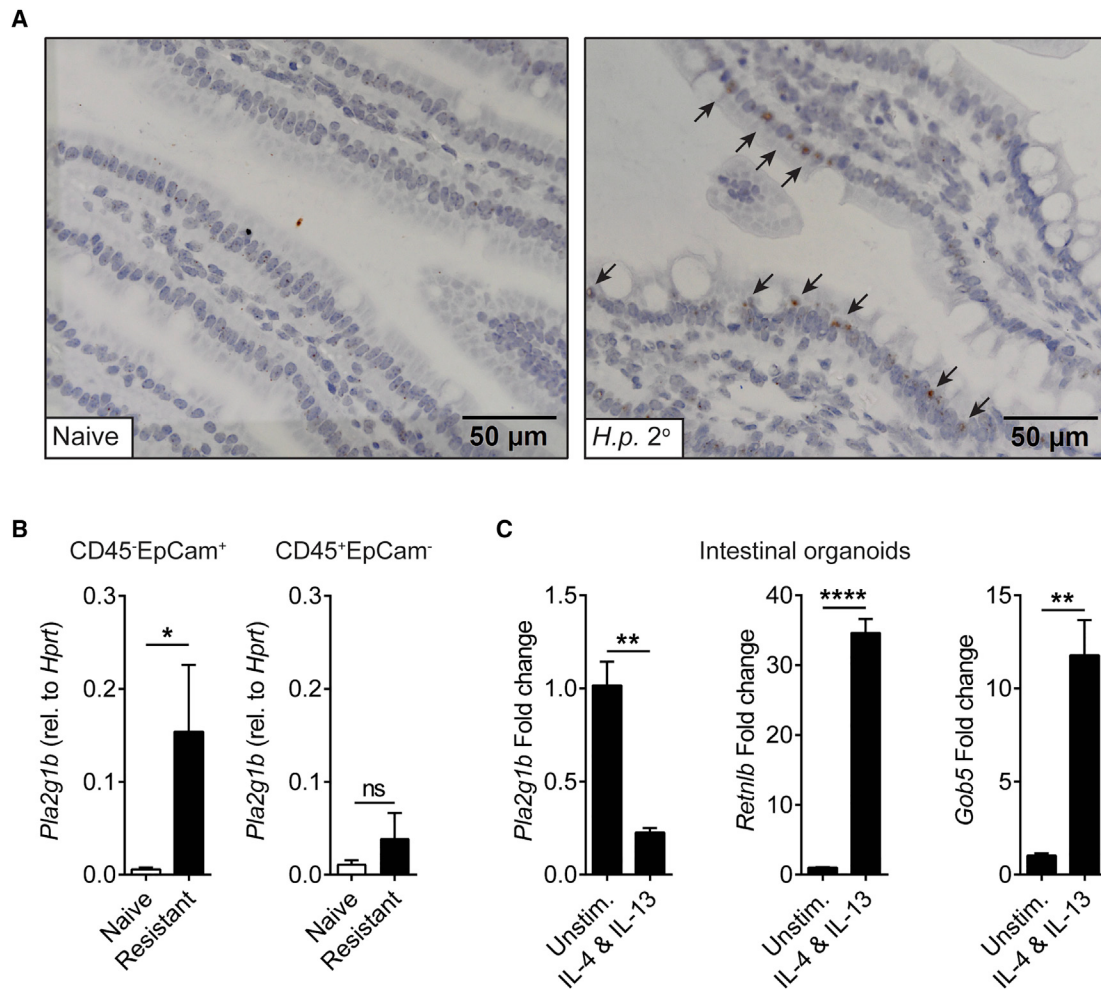

Figure 4. Epithelial-Cell-Derived *Pla2g1b* Is Negatively Regulated by IL-4R α -Signaling

(A) *Pla2g1b* detection by RNAScope ISH in the small intestine 7 days after 2° *H.p.* infection.

(B) *Pla2g1b* expression in fluorescence-activated, cell sorted (FACS) CD45⁺EpCam⁺ and CD45⁺EpCam⁻ cells from the intestinal epithelium from naive and resistant (day 28) mice, $n = 6$.

(C) *Pla2g1b*, *Retnlb*, and *Gob5* expression in intestinal organoid cultures following stimulation with rIL-4 and rIL-13.

Data are represented as mean $\pm$ SEM, $n = 3$. All data are representative of at least two independent experiments. * = $p < 0.05$, ** = $p < 0.01$, **** = $p < 0.0001$ determined using an unpaired t test or a Mann-Whitney test. See also Figure S5.

In situ hybridization localized *Pla2g1b* expression to the epithelial layer following *H.p.* 2° infection (Figures 4A and S4A) rather than in the granuloma where larvae embed (Figure S4B). We confirmed that *Pla2g1b* was elevated in FACS-purified CD45⁺EpCam⁺ epithelial cells rather than CD45⁺EpCam⁻ cells isolated from drug-cured mice compared to naive (Figure 4B). With the recent identification of tuft cells as important in anti-helminth immunity (Gerbe et al., 2016; Howitt et al., 2016; von Moltke et al., 2016), we analyzed the expression of tuft-cell-specific markers in our RNA sequencing data from the *H.p.* challenge infection model (Figure 1A). We identified significant upregulation of the tuft cell markers *Dclk*, *Trpm5*, *Siglec5* and *Pou2f3* in resistant *H.p.* 2° infected, but not in *H.p.* 1° infected mice (Figure S4C). Importantly, expression of tuft cell markers, which peaked transiently following infection, did not correlate with *Pla2g1b* expression, which was upregulated following drug

cure of 1° infection and maintained with or without 2° challenge infection. These data suggest that *Pla2g1b* expression was not restricted to tuft cells, or at least tuft-cell-associated gene expression. In addition, although *Pla2g1b* is abundantly expressed in the pancreas (Eerola et al., 2006), it was not differentially expressed in the pancreas following infection, drug treatment, or reinfection (Figure S4D). Both our findings (Figures 2 and S3) and previous data (Hollie and Hui, 2011; Labonté et al., 2010) suggest that PLA₂G1B does not contribute to altered dietary phospholipid digestion at steady state or during *H.p.* infection. To determine how *Pla2g1b* was regulated in epithelial cells, we generated ex vivo organoid cultures (Sato et al., 2009) and found that IL-4R signaling decreased *Pla2g1b* expression but increased the expulsion-related genes Relm β (*Retnlb*) and *Gob5* (Hashimoto et al., 2009; Herbert et al., 2009; Figure 4C). These data again uncouple *Pla2g1b* expression from type 2

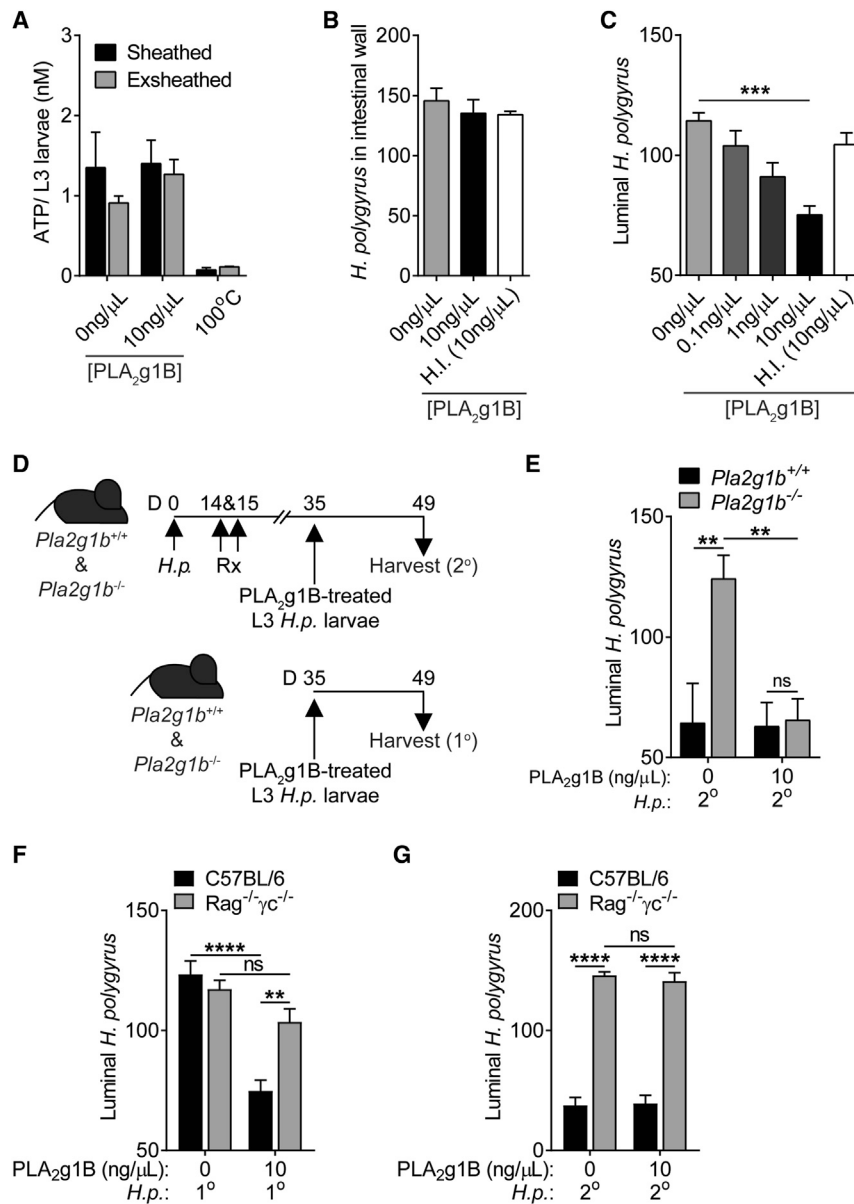

Figure 5. PLA₂g1B Has Direct Anthelmintic Properties

(A) ATP concentration of *H. p.* L3 larvae after 24 hr treatment with PLA₂g1B, *n* = 3. (B) Number of *H. p.* larvae imbedded in the small intestinal wall 5 days after infection following 24 hr treatment with PLA₂g1B, *n* = 5. (C) Luminal *H. p.* worms in the small intestine 14 days after 1° infection following 24 hr treatment with PLA₂g1B, *n* = 10 (data pooled from two independent experiments). (D) *Pla2g1b*^{-/-} or WT mice were orally infected with 200 L3 *H. p.* larvae on day 0 and were drug treated (Rx) on days 14 and 15. Mice were then reinfected with PLA₂g1B-treated L3 *H. p.* larvae on day 35 and harvested 14 days after infection (2°). Another cohort of *Pla2g1b*^{-/-} or WT mice were orally infected with 200 L3 *H. p.* larvae on day 35 and harvested 14 days after infection (1°). (E) Luminal *H. p.* worms in the small intestine 14 days after 1° or 2° infection following 24 hr treatment with PLA₂g1B. (F) Luminal *H. p.* worms in the small intestine 14 days after 1° infection following 24 hr treatment with PLA₂g1B. (G) Luminal *H. p.* worms in the small intestine 14 days after 2° infection following 24 hr treatment with PLA₂g1B. Data are represented as mean ± SEM, *n* = 4–5. All data are representative of at least two independent experiments. * = *p* < 0.05, *** = *p* < 0.001, **** = *p* < 0.0001 determined using a two-way ANOVA with Sidak's multiple comparison analysis, one-way ANOVA with Dunnett's multiple comparison analysis, or an unpaired two-tailed *t* test. See also Figure S6.

immune pathways that drive expulsion mechanisms (Anthony et al., 2006; Herbert et al., 2009; Urban et al., 1991b) and suggest that type 2 immunity may negatively regulate *Pla2g1b* expression to protect host tissues from the potent effects of phospholipase enzymes (Murakami et al., 2011).

Other sPLA₂ family members can degrade bacterial membranes and protect from fungal infections (Balestrieri et al., 2009; Degousee et al., 2002; Koduri et al., 2002; Weinrauch et al., 1998). We therefore asked whether PLA₂g1B had a direct effect on *H. p.* by treating sheathed or exsheathed L3 *H. p.* larvae (to recapitulate the status of the larvae in the small intestine after passing through the stomach) (Sommerville and Bailey, 1973) and adult *H. p.* worms with recombinant PLA₂g1B. No effect was identified on the fitness of treated L3 larvae, isolated L4 larvae, or adult worms, as determined by ATP concentration (Figures 5A, S5A, and S5B). To test the infectivity and viability

of PLA₂g1B-treated L3 larvae, we infected mice with PLA₂g1B-treated L3 larvae and found that PLA₂g1B-treated L3 larvae could embed into the intestinal wall (Figure 5B). However, significantly fewer treated larvae developed into adulthood (Figure 5C), impacting egg recovery in the feces, although failing to reach statistical significance (Figure S5C). PLA₂g1B-mediated effects on L3 larvae were dependent on the catalytic activity of PLA₂g1B as the PLA₂ irreversible inhibitor manoalide completely abrogated the protective effect of PLA₂g1B treatment *in vitro* (Figure S5D).

The protective effect of PLA₂g1B-treated L3 larvae during a 1° infection did not recapitulate the full killing, expulsion, and clearance of worms observed during 2° *H. p.* infection (Figure 2). We therefore hypothesized that, for clearance of *H. p.*, a combined PLA₂g1B-mediated impact on larvae in concert with immune-mediated physiological responses would be required. To test this, we infected and drug cured WT and *Pla2g1b*^{-/-} mice to elicit robust type 2 immune responses (Figure 2) and challenged mice with vehicle- or PLA₂g1B-treated L3 larvae (model, Figure 5D). WT mice cleared the majority of either vehicle or PLA₂g1B-treated *H. p.* larvae. *Pla2g1b*^{-/-} mice failed to clear vehicle-treated L3 larvae, as expected (Figure 2). However,

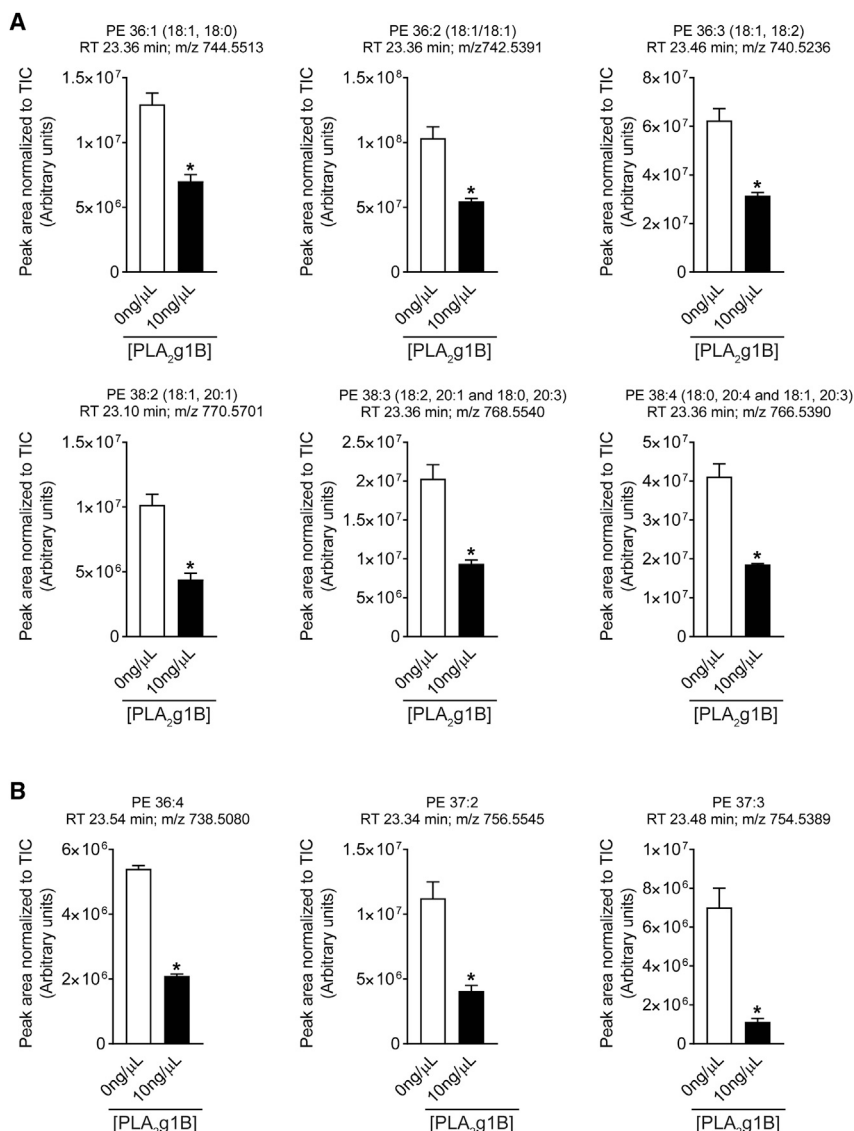

Figure 6. Pla2g1b-Treatment Related Changes in Lipid Abundance

Relative abundances of phosphatidylethanolamine (PE) and other lipids extracted from PLA₂g1B-treated (10 ng/μL) and control-treated (0 ng/μL) larvae.

(A) Identified PEs. Features were regarded as “identified” by comparison of their precursor ion and MS/MS fragments with the LipidBlast library, as outlined in Figure S1. The arrangement of fatty acid moieties on the glycerol backbone (i.e., whether in the *sn*-1 or *sn*-2 position) and the position of double bonds could not be inferred. PE 38:3 and PE 38:4 were detected as a mixture of different fatty acid moieties.

(B) Putatively identified (annotated) PEs. The features could be “annotated” as PEs by comparison of peak retention time and inter-cluster mass shifts of 28 Da (CH₂CH₂) and intra-cluster mass shifts of 2 Da (indicative of difference in double bond number [fatty acid saturation]) with other, identified PEs. MS/MS could not be performed due to low abundance. Data are shown as normalized intensities expressed in arbitrary units. Data are represented as mean ± SEM, n = 3. * = p < 0.05. TIC: Total ion current. See also Figure S7.

H.p. killing, expulsion, and clearance were completely rescued in *Pla2g1b*^{−/−} mice when L3 larvae were directly treated with PLA₂g1B (Figure 5E), suggesting that killing and expulsion of *H.p.* requires both PLA₂g1B-mediated effects on L3 larvae and immune-mediated expulsion mechanisms.

The requirement for a combined functional immune compartment alongside direct PLA₂g1B-mediated action was confirmed by infecting *Rag*^{−/−}*cg*^{−/−} mice with PLA₂g1B-treated larvae. Upon 1° infection, *Rag*^{−/−}*cg*^{−/−} mice fail to expel PLA₂g1B-treated larvae, unlike WT mice (Figure 5F). These data highlight the clear requirement of a competent immune compartment for parasite expulsion. This observation was reinforced when *Rag*^{−/−}*cg*^{−/−} mice that were infected, drug cured, and challenged with PLA₂g1B-treated L3 larvae failed to expel *H.p.*, unlike WT mice (Figure 5G). It is important to note that, under these 2° challenge conditions in *Rag*^{−/−}*cg*^{−/−} mice, we cannot distinguish the requirement of *Rag*^{−/−}*cg*^{−/−}-driven *Pla2g1b* expression (required for parasite killing) from *Rag*^{−/−}*cg*^{−/−}-dependent immune responses (required for expulsion).

Nevertheless, these data demonstrate that PLA₂g1B has direct anthelmintic properties distinct from type 2 immune responses and that PLA₂g1B is essential for intestinal helminth clearance during 2° *H.p.* infection. Furthermore, these data add to other discovered anti-microbial properties of sPLA₂ enzymes (Balestrieri et al., 2009; Degousee et al., 2002; Koduri et al., 2002; Maizels and Hewitson, 2016; Weinrauch et al., 1998) and to the site-specific arsenal of anti-microbial responses in the small intestine (Gallo and Hooper, 2012).

Finally, to identify the direct effects of PLA₂g1B on *H.p.* L3 larvae, we treated larvae for 24 hr with PLA₂g1B or control buffer and subjected the treated larvae to scanning electron microscopy (SEM) and lipid composition analysis using liquid chromatography-mass spectrometry (LC-MS). Although SEM did not reveal any structural changes or alterations in membrane integrity (Figure S5E), LC-MS analysis identified a significantly lower phospholipid abundance in the PLA₂g1B-treated larvae when compared to untreated controls (Figure S6A). Of the 1,165 apolar features detected, only 112 were significantly different following PLA₂g1B treatment; 6 were identified as phosphatidylethanolamines (PEs) (by comparing their precursor ion and MS/MS fragments with the LipidBlast library) (Figures 6A and S6A–S6E), with each being of lower abundance in the treated larvae. We also identified a similar trend in a number of putatively identified PEs (as determined by comparison of peak retention time with other identified PEs, together with intercluster mass shifts of 28 Da (CH₂CH₂) and intracluster mass shifts of 2 Da, indicative of differences in double-bond number, i.e., saturation)

(Figure 6B). The remaining, significantly different apolar features were seen to be both increased and decreased following PLA₂g1B treatment; however, these features were unable to be identified (examples shown in Figure S6F). PEs are highly abundant phospholipids found in membranes of bacteria, yeast, and mammals and are required for an array of cellular functions including membrane fusion, cytokinesis, cell division, membrane curvature, and as a substrate for subsequent products (Wellner et al., 2013). The relative reduction in PEs in PLA₂g1B-treated *H.p.* L3 larvae provides one explanation for many putative downstream impacts on larval integrity, health, and infectivity. For example, studies in yeast and *Caenorhabditis elegans* identified that low levels of PE can cause ER stress and disrupt vesicle trafficking (Wang et al., 2014). Whether similar effects are observed in PLA₂g1B-treated *H.p.* are currently unclear. Another possible explanation is that reducing larval phospholipids may allow for greater immune cell recognition and larval trapping in the tissue (Anthony et al., 2006; Esser-von Bieren et al., 2015), although this has not been tested here.

Taken together, our data uncouple type 2 immune-mediated anti-helminth expulsion mechanisms from the production of host enzymes that mediate direct anti-helminth activity, which are regulated by the microbiota and require competent innate and adaptive immunity. Specifically, we highlight a previously overlooked role for epithelial-cell-derived PLA₂g1B as an essential endogenous anthelmintic that has direct effects on invading larvae, possibly by reducing phospholipid levels. Identifying mechanisms that regulate site-specific expression of *Pla2g1b* and the functional role of phospholipids in helminths may provide avenues toward greater protection from helminth infection.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Animal Strains
  - Organoid Culture
  - Bone Marrow-derived Macrophage (BMDM) Culture and Stimulation
- METHOD DETAILS
  - Parasite Infections and PLA₂g1B Treatment
  - ATP Assay
  - Antibiotic Treatment
  - Antibody Treatment
  - Histology, In Situ Hybridization
  - RNA Sequencing and Analysis
  - Quantitative Real-time Polymerase Chain Reaction
  - PLA₂ Activity Assay
  - Cell Isolation
  - Flow Cytometry and Cell Sorting
  - Ex Vivo Stimulations
  - ELISAs
  - Scanning Electron Microscopy (SEM)
  - Serum Chemistry

- Lipid Extraction and Analysis
- Experimental Design
- QUANTIFICATION AND STATISTICAL ANALYSIS
- DATA AND SOFTWARE AVAILABILITY

SUPPLEMENTAL INFORMATION

Supplemental Information includes six figures and four tables and can be found with this article online at <https://doi.org/10.1016/j.chom.2017.09.006>.

AUTHOR CONTRIBUTIONS

L.J.E. performed and analyzed the majority of experiments. V.S.P., S.M.C., J.P.-L., S.C., and Y.K. assisted with mouse studies and flow cytometry experiments; A.S. contributed to the design of the RNA sequencing experimental design; N.N. assisted with the analysis of the RNA sequencing data; and A.M. assisted with organoid experiments. L.C. assisted with SEM experiments. M.S.d.S. and J.I.M. performed and analyzed LC-MS experiments. H.H. kindly provided *N. brasiliensis* L3 larvae, and D.Y.H. donated *Pla2g1b*^{-/-} mice. L.J.E. and M.S.W. designed experiments and wrote the manuscript.

ACKNOWLEDGMENTS

The authors thank The Francis Crick Institute Advanced Sequencing Facility, especially Abdul Sesay, Leena Bhaw, and Harsha Jani, for the RNA sequencing critical to this work. We would like to thank The Francis Crick Institute Flow Cytometry facility (Bhavik Patel, Graham Preece, Wayne Turnbull, and Phil Hobson) for cell sorting services and Gitta Stockinger for critically reading the manuscript. We are indebted to The Francis Crick Institute Procedural Service Section for the production of GA lines; to Biological Services, especially Trisha Norton, Keith Williams, and Adebambo Adekoya, for animal husbandry and technical support; to Radma Mahmood, Radika Anand and Bradley Spencer-Dene for help with histology and *in situ* hybridisation; and to Riccardo Guidi for constructive discussions and technical assistance. This work was supported by the Francis Crick Institute (grant number FCI01) which receives its core funding from Cancer Research UK, the UK Medical Research Council (MC_UP_A253_1028), and the Wellcome Trust. D.Y.H. was supported by NIH grant RO1 DK112657. M.S.W. is an employee of Genentech Inc.

Received: January 29, 2017

Revised: July 5, 2017

Accepted: September 14, 2017

Published: October 11, 2017

REFERENCES

- Allen, J.E., and Maizels, R.M. (2011). Diversity and dialogue in immunity to helminths. *Nat. Rev. Immunol.* 11, 375–388.
- Anthony, R.M., Urban, J.F., Jr., Alem, F., Hamed, H.A., Rozo, C.T., Boucher, J.L., Van Rooijen, N., and Gause, W.C. (2006). Memory T(H)2 cells induce alternatively activated macrophages to mediate protection against nematode parasites. *Nat. Med.* 12, 955–960.
- Anthony, R.M., Rutitzky, L.I., Urban, J.F., Jr., Stadecker, M.J., and Gause, W.C. (2007). Protective immune mechanisms in helminth infection. *Nat. Rev. Immunol.* 7, 975–987.
- Balestrieri, B., Maekawa, A., Xing, W., Gelb, M.H., Katz, H.R., and Arm, J.P. (2009). Group V secretory phospholipase A2 modulates phagosome maturation and regulates the innate immune response against *Candida albicans*. *J. Immunol.* 182, 4891–4898.
- Camberis, M., Le Gros, G., and Urban, J., Jr. (2003). Animal Model of *Nippostrongylus brasiliensis* and *Heligmosomoides polygyrus*. *Curr. Protoc. Immunol. Chapter 19*. Unit 19.12.
- Degousee, N., Ghomashchi, F., Stefanski, E., Singer, A., Smart, B.P., Borregaard, N., Reithmeier, R., Lindsay, T.F., Lichtenberger, C., Reinisch,

How the deposited data were processed for this re-analysis (not part of the article)

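Duodenal RNA of 48 C57BL/6 mice was sequenced in 6 groups of 8. The values of 3 groups, 24 libraries, are used here: naive mice, *H.p.* 1° mice harvested 7 days after a first infection, and *H.p.* 2° (D42) mice that were infected, drug treated, challenged on day 35 and harvested on day 42. Each mouse gave 1 library, and libraries were not pooled.

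The deposited tables name the groups by letter. The text of the study gives the letter of the naive group only. Letters of the *H.p.* 1° and *H.p.* 2° (D42) groups were read from the names of the deposited comparisons whose fold changes equal those printed in Tables S1 and S2. For *H.p.* 1° mice 28 of 28 genes of cluster 1 were equal, and for *H.p.* 2° (D42) mice 28 of 28 genes of cluster 1 and 126 of 126 of cluster 2 (tolerance 0.001). Some printed names are human or merged and were translated to mouse genes, such as RETNLB to *Retnlg* in cluster 2. Where a name does not fix the gene, its equality is no independent evidence for the letter. Others, such as *Ccl8*, *Scd2*, *Mcpt1* and *Mcpt2*, matched under the printed name. No gene of cluster 3, of 4, was equal: Table S3 prints ratios of mean signals, which 4 of 4 genes match (tolerance 0.001). The legend of Figure 1C, on which the clusters rest, gives day 42. Letters of drug-cured mice without challenge at days 42 and 63 and of challenged mice at day 63 are given in no label, header or text that was searched. These groups were at first tied to their columns through group means read from the figures, and were analysed on that basis. That link rests on values alone, so it was withdrawn, and the 24 columns per table concerned, 120 over the 5 tables, are used in no result. Columns are tied to groups, and the number in a column's name was taken as the replicate number without a further key.

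Per the authors' methods, reads were checked with FastQC, trimmed with Trimmomatic, aligned to mm10 with TopHat2 and counted per gene with htseq_count, and the versions of these tools were not stated. The signal values in the deposited tables were made by the authors by dividing the reads of a gene by the effective library size of edgeR, as CPM. The log2 fold changes in the deposited tables come from the authors' edgeR model against the naive group. The FDR values in the deposited tables come from the authors' edgeR test, adjusted over the genes they tested, whose number is not stated. Each table lists only genes at an FDR under 0.05, so a gene is present only if it passed in at least 1 comparison, and 7924 genes are present in the 5 tables together. Of these, 7858 have an identifier in the reference names and 7491 are protein coding. Of the symbols, 7 are shared by 2 identifiers, and genes were counted by identifier. The list of genes and the deposited rows of all 5 tables were used for the 24 libraries, and the authors' comparisons of 2 tables.

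The step of 1 read was recovered from each column, and multiplied values were whole in 100% of cases (tolerance 0.01 of a read). Effective library sizes were 11798608 to 20722569 reads (median 15127684), so 1 read is a signal well under the minimum of 1 that was asked of a tested gene. The total reads of each library are not in the tables. No 2 libraries were copies of each other: the highest correlation of 2 libraries was 0.985. Whether the files held counts or CPM was not known when the design was fixed, and the plan allowed for either. Signal was taken as the main unit, and the recovered reads were used for the count-based alternatives.

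Each comparison was fitted on its own 16 libraries with limma 3.58.1 (trended prior, not robust) on log2(signal + 0.5), for genes at a signal of at least 1 in at least 8 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Comparisons were *H.p.* 1° with naive mice, *H.p.* 2° (D42) with naive mice and *H.p.* 2° (D42) with *H.p.* 1° mice. Alternatives used edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, in R 4.3.3. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The median log2 fold change of all genes moved by at most 0.1 in size under another scaling (-0.10 with quantile normalization, *H.p.* 2° (D42) against *H.p.* 1°).

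A set of 35 gene lists of cell types, tissues and pathways was fixed before the values were seen and tested with camera of limma at a preset correlation of 0.01, and again with an estimated one. The tables hold only selected genes, so camera compares a list with other selected genes. *Pla2g1b* was tested by exact permutation of log2 values, 8 mice against 8, and its relations to other genes by exact permutation within a group of 8 and by 100000 permutations over the 24 mice after group means were removed, which makes 28 relations in 1 family. Genes were named by a rule fixed before the values were seen: every gene the paper names, per comparison with naive mice the 10 higher and 10 lower called genes with the largest fold change at a mean signal of at least 1, without immunoglobulin and T cell receptor segments and unnamed gene models the paper does not name, and up to 4 genes per list with the smallest adjusted p. Of the genes this rule names, 2 are not reported here. Values of the genes in Tables S1 to S3 had been seen in the paper before. Genes named outside this rule in the text on antibody and snoRNA genes were chosen after their values were seen. The 9 clock genes tested for opposite arms were named before the deposited values were seen, with *Dbp* and *Nfil3* known from the paper's tables.

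The fit was tested on simulated data built on the naive and *H.p.* 2° (D42) libraries. Of genes given a 2-fold rise 45 of 50 were found at an adjusted p under 0.05, of those given a 4-fold rise 48 of 50, of those given a 2-fold fall 43 of 49, and of those given a 4-fold fall 47 of 48. Of 7470 genes without a change 9 reached an adjusted p under 0.05, 1 of them with a 2-fold change. Without any change in the simulation 0 genes were called. Simulated genes were drawn independently of each other and were not selected by a test. The listed genes were selected on these libraries, and many rise and fall together, so these rates do not carry over to them.

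Alternatives fixed beforehand were other filters, pseudocounts, scalings, fold limits and tests, the replicate number as a block, the acinar list mean as a covariate, and each library left out in turn. Alternatives added after the values were seen were the edgeR quasi-likelihood test on recovered reads, adjustment over all genes of the reference, the genes of a comparison's own table, the count of changed genes without acinar and islet genes, and 1 fit of the 24 libraries. Left out were qPCR, histology, enzyme activity, worm counts and pathway scores, which are not in the tables, and genes the tables do not list.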

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

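The tests of islet hormones and of a current infection, and the upper bound given for *Pla2g1b*, were chosen after the result was seen. The other tests in this part were set beforehand. Single mice were looked for in 21 groups of values by Dixon's test, and 6 flags were raised. Chance alone flags about 1 of 20 groups only where values are normally distributed. Signals of single genes were tested without the log2 scale and are skewed, so 6 flags are not shown to exceed chance. *Pla2g1b* had a signal of 417 in 1 naive mouse, far above the other naive mice, and of 1.62 in 1 *H.p.* 2° (D42) mouse, far below the others of its group. The mean of the pancreatic acinar list on the log2 scale was 2.11 in the same *H.p.* 2° (D42) mouse, far below its group. *Dclk1* had a signal of 17 in 1 *H.p.* 1° mouse, above the rest. *Pou2f3* was at 1.76 in 1 *H.p.* 1° mouse, and *Trpm5* at 13.9 in 1 naive mouse, each above the rest of its group. A gene the paper does not discuss, the snoRNA gene *Gm25788*, had a mean signal of 101 in *H.p.* 2° (D42) mice, above 0.407 in naive and 0.528 in *H.p.* 1° mice. Of 9 circadian clock genes that the paper does not discuss as a group, 9 were called in *H.p.* 2° (D42) against naive mice.

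*Pla2g1b* and the pancreatic acinar genes were high together in *H.p.* 2° (D42) mice, with *Cel* at a mean signal of 6439 against 578 in naive mice. A rise of *Pla2g1b* apart from the other acinar genes is not what these libraries show. With the acinar list mean as a covariate the log2 fold change of *Pla2g1b* was -0.51, with an upper bound of -0.09 at 2 standard errors. The outcome set beforehand asked for almost no change in all drug-treated groups. Only *H.p.* 2° (D42) mice are analysed, and their value lay just below the limit set, so that outcome was not met as written. Acinar genes transcribed in the intestinal epithelium with no pancreatic tissue present would not bring islet hormones with them, yet the islet hormone mean followed the acinar mean within groups with r = 0.881 (0.889 for *Ins1*, 0.902 for *Ins2* and 0.468 for *Gcg*). The relation of *Pla2g1b* to the acinar mean (r = 0.993, where 31 of 41 acinar genes had a lower r with the list) is consistent with pancreatic tissue carried over with the duodenum, which may have differed between groups because of dissection or harvest day. Whole-tissue RNA cannot exclude an added rise in epithelial cells, for which the paper reports in situ hybridization, RNA of EpCam+ cells sorted from the intestinal epithelium, and qPCR, none analysed here, and a change of the pancreas itself, where the paper finds no difference in *Pla2g1b*, was not tested.

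Clock genes moved in 2 opposite arms in *H.p.* 2° (D42) mice, with *Dbp*, *Per1*, *Per2*, *Per3*, *Nr1d1* and *Nr1d2* lower and *Arntl*, *Npas2* and *Nfil3* higher. A current infection by itself, without drug treatment, would change them in *H.p.* 1° mice too, where 0 of the 9 were called by limma, edgeR or DESeq2 and 3 had an unadjusted p under 0.05. Harvest at another time of day predicts the opposite arms, and 9 of 9 genes named for it were called in that direction, which is consistent with it. Of the whole list of 18 clock genes, 11 were called and 7 were not, *Clock* at a log2 fold change of 0.2 among the latter. Time of harvest is not in the labels, and drug treatment, challenge and harvest day changed together between these groups, so a biological effect of any of them stays open and untested.

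The counts of changed genes were set against 100 splits of the same libraries into mixed groups, the real one among them. For *H.p.* 1° against naive mice 1 of the 100 called as many genes, the real one, and the highest other split called 39. For *H.p.* 2° (D42) against naive mice it was again 1, and the highest other split called 334. For *H.p.* 2° (D42) against *H.p.* 1° mice it was 1, and no other split called any gene. The listed genes had been selected on these same libraries in their real groups, which favours the real split. These splits therefore cannot exclude chance.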

How the results depend on the processing

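Added after the values were seen were the edgeR quasi-likelihood test, adjustment over all genes of the reference, the genes of a comparison's own table, the count of changed genes without acinar and islet genes, and 1 fit of the 24 libraries; the rest was set beforehand. Counts of called genes are given in the order *H.p.* 1° against naive (172), *H.p.* 2° (D42) against naive (721) and *H.p.* 2° (D42) against *H.p.* 1° mice (793). They were 83, 420 and 511 with a signal of at least 5 in at least 8 libraries, where fewer genes are tested, 85, 455 and 490 with a pseudocount of 2, 1451, 4380 and 5061 with no fold filter, and 614, 1832 and 2450 with a 1.5-fold filter. DESeq2 gave 275 in *H.p.* 1° mice. In number, all other settings stayed within 1.5 times, but the genes called were not always the same. With the acinar list mean as a covariate 177, 540 and 681 genes were called. Of the main calls, 172, 459 and 466 were among them. After quantile normalization 154, 751 and 750 were called, with 144, 578 and 550 of the main calls among them. The balance of higher and lower genes moved as well. It was 61 to 111, 579 to 142 and 652 to 141 in the main setting, 70 to 84, 444 to 307 and 438 to 312 after quantile normalization, and 786 to 665, 2264 to 2116 and 2616 to 2445 with no fold filter. Genes called in the same direction in both infections (67) were 102 with DESeq2 and 408 with no fold filter. Calls of gene lists (21) fell to 2 with an estimated correlation. In the authors' deposited tables, 342 genes passed 2-fold in *H.p.* 1° and 887 in *H.p.* 2° (D42) mice, against 970 and 2079 at 1.5-fold, 134 and 449 at 3-fold, and 2187 and 4342 with no fold filter. Fold limits change these counts by their construction, and for the other settings the cause was not tested.

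With the acinar list mean as a covariate, log2 fold changes turned negative for *Pla2g1b* in *H.p.* 2° (D42) against naive mice (-0.51), against *H.p.* 1° mice (-0.31) and in *H.p.* 1° against naive mice (-0.09), and for *Cel* (-0.21), *Cpa1* (-0.43), *Prss2* (-0.14) and *Tff2* (-0.74) in *H.p.* 2° (D42) against naive mice. *Cel*, *Cpa1* and *Prss2* are on the acinar list themselves, as is *Clps*, which fell to 0.96, so their loss follows from the covariate's construction. Adjusted over all genes of the reference, *Pla2g1b* kept its log2 fold changes of 4.37 in *H.p.* 2° (D42) against naive mice and 4.29 against *H.p.* 1° mice and lost both calls. The authors' edgeR FDR against naive mice, adjusted over the genes they tested, was 0.0105. The relation of *Pla2g1b* to tuft cell markers went from 0.003 to -0.048 without the 2 libraries farthest from the median. For these other changes the cause was not tested.

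With each library left out in turn, the counts ran from 144 to 209, from 694 to 777 and from 730 to 849. For *Pla2g1b* the log2 fold change ran from 3.65 to 5.41 in *H.p.* 2° (D42) mice, called each time, and from -0.63 to 0.75 in *H.p.* 1° mice, called in none and negative in 9 of 16, against 0.08 in the main setting. For *Dclk1* in *H.p.* 1° mice it ran from -0.05 to 0.13. Over the comparisons of named genes other than *Pla2g1b* against naive mice, 88 in number, 2443 alternative values were computed: 2403 kept direction and side of the threshold, 34 lost the call, and 6 reversed. With the replicate number as a replicate block, counts were 148, 709 and 797. The labels do not say that equal numbers share a litter, cage or run, and correlations of the residual values of equally numbered libraries averaged -0.021, -0.178 and 0.139, so the numbers are not taken as pairs. Depth limits what can be said of genes at a signal under 1, which were not tested.

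Not run, since their groups are not analysed here, were the alternatives set for drug-cured mice without challenge and for challenged mice at day 63, and the fit of all 48 libraries. The authors' tables give an FDR and no p, so p in place of FDR could not be run.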

Differences from the paper's values

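The paper reports 116 genes changed in both *H.p.* 1° and *H.p.* 2° infection at 2-fold, where 71 were called in both here. Only genes with enough signal to be tested in both comparisons could be counted here. *Ear11* and *Chi3l3*, untested in *H.p.* 1° mice, are changed in both infections in the authors' values. Of the alternatives set before the data were examined, those that come within 1.5 times of the paper's count are no filter on low genes (87), a pseudocount of 0.1 (87), edgeR with RLE factors on recovered reads (99) and DESeq2 on recovered reads (106). Those that do not are a signal of at least 5 in at least 8 libraries (27), a pseudocount of 2 (34), quantile normalization (73), the replicate block (62), the acinar list mean as a covariate (62), no fold filter (630), a 1.5-fold filter (219) and an unadjusted p with the 2-fold filter (74). The edgeR quasi-likelihood test, chosen after the values were seen, gives 99. In the authors' deposited tables, 149 genes pass 2-fold in both, and 122 when only protein-coding genes are counted. The paper's lists of the genes behind its count are not in the files, so which of its genes are dropped was not counted.

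The fold changes printed in Table S3 for cluster 3 are on another scale than those of Tables S1 and S2. For 4 of 4 genes they match ratios of mean signals (tolerance 0.001), which are -33.16, -20.62, -11.07 and -7.598 here, and for 0 of 4 the edgeR fold changes of the authors' deposited table, which 28 of 28 genes of cluster 1 and 126 of 126 of cluster 2 match. Some names of clusters 1 and 2 were translated to mouse genes for this.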

Other observations

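Of 4 gastric and Brunner's gland genes tested, 3 were higher in *H.p.* 2° (D42) than in naive mice, the trefoil peptide *Tff2* at a log2 fold change of 3.55 (standard error 1.23, limma adjusted p = 0.0217), the gland mucin *Muc6* at 2.33 (standard error 0.691, limma adjusted p = 0.00942) and *Ctse* (3 adjusted over the list alone; limma camera adjusted p = 0.120, and adjusted p = 0.518 with an estimated correlation). Between the infections all 4 were higher in *H.p.* 2° (D42) mice (4 adjusted over the list alone; limma camera adjusted p = 0.0792, and adjusted p = 0.387 with an estimated correlation). Of 5 crypt stem cell markers 2 were lower in *H.p.* 2° (D42) mice, *Lgr5* at -1.15 (standard error 0.187, limma adjusted p = 1.06e-04) and the Wnt target *Axin2* at -1.18 (standard error 0.117, limma adjusted p = 4.47e-07) (2 adjusted over the list alone; limma camera adjusted p = 0.0496, and adjusted p = 0.402 with an estimated correlation), and 1 in *H.p.* 1° mice, *Lgr5* at -1.07 (standard error 0.209, limma adjusted p = 0.00246) (1 adjusted over the list alone; limma camera adjusted p = 0.00111, and adjusted p = 0.210 with an estimated correlation). Of 9 genes of ER stress and the amino acid response 3 were higher in *H.p.* 2° (D42) mice, *Nupr1*, *Chac1* and *Asns* (3 adjusted over the list alone; limma camera adjusted p = 0.472, and adjusted p = 0.771 with an estimated correlation). *Nupr1* was at 3.33 (standard error 0.768, limma adjusted p = 0.00180). With the acinar list mean as a covariate *Tff2* was at -0.74 (standard error 0.317), *Muc6* at 1.41 (standard error 0.823) and *Nupr1* at 0.7 (standard error 0.27), and none of the 3 was called. Adjusted over all genes of the reference, the calls of *Tff2* (adjusted p = 0.153) and *Muc6* (adjusted p = 0.0664) were lost. The authors' edgeR FDR, adjusted over the genes they tested, was 0.00929 for *Tff2* and 1.46e-04 for *Muc6*. *Lgr5* missed 2-fold with a pseudocount of 2, at -0.84 in *H.p.* 1° and -0.9 in *H.p.* 2° (D42) mice, and in *H.p.* 1° mice also after quantile normalization or without 1 of 2 single libraries, at -0.99 each time, with adjusted p from 0.00268 to 0.00591.

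Genes of the cell cycle had a median log2 fold change of 0.36 in *H.p.* 1° mice (limma camera adjusted p = 0.00547, and adjusted p = 0.324 with an estimated correlation) and of -0.26 in *H.p.* 2° (D42) mice (limma camera adjusted p = 0.0566, and adjusted p = 0.518 with an estimated correlation), and -0.63 between the infections (limma camera adjusted p = 6.41e-04, and adjusted p = 0.253 with an estimated correlation). At 2-fold none of 11 was called by limma, edgeR or DESeq2, with 7 at an unadjusted p under 0.05 in *H.p.* 1° mice, and 5 in *H.p.* 2° (D42) mice, where the 3 tools called none either. Between the infections they again called none, and 11 of 11 were lower at an adjusted p under 0.05 without the fold limit. Of 7 MHC class II genes none of 7 was called by limma, edgeR or DESeq2, with 1 at an unadjusted p under 0.05 in *H.p.* 1° mice (limma camera adjusted p = 0.157, and adjusted p = 0.815 with an estimated correlation). Of smooth muscle markers none of 9 was called by limma, edgeR or DESeq2, with 4 at an unadjusted p under 0.05 in *H.p.* 2° (D42) mice (limma camera adjusted p = 0.826, and adjusted p = 0.964 with an estimated correlation). Enterocyte markers were higher for 1 of 14 in *H.p.* 2° (D42) mice, *Apob*, which the list of 13 lipid absorption genes also holds as its only called gene (1 adjusted over each list alone; camera of limma gave adjusted p = 0.404 and 0.992). Of 4 adipose tissue genes 1 was higher, the lipoprotein lipase *Lpl* (1 adjusted over the list alone; limma camera adjusted p = 0.606, and adjusted p = 0.771 with an estimated correlation). Of 7 islet genes 4 were higher, *Ins1*, *Ins2*, *Iapp* and *Ppy*, and 2 lower, *Pdx1* and *Ucn3* (4 and 2 adjusted over the list alone; limma camera adjusted p = 0.647, and adjusted p = 0.904 with an estimated correlation). *Pdx1* is a transcription factor of the duodenal epithelium as well. The snoRNA gene *Gm22154* had a mean signal of 9.23 ± 2.89 in *H.p.* 2° (D42) mice (SD, n = 8), 0.500 ± 0.351 in *H.p.* 1° and 0.101 ± 0.129 in naive mice. *Lars2*, a mitochondrial tRNA synthetase gene, was at 14051 ± 6064, 6001 ± 3465 and 6083 ± 1936 in the same order, and at 5800 in the *H.p.* 2° (D42) mouse with the lowest acinar mean.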
